# Extension of mRNA poly(A) tails and 3′UTRs during neuronal differentiation exhibits variable association with post-transcriptional dynamics

**DOI:** 10.1093/nar/gkad499

**Published:** 2023-06-09

**Authors:** Dylan J Kiltschewskij, Paul F Harrison, Chantel Fitzsimmons, Traude H Beilharz, Murray J Cairns

## Abstract

Differentiation of neural progenitor cells into mature neuronal phenotypes relies on extensive temporospatial coordination of mRNA expression to support the development of functional brain circuitry. Cleavage and polyadenylation of mRNA has tremendous regulatory capacity through the alteration of mRNA stability and modulation of microRNA (miRNA) function, however the extent of utilization in neuronal development is currently unclear. Here, we employed poly(A) tail sequencing, mRNA sequencing, ribosome profiling and small RNA sequencing to explore the functional relationship between mRNA abundance, translation, poly(A) tail length, alternative polyadenylation (APA) and miRNA expression in an *in vitro* model of neuronal differentiation. Differential analysis revealed a strong bias towards poly(A) tail and 3′UTR lengthening during differentiation, both of which were positively correlated with changes in mRNA abundance, but not translation. Globally, changes in miRNA expression were predominantly associated with mRNA abundance and translation, however several miRNA–mRNA pairings with potential to regulate poly(A) tail length were identified. Furthermore, 3′UTR lengthening was observed to significantly increase the inclusion of non-conserved miRNA binding sites, potentially enhancing the regulatory capacity of these molecules in mature neuronal cells. Together, our findings suggest poly(A) tail length and APA function as part of a rich post-transcriptional regulatory matrix during neuronal differentiation.

## INTRODUCTION

The generation of neuronal subpopulations with unique morphological and electrophysiological properties is driven by discrete patterns of mRNA expression in response to developmental cues. It is currently well established that activation of neuron-specific mRNA expression is largely mediated by an array of transcription factors, that modify the transcriptome throughout the course of the differentiation process (1–3). In contrast, our knowledge of the post-transcriptional regulatory systems which fine-tune mRNA expression during neuronal differentiation is less comprehensive. Although a vast collection of *cis*- and *trans*-acting mechanisms contribute to mRNA localisation, stability and translational capacity during development and differentiation (4–6), the behaviour and interplay of these mechanisms remains elusive. This is significant, given that dysregulation of post-transcriptional systems has emerged as a common feature amongst several psychiatric disorders associated with disrupted neuronal development, such as schizophrenia, bipolar disorder and autism spectrum disorders (7,8).

One dimension of mRNA biology thought to be pivotal in multiple aspects of post-transcriptional regulation is cleavage and polyadenylation, a near ubiquitous mRNA end processing mechanism intricately coupled with transcriptional termination. Canonically, pre-mRNA cleavage is initiated downstream of conserved polyadenylation site motifs, of which the A[A/U]UAAA motif is most prominent, following which poly(A) polymerase synthesises a poly(A) tail of approximately 50–100nt (9,10). An intact poly(A) tail is critical throughout the life cycle of an mRNA, given this structure is required for mRNA nuclear export (11), confers resistance to degradation (12) and enables association with poly(A) binding proteins for enhancement of translational efficiency (13). Furthermore, erosion of the poly(A) tail by CCR4-NOT and PAN2-PAN3 complexes constitutes the predominant mechanism through which microRNAs (miRNAs) instigate degradation of partially complementary mRNAs in eukaryotic cells (14–16). In neurons, cytoplasmic polyadenylation may also regulate translational competency of mRNAs in close proximity to the synapse (17,18). While these facets of poly(A) tail dynamics suggest a particularly important role in post-transcriptional regulation, global changes in polyadenylation and their association with mRNA dynamics and miRNA expression during neuronal differentiation are yet to be characterised.

Alternative polyadenylation (APA) can also drastically impact post-transcriptional dynamics by modifying utilisation of polyadenylation signals (PAS) (19–23). These changes directly affect 3′UTR length and subsequently impact key regulatory motifs such as AU-rich elements (24), localisation elements (25) and miRNA binding sites (26), all of which contribute to mRNA stability and translational status (27). Interestingly, cell-specific APA profiles have been recently discovered, with proliferative cells generally expressing short 3′UTR APA isoforms (28), whereas complex, terminally differentiated cells such as neurons are often associated with longer 3′UTRs (29). During neuronal differentiation, the functional consequences of APA have recently been described for specific genes such as *Bdnf* (30) and *Rac1* (31), while emerging studies have identified a transition towards long 3′UTR expression during neuronal differentiation (32,33) and brain development (34,35), indicating a particularly important role in this phenotypic transition.

The recent development of high-throughput strategies for poly(A) tail and 3′UTR quantification (36,37) now provide an opportunity to explore these broad regulatory mechanisms on a genome-wide scale. To this end, we employed genome-wide poly(A) tail sequencing (PAT-Seq) (36), mRNA sequencing (mRNA-Seq), ribosome profiling (Ribo-Seq) and small RNA sequencing to gain further insight into the regulation of mRNA cleavage and polyadenylation during neuronal differentiation, and their interplay with mRNA and miRNA dynamics. Our study revealed many genes subjected to poly(A) tail and/or 3′UTR lengthening during neuronal differentiation, both of which were associated with mRNA expression levels. We also identify miRNA–mRNA pairings associated with poly(A) tail length modulation and explore the impact of 3′UTR lengthening on miRNA binding sites. These results suggest lengthening of poly(A) tails and 3′UTRs constitutes an important mechanism of post-transcriptional mRNA regulation associated with neuronal differentiation.

## MATERIALS AND METHODS

### Cell culture

Human SH-SY5Y neuroblastoma cells were grown and sustained in Dulbecco's Modified Eagle's Medium (HyClone, Logan, UT, USA), supplemented with 10% heat-inactivated fetal bovine serum (Bovogen Biologicals, Essendon, VIC, Australia), 2% HEPES (Gibco, Carlsbad, CA, USA) and 1% l-glutamine (Invitrogen, Carlsbad, CA, USA). Cultures were maintained at 37°C in a 95% oxygen, 5% carbon dioxide, 90% humidity atmosphere and passaged regularly by washing with phosphate buffered saline (Gibco) and trypsinisation (0.1% trypsin–EDTA in PBS, Gibco). All cells used in this study were passage 9 at the time of differentiation. All experiments were conducted in biological triplicate.

### Neuronal differentiation

Neuronal differentiation was induced via sequential treatment with *all-*trans retinoic acid (ATRA, Sigma-Aldrich, St. Louis, MO, USA) and brain-derived neurotrophic factor (BDNF, Life Technologies, Carlsbad, CA, USA), as previously described (38). One day prior to differentiation (day -1), cells were seeded into T75 culture flasks at a density of 25 000 cells/cm^2^ in standard culture medium. The next day (day 0), standard medium was replaced with ATRA-supplemented medium (10μM) and cells were protected from light exposure, with ATRA medium replaced on day 2. On day 5, ATRA medium was aspirated, cells were washed 3 times with standard culture medium, then returned to standard culturing conditions in BDNF-supplemented (50ng/mL), serum-free medium. BDNF medium was replaced on days 7, 9 and 11, after which the methods were continued as described on day 12. Successful neuronal differentiation was established by examining neurite outgrowth during ATRA/BDNF treatment and analysing the expression of neuronal marker genes (see Figure 1B–E). Differentiated cells were compared to untreated control samples cultured under standard conditions.

**Figure 1.**
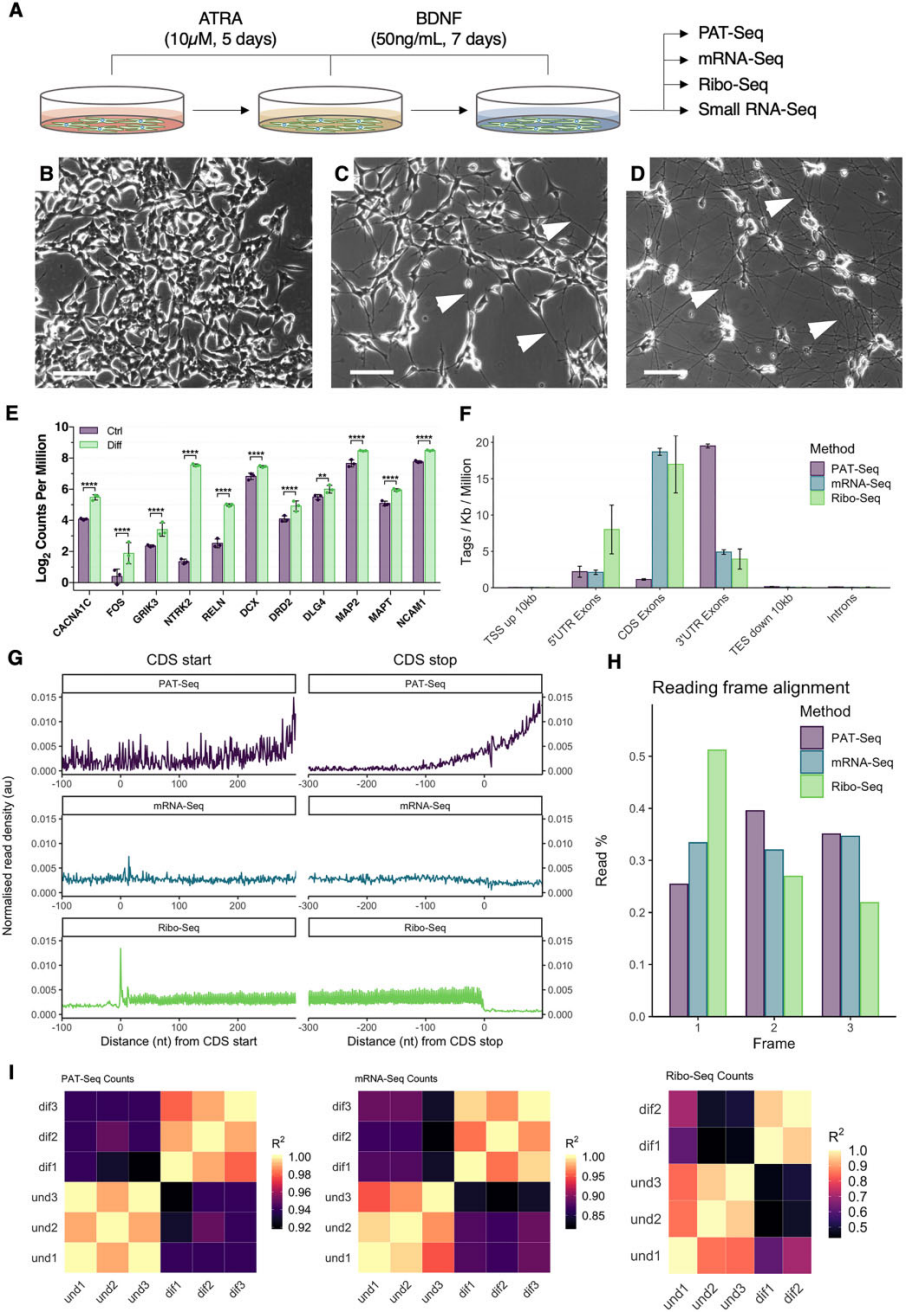
Sequencing of neuronally differentiated SH-SY5Y cells. (**A**) Schematic overview of the neuronal differentiation paradigm and sequencing strategies employed in this study. (B–D) Phase contrast micrographs depicting SH-SY5Y cells cultured under standard conditions (**B**), 5 days after media supplementation with ATRA (**C**), and after ATRA treatment followed by an additional 7 days of serum starvation and BDNF treatment (**D**). Note the extensive development of neurites after differentiation relative to naïve cells (white arrowheads). Scale bar = 100 μm. (**E**) Expression of known neuronal marker genes in control (purple) and differentiated (green) cells, as quantified via mRNA sequencing. All genes were subjected to statistically significant upregulation (Benjamini–Hochberg *FDR* < 0.05), with *CACNA1C*, *FOS*, *NTRK2* and *RELN* additionally subjected to >2-fold increased expression relative to naïve cells. Data presented as log_2_ counts-per-million (CPM) ± SD. **FDR < 0.01, ****FDR < 0.0001. (**F**) Genomic distribution of uniquely aligned reads for mRNA-Seq, PAT-Seq and Ribo-Seq libraries. Data presented as assigned tags per kilobase per million assigned tags ± SD. (**G**) Metagene analysis of read density around CDS start and stop codons. Note that PAT-Seq libraries exhibit increased read density in a 5′ to 3′ direction, particularly around CDS stop codons. (**H**) Sub-codon phasing of all three libraries. Note that Ribo-Seq reads exhibit bias for the first reading frame as expected for ribosome-protected fragments. (**I**) Correlation of gene-level read-count profiles amongst biological replicate samples. One replicate from the differentiated group was excluded from the Ribo-Seq experiment due to poor data quality.

### PAT-seq library preparation

Total RNA was extracted from all samples by harvesting cells in 1mL TRIzol reagent (ThermoFisher, Waltham, MA, USA), as per the manufacturer's instructions. Poly(A) tail sequencing (PAT-Seq) was conducted using 1μg of high-quality RNA (RNA integrity number = 10) as previously described (36). Briefly, biotinylated ePAT primers (5′-Bio-CAGACGTGTGCTCTTCCGATCT_(18)_-3′ ; 100μM) were annealed to polyadenylated mRNAs and 3′ ends were extended using 5 units (U) of the Klenow fragment of DNA polymerase I (NEB, Ipswich, MA, USA). RNAs were then subjected to limited RNase T_1_ digestion (10U, Roche, Basel, Switzerland), with parameters optimised to produce ∼250nt fragments, after which 3′ fragments were collected with streptavidin beads (NEB). Phosphorylation of 5′-ends was next performed with poly nucleotide kinase (0.5U, NEB), prior to ligation of 5′ splinted linkers, reverse transcription, and size selection (120–400 bp) via 6% denaturing urea-polyacrylamide gel. To amplify all samples, 10μl of cDNA was subjected to 16 PCR cycles, with 2μl of ScriptSeq indexed reverse primers (50μM, Epicentre, Madison, WI, USA) included for sample indexing compatible with Illumina (San Diego, CA, USA) sequencing platforms. PAT-Seq libraries were subsequently normalised, pooled and sequenced (151 single end cycles) on a single lane of an Illumina HiSeq 1500.

### Quantification of poly(A) tail length and APA events

PAT-Seq data were analysed using the *tail tools* (v.0.41) *R* package (36). Firstly, adapter sequences and poly(A) tails were trimmed from fastq-formatted reads. Poly(A) tails were identified by calling a run of consecutive ‘A’ residues extending to the 3′ end, or the adapter sequence, with an error rate of 1 in 5 bases and Phred33 quality score > 10 allowed. Reads were then aligned to the reference genome (hg19, UCSC) using *Bowtie2* (39) and deemed polyadenylated if a non-templated run of ≥ 4 consecutive ‘A’ residues was detected. For genes with ≥ 10 poly(A) reads, average tail length was calculated. Differential analysis of tail length between experimental conditions was determined using the *limma* (40) voom statistical pipeline, accounting for depth-associated variation in tail length estimations. Benjamini-Hochberg false discovery rate (*FDR_BH_*) < 0.1 and absolute change in tail length > 10 ‘A’ residues were considered significant.

APA events were identified with the *DEXSeq* (v1.38.0) *R* package (41). Poly(A) reads overlapping known MACE-supported 2–30nt APA sites curated from APADB (v2) (21) were counted using the *dexseq_count.py* script. Counts were then converted into a *DEXSeq* dataset, after which library size factors, dispersions and APA fold changes were estimated. Sites with ≥2 normalised counts across all samples were retained, after which differential APA site usage between control and differentiated cells was determined via likelihood ratio test. Relative expression difference (RED) between the two most abundant APA sites (i.e. proximal and distal) across both conditions was then determined as follows:

\begin{equation*}{\mathrm{RED\ }} = {\mathrm{\ lo}}{{\mathrm{g}}}_2\left( {\frac{{{\mathrm{Differentiate}}{{\mathrm{d}}}_{dist}}}{{{\mathrm{Contro}}{{\mathrm{l}}}_{dist}}}} \right) - \ {\log }_2\left( {\frac{{{\mathrm{Differentiate}}{{\mathrm{d}}}_{prox}}}{{{\mathrm{Contro}}{{\mathrm{l}}}_{prox}}}} \right)\ \end{equation*}

Significant lengthening events required RED > 1, coupled with significantly increased (*FDR_BH_* < 0.1) expression of the distal isoform and/or a significant decrease of the proximal isoform. Conversely, significant shortening events required a RED < –1, with a significant decrease in expression of the distal isoform and/or a significant increase of the proximal isoform. APA events were validated via qPCR utilising primers designed to amplify the entire gene, or the long 3′UTR isoform only (see Supplementary Methods for further details, and Supplementary Table S1 for primer sequences).

### mRNA sequencing, ribosome profiling and small RNA sequencing

mRNA library preparation was conducted using the Illumina TruSeq Stranded mRNA Library Preparation Kit, according to the manufacturer's instructions. Briefly, 1μg of total RNA was subjected to poly(A) selection via oligo-DT beads, heat fragmentation (94°C, 4 min), reverse transcription, adapter ligation and amplification via 15 PCR cycles. Libraries were subjected to 151 cycles of single end sequencing using the Illumina NextSeq500 platform.

Ribosome profiling (Ribo-Seq) was performed via the Illumina TruSeq Ribo Profile Kit (H/M/R), with minor amendments. Translational activity was firstly suspended by incubating cells in warm culture medium supplemented with 0.1mg/ml cycloheximide (CHX) for 1 min. Cells were harvested on ice with 800μl mammalian lysis buffer (containing 0.1mg/ml CHX and 25U Turbo DNase I (ThermoFisher)), and ribosome foot-printing was conducted by adding 150U RNase I (Invitrogen) to 300μl clarified lysate for 45 min. Library preparation was conducted per the manufacturer's instructions, with libraries amplified via 12 PCR cycles and subjected to 101 cycles of single end sequencing via a NovaSeq6000 Instrument.

For small RNA sequencing, libraries were produced from 1μg of total RNA using the Illumina TruSeq Small RNA Library Preparation Kit, according to the manufacturer's instructions. Firstly, adapters were ligated to RNAs, prior to reverse transcription and amplification via 11 PCR cycles. Samples were pooled in equimolar ratios and volumes, and small RNAs between ∼20–33nt were purified via 6% native PAGE. The resultant library was subjected to 76 cycles of single end sequencing using an Illumina NextSeq500. See Supplementary Methods for further details.

### Processing of sequencing data

Raw sequencing files were demultiplexed using *bcl2fastq* (Illumina), lane data for each sample were merged and data quality was assessed with *FastQC* (v0.11.5). Low quality 3′ bases (phred33 score < 28) were trimmed and additional quality control measures were employed via *Cutadapt* (v1.14) (42). For mRNA data, libraries were aligned to the reference genome (hg19, UCSC) with *HISAT2* (v.2.0.2) (43) and reads aligning to features were counted with *HTSeq* (v.0.9.1) (44). For Ribo-Seq libraries, sequences aligning to short, abundant noncoding RNAs were identified and discarded using *Bowtie2* (v2.2.6) (39), prior to genome alignment and read-counting with *Tophat2* (v2.2.1) (45) and *HTSeq*, respectively. All mRNA-based libraries were subjected to post-alignment quality control using the *RSeQC* (v2.6.6) (46) and *Plastid* (v0.5.1) (47) packages.

For small RNA data, libraries were firstly aligned to human precursor and mature tRNAs curated from gtRNAdb (v2.0) (48) using *Bowtie2*, for identification of tRNA-derived small RNAs. Unaligned reads were mapped to the NCBI GRCh38 reference genome using *Bowtie2*. This reference genome assembly was selected to ensure compatibility with the miRBase (release 22) (49) mature miRNA annotation file during read-counting via *HTSeq*. See Supplementary Methods for further details.

### Differential expression analysis

Data normalisation and differential expression were conducted with *edgeR* (v3.8) (50). Raw counts for each sample were merged into a single matrix and normalised to sequencing depth (counts-per-million; CPM). Genes and miRNAs with consistently low counts were then removed by employing a minimum CPM threshold, ensuring genes/miRNAs with < 5 raw counts in the smallest library were excluded. Sample clustering and biological variation were assessed by visually inspecting multidimensional scaling (MDS) and biological coefficient of variation (BCV) plots (Supplementary Figures S1, S2). After calculating normalisation factors (TMM method) and estimating dispersion, differential expression between treated and control samples was determined via pairwise exact test, with *FDR_BH_* < 0.05 and absolute log_2_ fold change (log_2_FC) > 1 considered significant. Differential translational efficiency was determined via *RiboDiff* (v.0.2.1) (51). See Supplementary Methods for further details.

### Gene ontology analysis

Gene ontology enrichment was analysed with the *Toppgene* functional enrichment web suite (52), with *FDR_BH_* < 0.05 considered significant.

## RESULTS

### Sequencing of neuronally differentiated SH-SY5Y cells

To investigate 3′UTR dynamics associated with neuronal differentiation, poly(A)-tail sequencing (PAT-Seq), mRNA sequencing (mRNA-Seq) and ribosome profiling (Ribo-Seq) were conducted on SH-SY5Y cells sequentially treated with all-trans retinoic acid (ATRA) and brain-derived neurotrophic factor (BDNF), and untreated controls (Figure 1A). 

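SH-SY5Y is a human neuroblastoma cell line that takes on neuron-like features under retinoic acid. Cells of passage 9 received 10 µM ATRA for 5 days and then 50 ng/ml BDNF for 7 days in serum-free medium, and were harvested on day 12, whereas control cells stayed in serum and were untreated. PAT-Seq and mRNA-Seq each had 3 control and 3 differentiated libraries. Ribo-Seq had 3 control and 2 differentiated libraries, since the authors excluded the third differentiated replicate. Total RNA for PAT-Seq and mRNA-Seq came from TRIzol extracts, and ribosome footprints came from lysates prepared with cycloheximide. For mRNA-Seq and Ribo-Seq, the authors deposited gene counts as CPM scaled by TMM factors, named CPM here. Every value was a whole multiple of 1 step per library, within 0.1 reads, so read totals could be recovered. Recovered totals for mRNA-Seq were 43462810, 36362128 and 15984032 reads in the control libraries and 56412634, 16703481 and 21764250 reads in the differentiated libraries. For Ribo-Seq they were 3761328, 9917342 and 8983212 reads in controls and 16581193 and 3935420 reads in differentiated cells. These totals cover reads in the genes kept by the authors, whereas the paper gives aligned reads (Supplementary Table S2), and the values printed here use the former. The deposited PAT-Seq table gives, per gene and library, the number of reads with a poly(A) tail of at least 4 untemplated A residues and their mean tail length. Their totals were 4087723, 6311737 and 2467437 reads in controls and 7057547, 8576221 and 3042414 reads in differentiated cells. Changes in CPM were tested with limma on log2(CPM + 0.5) after TMM scaling, at an adjusted p under 0.05 and an absolute log2FC over 1, the thresholds of the paper. Translational efficiency (TE) was the interaction between assay and condition in 1 limma model of the mRNA-Seq and Ribo-Seq libraries. Tail length was tested with limma weighted by the number of poly(A) reads, in genes with at least 10 poly(A) reads in every library, at an adjusted p under 0.1 and a change over 10 A residues. Gene groups were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data, with p adjusted over the groups. Counts of group members that were higher or lower use an adjusted p under 0.05 alone, whatever the size of the change, unless stated.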

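All 11 neuronal marker genes shown in Fig. 1E were higher in differentiated cells at an adjusted p under 0.05 (11 when adjusted over the list alone). Because the study shows these genes as upregulated in the same samples, their count is not independent evidence of the direction. NTRK2 encodes the receptor of BDNF. Its mRNA was at 2.50 ± 0.276 CPM (SD, n = 3) in control cells and 188 ± 9.92 CPM (SD, n = 3) in differentiated cells (log2FC 5.97, SE 0.140, adjusted p = 1.57e-12). RELN, which encodes a secreted protein that guides migrating neurons, rose as well (log2FC 2.38, SE 0.163, adjusted p = 7.48e-08), as did the calcium channel gene CACNA1C, from 16.8 to 44.7 CPM, and the immediate early gene FOS (log2FC 1.23). The markers DCX (log2FC 0.63), DRD2 (log2FC 0.81), DLG4 (log2FC 0.49), MAP2 (log2FC 0.81), MAPT (log2FC 0.86), NCAM1 (log2FC 0.72) and GRIK3 (log2FC 0.98) passed the adjusted p and stayed within the log2FC limit of 1. The median log2FC of the markers was 0.86 (camera adjusted p = 6.07e-07, adjusted p = 0.098 with an estimated correlation). Cell cycle genes moved the other way. Of 28 listed cell cycle and DNA replication genes, 22 were lower and 0 were higher in differentiated cells (0 higher and 23 lower when adjusted over the list alone), with a median log2FC of -0.83 (camera adjusted p = 3.67e-11, adjusted p = 0.098 with an estimated correlation). Of the 22 lower genes, 11 also passed the log2FC limit of 1. CDC20 (log2FC -2.08) and PLK1 (log2FC -1.73), regulators of mitosis, BIRC5 (log2FC -1.54), which encodes survivin, and the cyclin gene CCNB2 (log2FC -1.39) were among them. The paper states that the rise of marker genes goes with the changed morphology and the slower growth of the treated cells.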

Successful neuronal differentiation was confirmed by examining neurite outgrowth, reduced proliferation, and the acquisition of a polar cellular morphology, which was later supported by the observed upregulation of known neuronal marker genes via mRNA-Seq (Figure 1B–E).

The PAT-Seq methodology produced an average of 6.07 × 10^6^ (±2.83 × 10^6^) polyadenylated (≥ 4nt) reads per sample, which preferentially aligned to 3′UTRs, consistent with a library preparation that constrains reads to the last ∼200 bases of the 3′UTR and poly(A) tail (Figure 1F,G, Supplementary Table S2). mRNA-Seq and Ribo-Seq respectively produced an average of 41.73 × 10^6^ (± 21.55 × 10^6^) and 54.20 × 10^6^ (± 40.20 × 10^6^) aligned reads per sample, which predominantly mapped to CDS exons as anticipated (Figure 1F, G, Supplementary Table S2). 

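PAT-Seq reads that fell on listed poly(A) sites lay mostly in 3′UTRs in both conditions. Of the sites in use, 90.7% lie there, so these shares are largely set by the sites listed. Reads away from listed sites are not covered, so the shares do not give the place of all PAT-Seq reads. Sites within annotated 3′UTRs, or within 50 nt of their ends, held 96.2% ± 0.220 (SD, n = 3) of these reads in control cells and 96.5% ± 0.128 (SD, n = 3) in differentiated cells. Sites in introns held 0.616% ± 0.0283 (SD, n = 3) of these reads in control cells and 0.703% ± 0.0257 (SD, n = 3) in differentiated cells. Sites in coding exons held 0.635% ± 0.0806 (SD, n = 3) of these reads in control cells and 0.476% ± 0.0446 (SD, n = 3) in differentiated cells. Places were taken from GENCODE release 44 on GRCh37. The reads counted over poly(A) sites numbered 3167180, 4871488 and 1863173 in control libraries and 5495794, 6542759 and 2250986 in differentiated libraries. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1.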

Across CDS start and stop codons, mRNA-Seq reads exhibited largely uniform read density characteristic of random fragmentation, whereas Ribo-Seq demonstrated strong peaks and troughs indicative of translation initiation and termination, respectively (Figure 1G). For Ribo-Seq libraries, sub-codon phasing additionally revealed an alignment preference for the first reading frame, indicative of ribosomal triplet periodicity (Figure 1H). Finally, comparison of gene-level read-counts revealed strong correlation (*R*^2^ ≥ 0.84) between biological replicates for all three library preparation methods, except for replicate ‘dif3’ in the Ribo-Seq analysis, which was excluded herein (Figure 1I).

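Read counts of replicate libraries shared most of the variance between genes. On the log2 scale, R² between pairs of replicates was 0.975 to 0.993 for control and 0.980 to 0.991 for differentiated mRNA-Seq libraries. For Ribo-Seq it was 0.876 to 0.984 for the control libraries, with control replicate 1 in the lower values, and 0.946 for the 2 differentiated libraries. PAT-Seq read counts gave 0.794 to 0.866 in control and 0.838 to 0.924 in differentiated cells. Mean tail lengths per gene were less alike between replicates than read counts, with R² of 0.240 to 0.348 in control and 0.288 to 0.504 in differentiated cells. The first principal component separated control from differentiated libraries and held 77.1% of the variance in mRNA-Seq and 62.8% in Ribo-Seq. Along the second component of Ribo-Seq, which held 26.7% of the variance, control replicate 1 stood at 65.6 and the other 2 control libraries at -27.8 and -31.5. For tail length the first component held 32.3% of the variance. Replicate 3 stood there at -736 in control and 659 in differentiated cells, and the other libraries between -170 and 162. Along its second component (24.8%), replicate 3 stood at -489 in control and -523 in differentiated cells.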

### Poly(A) tail lengthening during neuronal differentiation

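Mean poly(A) tail length was given for 13179 genes in at least 1 PAT-Seq library and for 12197 genes in all 6 libraries. At least 10 poly(A) reads in every library were found for 10223 genes, which were tested. Their tail lengths carried a spread between replicates that fell as the number of poly(A) reads rose, so each value was weighted by the reads behind it.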

We next analysed changes in mRNA poly(A) tail length across 13021 genes with a detectable poly(A) tail. Across the transcriptome, average poly(A) tail length was significantly increased in differentiated cells (47.34 A residues) relative to controls (43.59 A residues), suggesting neuronal differentiation is associated with global poly(A) lengthening (*P* < 0.0001, Kolmogorov–Smirnov test; Figure 2A). 

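Poly(A) tails were longer on average after differentiation. Over 10223 genes, mean tail length was 44.1 ± 0.431 A residues (SD, n = 3 libraries) in control cells and 47.3 ± 1.2 A residues (SD, n = 3) in differentiated cells, a difference of 3.22 A residues. The control libraries were at 44.0, 44.5 and 43.7 A residues and the differentiated libraries at 47.6, 48.3 and 46.0, so every differentiated library was above every control library. The exact two-sided permutation test over libraries gave p = 0.1, the smallest that 3 libraries against 3 allow. A longer mean tail was seen for 75.7% of the tested genes. Weighted by poly(A) reads, so that abundant mRNAs count more, the difference was 1.65 A residues, and differentiated replicate 3 then lay slightly below control replicate 2 (both 43.8 when rounded). From the longer average tail, the paper proposes that neuronal differentiation goes with a global lengthening of poly(A) tails.

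**Figure D1:**
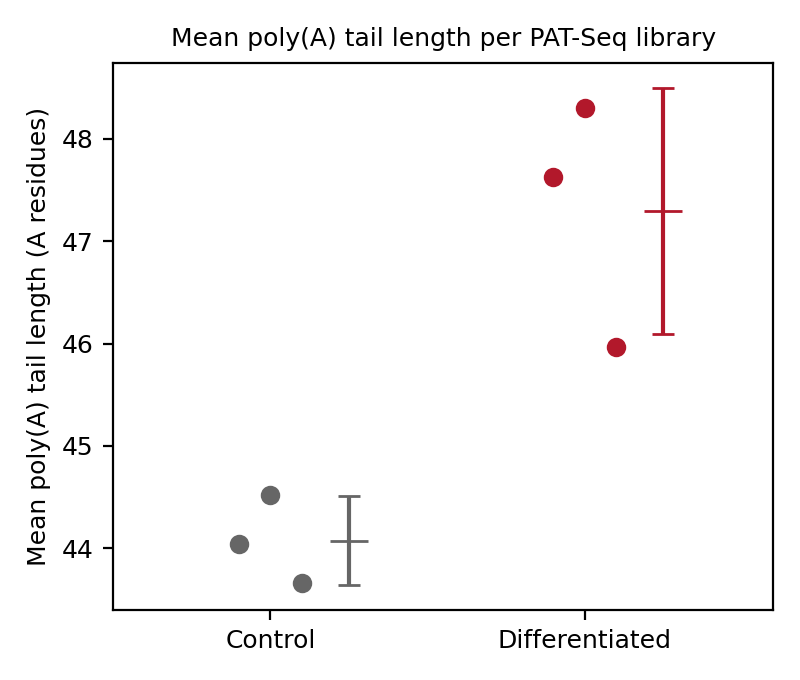
Mean poly(A) tail length in A residues (vertical axis) of each PAT-Seq library (points), with the mean and SD of 3 libraries (dash with bars). The differentiated libraries lie between 46.0 and 48.3, all above the control libraries, and the axis does not start at 0.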

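RAPGEF4 encodes a guanine nucleotide exchange factor activated by cyclic AMP, and its tail was 29.8 ± 14.2 A residues (SD, n = 3) in control and 61.9 ± 16.1 (SD, n = 3) in differentiated cells (fitted gain 31.7, SE 7.52, adjusted p = 0.0608). NLGN4X, which encodes the postsynaptic adhesion protein neuroligin 4, had a tail of 36.6 ± 7.03 A residues (SD, n = 3) in control and 56.5 ± 6.63 (SD, n = 3) in differentiated cells (fitted gain 24.5, adjusted p = 0.071). Other genes with large gains included ANKRD6 (27.6 A residues, adjusted p = 0.0554), UTP20 (27.1 A residues, adjusted p = 0.0448), which encodes a factor of ribosome assembly, SEMA4D (26.7 A residues, adjusted p = 0.037), which encodes a semaphorin that guides axons, and SPTBN4 (23.3 A residues, adjusted p = 0.0393), which encodes a spectrin of the axon initial segment. TMEM126B, which encodes an assembly factor of mitochondrial complex I, was the single gene with a shortened tail, at 65.9 A residues in control and 47.3 in differentiated cells (mean of 3, fitted change -17.7, adjusted p = 0.0725). In all, 93 of 10223 genes passed, of which 92 were lengthened, and all 93 are among the genes that pass the same thresholds on the p-values the authors deposited. Libraries of the 2 conditions did not overlap for 17.4% of tested genes, against 10% by chance. The count was 0 in limma without weights, where 1095 genes had an unadjusted p under 0.05, and 30 with the replicate number as a replicate block. With library medians set equal it was 17, and leaving out 1 library gave 20 to 107 genes, with fewer than 93 without any library except differentiated replicate 3. A split by reads on listed poly(A) sites was chosen after the results were seen. Of 5043 genes with 90 or more such reads per 100 poly(A) reads in both conditions, 22 were lengthened (0.436%). Of 4271 genes with fewer, 66 were lengthened (1.55%).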

Differential analysis of tail length identified 158 significantly altered genes, of which 156 (98.7%) exhibited poly(A) lengthening (Figure 2B & C, Table S3). On average, genes with significantly increased tail length gained ∼18 residues, compared to an average ∼3 residue increase for nonsignificant genes (Figure 2D). 

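Lengthened genes gained 17.6 ± 6.12 A residues (SD over 92 genes) and the other genes 3.37 ± 5.83 (SD over 10130 genes not called), with a median of 3.06 among the latter. In control cells the mean tail of lengthened genes was 36.1 A residues, against 44.1 for the other genes. The gain was taken over these same control values, so calling genes by their gain itself favours a short start. After differentiation their mean was 53.8, against 47.2 for the others. Ribosomal protein mRNAs, among the most abundant of a cell, moved little. RPL8 (listed as RPL8/DL491750) had a fitted change of 2.37 (adjusted p = 0.00423) and RPS19 one of 6.27 (adjusted p = 0.0152), both under the limit of 10 A residues. For RPL8 the change was -1.00 once library medians were set equal. Of 54 ribosomal protein genes with a tail length, 5 had a longer and 1 a shorter tail at an adjusted p under 0.05, whatever the size of the change (12 higher and 2 lower when adjusted over the list alone). In the selection of called genes by size, large gains are favoured, so the mean gain of that group is partly set by the threshold of 10 A residues.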

In view of recent evidence suggesting poly(A) tail length is negatively correlated with gene length in yeast (36,53,54), we analysed whether this was observable in our data, however no strong correlation was observed (Figure 2E). 

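Longer genes had shorter poly(A) tails in both conditions. Across 10223 genes, which are not independent replicates, Pearson's r between log10 gene length and tail length was -0.283 in control and -0.173 in differentiated cells. The change in tail length rose with gene length (r = 0.175). Each of these 3 correlations had a permutation p of 1e-05, the smallest that 100000 permutations of genes can give, and an adjusted p of 1e-05 over 4 tests. Genes with lengthened tails were long genes, with a median length of 124524 nt against 31248 nt for the other genes (Kolmogorov-Smirnov statistic 0.421, permutation p = 1e-05, adjusted p = 1e-05). RAPGEF4 spans 318096 nt by the deposited gene lengths, and the ribosomal protein gene RPS19 spans 12497 nt. Squared, the correlation with control tail length corresponds to 0.0799 of the variance between genes. In control cells, the share of poly(A) reads on listed poly(A) sites also fell with gene length (Spearman's rho -0.381 across 9314 genes).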

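Neuronal genes were present among the lengthened tails in small numbers. NLGN4X was 1 of 13 postsynaptic scaffold and receptor genes tested and SPTBN4 1 of 21 neurite and axon cytoskeleton genes. Among 26 cell cycle and DNA replication genes, 1 was lengthened, namely TPX2 (12.6 A residues, adjusted p = 0.0671), which encodes a spindle protein. Against the background of 9039 tested genes that mRNA-Seq also measured, the two-sided Fisher's exact test gave p = 0.117 for postsynaptic and 0.182 for axon genes, each with an adjusted p of 1 over 24 lists. These short lists, fixed before the data were examined, stand in for gene ontology terms, whose annotation was not used here. With 0.124 postsynaptic and 0.200 axon genes expected by chance, they are too short to show a modest enrichment. With camera on tail length, 0 lists passed (1 had an unadjusted p under 0.05, and 0 with an estimated correlation).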

Finally, gene ontology (GO) analysis revealed genes with significantly increased tail length were predominantly associated with terms relating to neuronal differentiation, including *neurogenesis*, *generation of neurons*, *neuron differentiation* and *neuron development* (Figure 2F, Supplementary Table S4).

**Figure 2.**
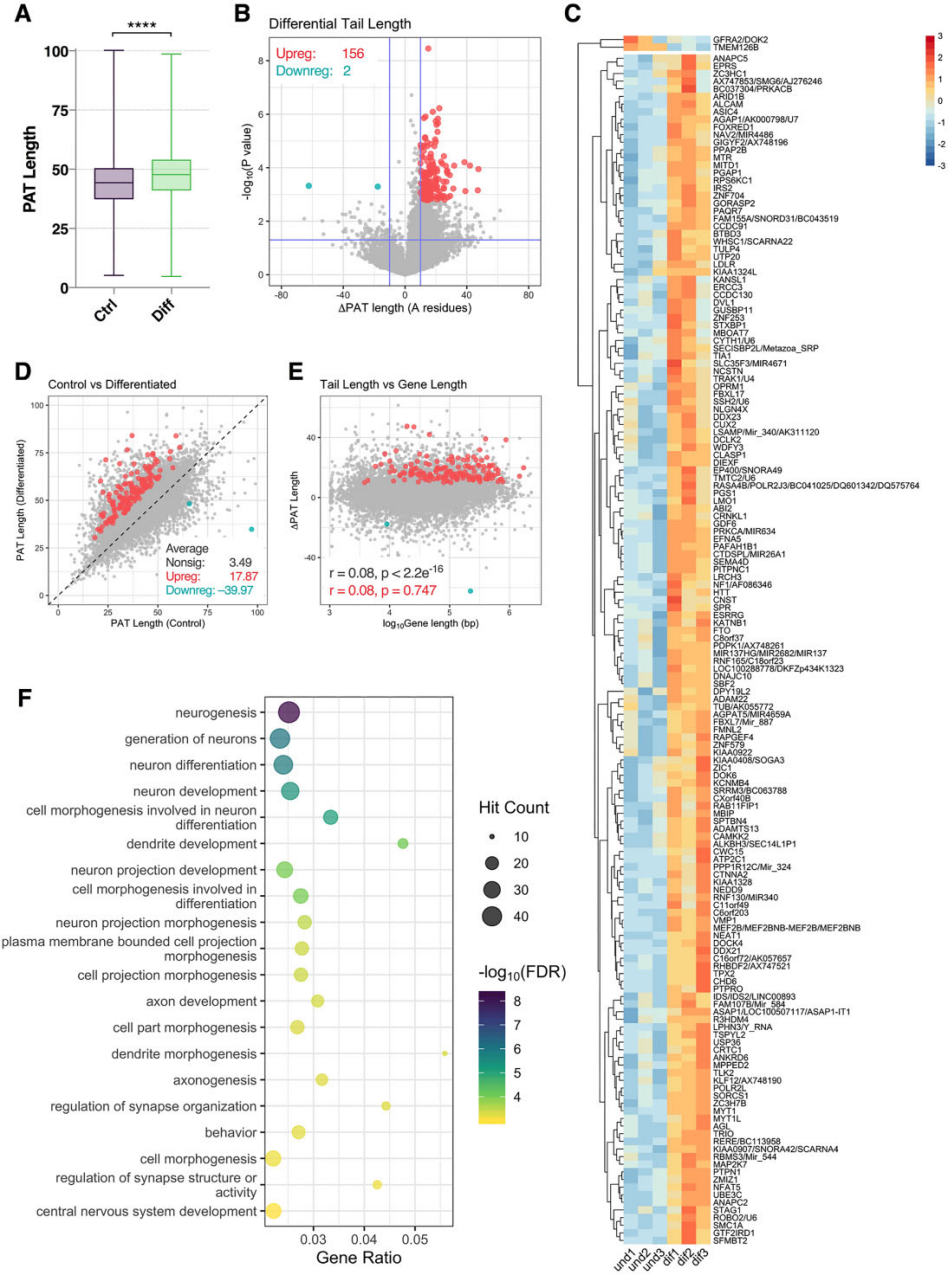
Extension of mRNA poly(A) tails during neuronal differentiation. (**A**) Distribution of poly(A) tail lengths in control and differentiated cells. Groups were compared via Kolmogorov–Smirnov test (****P < 0.0001). (**B**) Volcano plot depicting gene-wise changes in poly(A) tail length versus –log_10_*P*-value. Genes with significantly increased or decreased tail length are marked in red and blue, respectively, with Benjamini–Hochberg *FDR* <0.1 and absolute change in tail length >10 A residues considered significant. Horizontal blue line represents nominal *P* < 0.05. (**C**) Heat map showing poly(A) tail length for all significant genes. Each cell corresponds to the sample-level standard deviation relative to the row mean. Red = high tail length, blue = low tail length. (**D**) Scatter plot comparing average tail length in control and differentiated cells, noting this sequenced tail length approximates the actual poly(A) tail length distributions. Diagonal line represents tail length parity. (**E**) Comparison of log_10_ gene length and change in poly(A) tail length. Pearson's correlation coefficient and associated *P*-values shown for genes with no significant change in tail length (grey) and increased tail length (red). (**F**) Bubble plot showing top 20 significantly enriched gene ontology terms for genes with significantly increased poly(A) tail length.

To explore the functional significance of polyadenylation during neuronal differentiation, we examined cellular properties after 5 days of ATRA treatment in the presence of cordycepin (CDY), an adenosine derivative known to prematurely terminate polyadenylation (55,56). A truncated differentiation paradigm was employed to capture changes during, rather than after, this phenotypic transition. Across three sub-IC_50_ (57) CDY concentrations (5μM, 10μM and 20μM), limited differences in gross cellular morphology were observed relative to cells treated with ATRA only (Supplementary Figure S3A). Furthermore, qPCR (See Supplementary Methods for further details) of six neuronal marker genes (*FOS*, *NGFR*, *SYN2*, *GRIK3*, *GRIA4* and *HOMER2*) revealed minimal changes after CDY treatment, except for *FOS* (log_2_FC = 0.486, *FDR* = 0.047) and *NGFR* (log_2_FC = 0.556, *FDR* = 0.047), which were upregulated in the 5μM CDY group relative to controls (Supplementary Figure S3B). Collectively, these results suggest that while poly(A) tail lengthening during neuronal differentiation predominantly affects genes associated with this phenotypic transition, pharmacological inhibition of polyadenylation appears to exert minimal impacts on neuronal differentiation.

### Increased poly(A) tail length is associated with enhanced mRNA expression

We next explored interplay between poly(A) tail length, mRNA expression and translation during neuronal differentiation. 

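Among synaptic and ion channel genes, more mRNAs were higher than lower after differentiation, though no such list passed camera with an estimated correlation. Of 24 presynaptic genes, 14 were higher and 0 lower in mRNA-Seq (14 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.000229, adjusted p = 0.167 with an estimated correlation), among them SYN2 (log2FC 1.77), SV2C (log2FC 1.91) and NRXN3 (log2FC 2.70). Of the 14, 6 also passed the log2FC limit of 1. Among 26 postsynaptic genes, 17 were higher and 2 lower (18 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.000447, adjusted p = 0.23 with an estimated correlation), with DLG2 (log2FC 2.23) and GRIK2 (log2FC 1.58) as examples. With the log2FC limit of 1, 4 postsynaptic genes were higher and 0 lower. Voltage-gated ion channel genes rose in 15 of 20 cases and fell in 2 (15 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.000164, adjusted p = 0.162 with an estimated correlation), as for CACNA1E (log2FC 2.08) and KCNQ3 (log2FC 1.76). Past the log2FC limit of 1 as well, 7 ion channel genes were higher and 0 lower. The neurite and axon cytoskeleton genes went both ways in mRNA-Seq, 8 higher and 7 lower of 26 (8 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.619), with DPYSL3 (log2FC 1.64) and NEFH (log2FC -1.03) at either side. Enzymes that clear retinoic acid were switched on. CYP26A1 was at 0.0160 CPM in control and 16.8 ± 3.65 CPM (SD, n = 3) in differentiated cells, and CYP26B1 (log2FC 4.68), DHRS3 (log2FC 3.42) and the receptor gene RARB (log2FC 2.69) rose with it. Of 14 retinoic acid response genes, 7 were higher and 3 lower (7 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0114, adjusted p = 0.61 with an estimated correlation), and the list no longer passed without control replicate 3 (adjusted p = 0.0529) or differentiated replicate 2 (adjusted p = 0.0582). Large falls were those of the imprinted RNA H19, at 4826 ± 121 CPM (SD, n = 3) in control cells and 148 ± 82.2 CPM (SD, n = 3) in differentiated cells (log2FC -5.16, SE 0.254, adjusted p = 3.05e-09), the proneural factor gene NEUROG2 (log2FC -5.10) and the imprinted growth factor genes IGF2 (log2FC -4.99) and DLK1 (log2FC -4.03). Large rises also included HS3ST2 (log2FC 5.02), which encodes a heparan sulfate sulfotransferase, and FGF1 (log2FC 4.36), whereas ID1 (log2FC -3.50), an inhibitor of neurogenic transcription factors, fell. In all, 1454 of 15269 genes passed the thresholds in mRNA-Seq, 841 higher and 613 lower, and libraries did not overlap for 52.4% of genes, against 10% by chance. The mRNA-Seq count was 871 with a pseudocount of 2 and 927 with a mean CPM of at least 5. It rose with a pseudocount of 0.1, which added 530 genes and lost 0.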

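In ribosome footprints, which mark translated mRNAs, more presynaptic and axon genes were higher than lower, though neither list passed camera with an estimated correlation. Presynaptic genes were higher in 15 of 24 cases and lower in 2 (16 higher and 2 lower when adjusted over the list alone, camera adjusted p = 8.68e-06, adjusted p = 0.241 with an estimated correlation), with SYN2 (log2FC 3.02) and SYT1 (log2FC 1.65) among them. Neurite and axon cytoskeleton genes were higher in 19 of 25 cases and lower in 0 (20 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.21e-10, adjusted p = 0.12 with an estimated correlation), with MAP1B (log2FC 2.19) and ANK2 (log2FC 2.51) as examples. The collapsin response gene DPYSL3 was at 104 ± 37.8 CPM (SD, n = 3) in control cells and 2521 ± 265 CPM (SD, n = 2) in differentiated cells (log2FC 4.67, SE 0.313, adjusted p = 0.000231), and NPY, which encodes neuropeptide Y, was at 35.2 ± 14.0 CPM (SD, n = 3) in control cells and 785 ± 113 CPM (SD, n = 2) in differentiated cells (log2FC 4.55, SE 0.345, adjusted p = 0.000322). Postsynaptic genes did not move one way, with 4 higher and 5 lower of 24 (4 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.924), for example DLG2 (log2FC 3.53) and SHANK1 (log2FC -1.16). Ion channel genes were likewise split, 5 higher and 2 lower of 19 (6 higher and 3 lower when adjusted over the list alone), with SCN9A (log2FC 3.15) and KCNC1 (log2FC -2.15). Cell cycle genes fell in 20 of 28 cases and rose in 0 (0 higher and 23 lower when adjusted over the list alone, camera adjusted p = 2.37e-11, adjusted p = 0.241 with an estimated correlation), as for PLK1 (log2FC -1.95) and E2F1 (log2FC -2.16). Retinoic acid response genes were higher in 8 of 12 cases and lower in 2 (8 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.00523, adjusted p = 0.366 with an estimated correlation), with RARB (log2FC 3.17) and CRABP2 (log2FC 3.76). Footprints of the neurotrophin receptor gene NTRK2 (log2FC 4.96), of FGF1 (log2FC 4.47) and of the proteoglycan gene VCAN (log2FC 4.43) also rose, and those of CACNA1G (log2FC -3.45), IGF2 (log2FC -3.30) and the laminin gene LAMA1 (log2FC -3.17) fell. RELN footprints were at 7974 ± 3639 CPM (SD, n = 3) in control cells and 892 ± 371 CPM (SD, n = 2) in differentiated cells (log2FC -3.12, SE 0.390, adjusted p = 0.00168). In all, 2381 of 13825 genes passed, 1152 higher and 1229 lower, and libraries did not overlap for 55.9% of genes, against 20% by chance for 3 libraries against 2. The count was 526 without differentiated replicate 1, 796 without differentiated replicate 2 and 3739 without control replicate 1, the library that stood apart along the second component.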

A total of 2134 differentially expressed and 2972 differentially translated genes were identified via mRNA-Seq and Ribo-Seq, respectively, with consistent enrichment of GO terms related to neuronal differentiation amongst upregulated genes in both datasets (Figure 3A, B, Supplementary Table S5-S8). 

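Gene expression counted from PAT-Seq moved with mRNA-Seq. Across 885 genes changed in mRNA-Seq and tested in PAT-Seq, Pearson's r was 0.879 and r² was 0.772 (permutation p = 1e-05, the smallest that 100000 permutations can give, in a family of 1 test). The correlation is across genes, which are not independent replicates. The imprinted genes fell in both, with a PAT-Seq log2FC of -4.63 for H19 (listed as AK311497/H19/MIR675), -6.32 for IGF2 (listed as INS-IGF2/IGF2/MIR483/INS) and -3.82 for DLK1. CDC20 (log2FC -2.17) and BIRC5 (log2FC -1.53) fell as well. Rises were those of FGF1 (listed as FGF1/SNORA36, log2FC 4.32), NTRK2 (log2FC 4.18, SE 0.413, adjusted p = 8.5e-06), DHRS3 (log2FC 3.78), TRIL (log2FC 3.52) and TSPAN2 (log2FC 3.51). By edgeR's quasi-likelihood test on the poly(A) reads, 538 of 12732 genes changed, 286 higher and 252 lower, at an adjusted p under 0.05 and an absolute log2FC over 1.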

The 2134 differentially expressed genes were validated by comparison with differential mRNA expression derived from the PAT-Seq data, which revealed strong correlation (*R*^2^ = 0.67, *P* < 2.2e^−16^) despite the expected differences in gene coverage (Supplementary Figure S4). Direct comparison of mRNA-Seq and Ribo-Seq log_2_FC values revealed positive correlation between changes in mRNA expression and translation for all differentially regulated genes (Pearson's *r* = 0.45, *P* < 2.2e^−16^_,_ Figure 3C). 

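Genes that changed at both levels mostly moved the same way. Of the genes measured by both assays, 266 were higher in both and 207 lower in both, while 18 were higher in mRNA-Seq and lower in Ribo-Seq and 11 the reverse. RELN was among those that parted, with its mRNA higher and its footprints lower. NTRK2, FGF1 and RARB rose in both, and IGF2 and PLK1 fell in both. A further 373 genes were higher and 299 lower in mRNA-Seq alone, and 866 were higher and 905 lower in Ribo-Seq alone, where a gene that passed in 1 assay was not shown to differ between them. Across the 2945 genes changed in either assay, Pearson's r between the log2FC values was 0.509 (permutation p = 1e-05), and across the 10297 other genes it was 0.124 (permutation p = 1e-05). Both adjusted p values were 1e-05 over 2 tests, the smallest that 100000 permutations can give, and genes are not independent replicates. Reads of an mRNA enter no footprint count, so the correlation does not arise from shared reads.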

A further 2712 genes with significantly altered translational efficiency (TE) were also identified, which were enriched for a broad range of GO terms (Figure 3D, Supplementary Tables S9, S10).

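Cholesterol genes had more footprints relative to their mRNA after differentiation, and separate cultures for the 2 assays stay open as a source. All 21 measured genes of cholesterol synthesis and uptake had a higher TE (21 higher and 0 lower when adjusted over the list alone, median log2 change 2.07, camera adjusted p = 3.95e-19, adjusted p = 0.00283 with an estimated correlation), among them HMGCS1 (log2 change 3.13) and FDFT1 (log2 change 2.44). Neurite and axon cytoskeleton genes had a higher TE in 19 of 25 cases and a lower one in 0 (20 higher and 0 lower when adjusted over the list alone, median 0.97, camera adjusted p = 5.98e-10, adjusted p = 0.02 with an estimated correlation). GAP43, a growth cone protein gene (log2 change 3.58), DPYSL3 (log2 change 3.02), TUBB2A (log2 change 2.26) and NEFL (log2 change 1.84) were examples. Ribosomal protein genes had a lower TE in 34 of 76 cases and a higher one in 0 (0 higher and 40 lower when adjusted over the list alone, median -0.60, camera adjusted p = 2.77e-11, adjusted p = 0.37 with an estimated correlation), as for RPL12 (log2 change -1.81) and RPLP2 (log2 change -1.29). Of the 34, 20 also passed the limit of 1 on the log2 change. Elongation factors and other mRNAs with 5′ terminal oligopyrimidine tracts were lower in 5 of 16 cases and higher in 0 (0 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.0104, adjusted p = 0.37 with an estimated correlation), among them EEF2 (log2 change -1.38), EIF4B (log2 change -1.19) and PABPC1 (log2 change -1.64). They no longer passed without control replicate 1 (adjusted p = 0.0564) or differentiated replicate 1 (adjusted p = 0.0811). Postsynaptic genes were lower in 6 of 24 cases and higher in 2 (2 higher and 6 lower when adjusted over the list alone, median -0.57, camera adjusted p = 0.0374, adjusted p = 0.37 with an estimated correlation), with SHANK3 (log2 change -1.74), GRIN1 (log2 change -1.70) and GRIK3 (log2 change -2.19). They no longer passed without control replicate 1 (adjusted p = 0.093) or differentiated replicate 1 (adjusted p = 0.118). Ion channel genes did not pass as a group, 2 higher and 7 lower of 19 (3 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.0982), with KCNC4 (log2 change -2.57) as an example. NPY had the largest rise among the genes considered for naming, from a log2 TE of 1.13 to 7.82 (log2 change 6.69, SE 0.443, adjusted p = 2.55e-06), and RELN the largest fall, from 10.23 to 4.73 (log2 change -5.50, SE 0.428, adjusted p = 9.83e-06). Control cells had 7974 CPM of RELN footprints over 5.78 CPM of mRNA, an extreme ratio whose source was not tested. SGK1 (log2 change 4.86), STARD4 (log2 change 3.58) and LGALS1 (log2 change 3.16) rose, and CNTNAP4 (log2 change -4.10), ATXN7 (log2 change -3.54) and ADARB2 (log2 change -3.11) fell. In all, 2504 of 13242 genes passed, 1210 higher and 1294 lower.

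**Figure D2:**
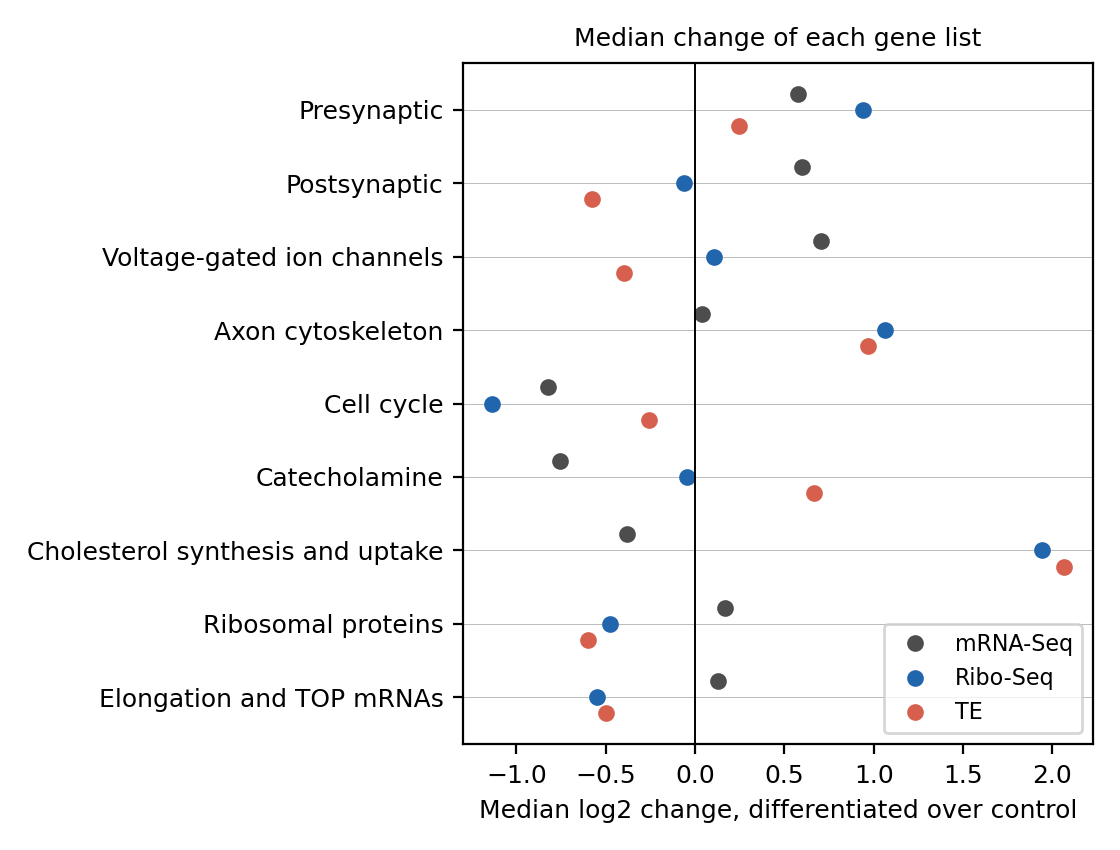
Median log2 change of differentiated over control cells (horizontal axis) for 9 gene groups, in mRNA-Seq (grey), Ribo-Seq (blue) and TE (red). Points are medians over measured members, without their spread, and cholesterol genes lie at -0.38 in mRNA-Seq and 2.07 in TE.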

**Figure 3.**
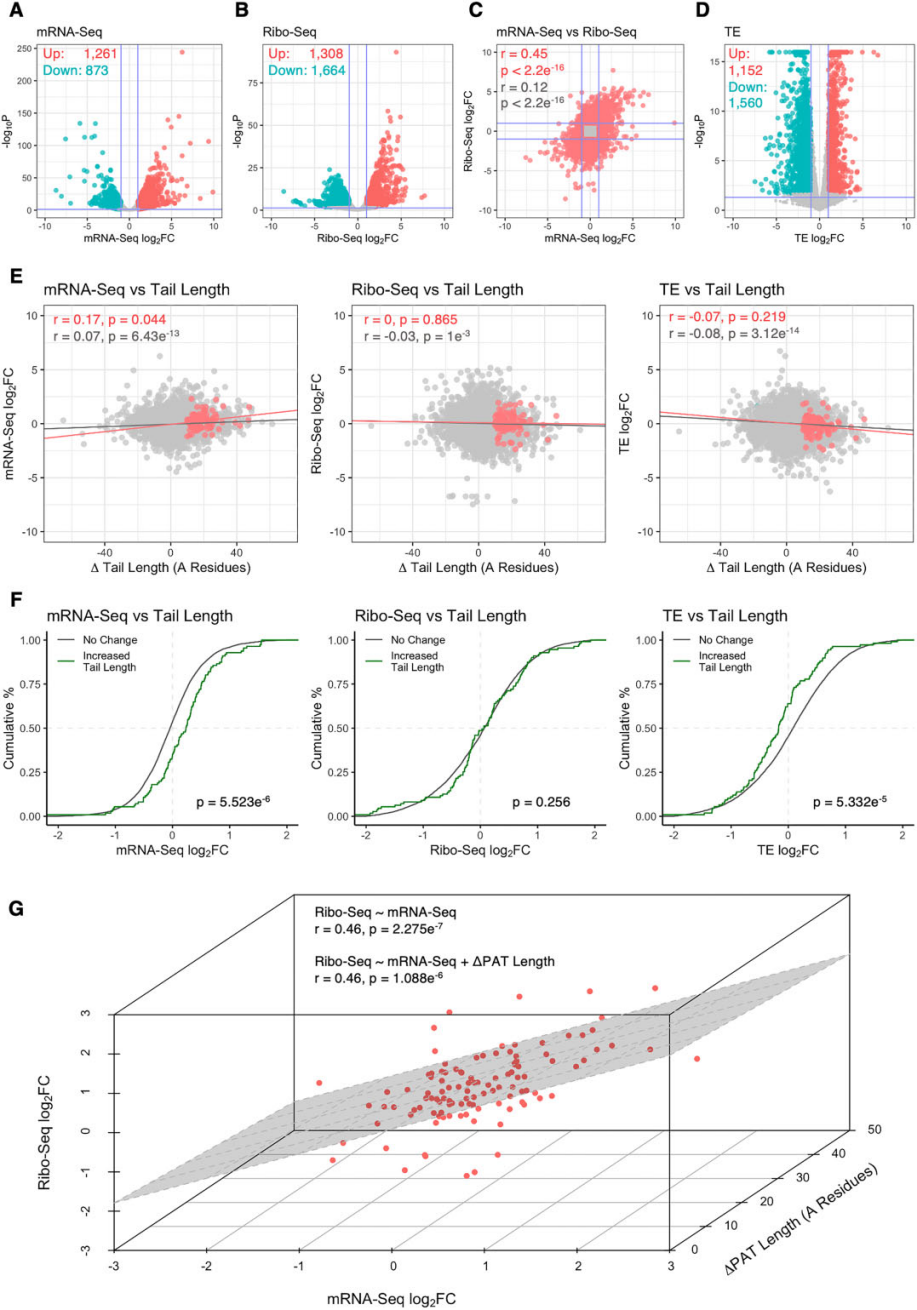
Interplay between poly(A) tail length, mRNA expression and translation. (**A**, **B**) Volcano plots comparing gene-level log_2_FC versus –log_10_*P* value for (A) mRNA-Seq and (B) Ribo-Seq libraries. Genes with significantly increased or decreased expression/translation are marked in red and blue, respectively, with Benjamini-Hochberg *FDR* < 0.05 and absolute log_2_FC > 1 considered significant. Horizontal blue line represents nominal *P* < 0.05. (**C**) Comparison of mRNA-Seq and Ribo-Seq log_2_FC values. Red = genes with significantly altered mRNA expression and/or translation, grey = all other genes. Pearson correlation coefficients and associated *P* values are reported top left. (**D**) As in (A, B), except depicting changes in translational efficiency. (**E**) Scatter plots comparing changes in tail length with mRNA expression, translation and translational efficiency. Genes with significantly increased tail length are marked in red. Pearson correlation coefficients and associated *P* values are reported top left. (**F**) Cumulative distribution of mRNA-Seq, Ribo-Seq and translational efficiency log_2_FC for genes with increased tail length (green) or no significant change (grey). Groups were compared via Kolmogorov–Smirnov test, with associated *P* values reported bottom right. (**G**) Three-dimensional scatter plot comparing changes in mRNA expression, translation and poly(A) tail length for genes with significantly increased tail length. Results for two linear models examining the effect of poly(A) tail length on the relationship between mRNA expression and translation are shown top left.

For genes with significantly increased tail length, positive correlation was identified between poly(A) tail length and mRNA expression (*r*_mRNA_ = 0.17, *P* = 0.044), whereas translation and translational efficiency were not associated (*r*_RFP_ ≈ 0, *P* = 0.865, *r*_TE_ = –0.07, *P* = 0.219; Figure 3E). Similarly, a cumulative distribution analysis revealed genes with increased poly(A) tail length exhibited increased steady-state mRNA expression, versus genes without significant tail length shifts (Δlog_2_FC = 0.293, *P* = 5.523e^−6^, Kolmogorov–Smirnov test; Figure 3F). These same genes also exhibited a significant decrease in translational efficiency (Δlog_2_FC = –0.244, *P* = 5.332e^−5^; Figure 3F). In addition, linear models examining translational status as a function of mRNA expression amongst genes with increased tail length were not improved upon inclusion of poly(A) tail length as a covariate (*P* = 0.371, ANOVA; Figure 3G). 

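Among genes with lengthened tails, those that gained more A residues tended to rise more in mRNA-Seq. Across 86 such genes, Pearson's r was 0.291 (permutation p = 0.00686, adjusted p = 0.0137). RAPGEF4, ANKRD6 and PGAP1 are examples, with gains of 31.7, 27.6 and 25.1 A residues and mRNA log2FC values of 1.58, 2.18 and 1.26. With Ribo-Seq log2FC, r was 0.114 across 85 genes (permutation p = 0.301, adjusted p = 0.452), and with the TE change it was -0.0737 (permutation p = 0.504, adjusted p = 0.605). Across the other genes, r was 0.100 with mRNA-Seq and -0.0721 with TE (permutation p = 1e-05 and adjusted p = 3e-05 for both), and -0.00152 with Ribo-Seq (adjusted p = 0.885). These 6 correlations are across genes, which are not independent replicates. The relation with mRNA-Seq did not pass as Spearman's rho (0.178, adjusted p = 0.199), nor in genes with at least 50 poly(A) reads in every library (r = 0.135, adjusted p = 0.189). In the latter genes, r with TE was -0.183 (permutation p = 0.0364, adjusted p = 0.0728).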

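Messenger RNAs with lengthened tails rose relative to other mRNAs during differentiation. Their mean log2FC in mRNA-Seq was 0.32 across 86 genes, against -0.05 across 8952 other genes, a difference of 0.37 (SE 0.0671). The Kolmogorov-Smirnov statistic was 0.287 (permutation p = 1e-05, the smallest that 100000 permutations can give, and adjusted p = 1.5e-05 over 3 tests). In Ribo-Seq the difference was -0.01 (SE 0.0839, permutation p = 0.897 for the means, and p = 0.436, adjusted p = 0.436 for the Kolmogorov-Smirnov statistic). Genes such as ANKRD6 (log2FC 2.18) and GDF6 (log2FC 1.43, named after its values were seen) rose among the lengthened genes. Against other genes of the same length, a comparison chosen after the data were seen, the difference was 0.16 (SE 0.0699, permutation p = 0.0218 for the means, not adjusted). The Kolmogorov-Smirnov statistic did not pass there (permutation p = 0.0701, adjusted p = 0.105). Among lengthened genes, 22 had 90 or more reads on listed poly(A) sites per 100 poly(A) reads in both conditions, and 66 did not. No relation of lengthened tails to mRNA, footprints or TE was repeated in the 22 alone. Poly(A) reads away from listed sites thus stay open as a source of these relations too.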

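Relative to their mRNA, genes with lengthened tails had fewer footprints. The change in TE is the change in footprints less that in mRNA. Footprints differed between lengthened and other genes by -0.01 and mRNA by 0.37 on the log2 scale. The lower TE thus follows from the mRNA difference and is not separate evidence. Mean log2 change in TE was -0.26 across 85 lengthened genes and 0.11 across 8857 others, a difference of -0.37 (SE 0.0729). The Kolmogorov-Smirnov statistic was 0.278 (permutation p = 1e-05, adjusted p = 1.5e-05, genes not being independent replicates). Against genes of the same length, chosen as a comparison after the data were seen, the difference was -0.25 (SE 0.0778, permutation p = 0.00738 for the means, not adjusted, and adjusted p = 0.00399 for the Kolmogorov-Smirnov statistic).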

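Tail length added no term that passed to mRNA change in describing the change in footprints. In a linear model of Ribo-Seq log2FC across 85 genes with lengthened tails, with mRNA-Seq log2FC as the first term, each further A residue gained changed the fitted log2FC by -0.00164 (SE 0.0151, permutation p = 0.914). The model is across genes, which are not independent replicates, and was 1 test in its family. On ranks, the tail term was 0.0362 (permutation p = 0.7). In genes with at least 50 poly(A) reads in every library it was -0.0395 across 129 genes (SE 0.0219, permutation p = 0.0732).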

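Of 86 genes with a lengthened tail that mRNA-Seq measured, 36 also had higher mRNA at an adjusted p under 0.05, or 41.9% against 17.4% of the other genes (odds ratio 3.42, two-sided Fisher's exact test, p = 1.66e-07). Lower mRNA was found for 11 of them, or 12.8% against 24.4% (odds ratio 0.453, p = 0.0111 by the same exact test). NLGN4X was the member of the postsynaptic list among them, with an mRNA log2FC of 0.38 (adjusted p = 0.0382). RAPGEF4, ANKRD6 and SFMBT2, which encodes a Polycomb group protein, showed both changes, and SFMBT2 had an mRNA log2FC of 0.84 with a tail gain of 27.0 A residues. The background was the 9039 genes tested for tail length and measured by mRNA-Seq. The paper links longer tails to higher mRNA expression.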

Finally, GO analysis was conducted for 45 genes with significantly upregulated tail length and statistically elevated mRNA expression (*FDR*_*BH*_ < 0.05, log_2_FC > 0), revealing enrichment of key cellular component terms including *integral/intrinsic component of synaptic/postsynaptic membrane*, *synapse* and *dendritic spine* (Supplementary Table S11).

### Interplay between poly(A) tail dynamics and microRNA expression

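Small RNA was sequenced from 3 control and 3 differentiated samples of SH-SY5Y cells under the same treatment. The authors removed reads on tRNAs, aligned the rest to GRCh38, counted mature miRNAs and deposited them as CPM scaled by TMM factors, for 282 miRNAs. Recovered totals were 9498789, 11478162 and 6930524 reads in control libraries and 426939, 3904946 and 14713701 reads in differentiated libraries, so differentiated replicate 1 was the shallowest. The TMM factors implied by the deposited values ran from 0.586 to 1.79, which is wide, and they set where 0 lies for every miRNA. Scaling by library totals in their place, an alternative chosen after the data were seen, moved the median log2FC of all miRNAs by -0.52. Replicates gave R² of 0.959 to 0.983 in control and 0.787 to 0.858 in differentiated cells. MiRNAs were tested with limma as for mRNA-Seq, at an adjusted p under 0.05 and an absolute log2FC over 1.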

miRNA expression during neuronal differentiation was next examined to explore miRNA-associated poly(A) tail modulation (14–16). 

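Some miRNAs known from neurons rose during differentiation and those of the imprinted DLK1-DIO3 cluster fell. MiR-132-5p, which is induced by neuronal activity, was at 23.4 ± 3.15 CPM (SD, n = 3) in control cells and 293 ± 60.5 CPM (SD, n = 3) in differentiated cells (log2FC 3.60, or 3.08 by library totals, SE 0.389, adjusted p = 0.000587). MiR-212-5p, from the same primary transcript, was at 83.8 ± 21.7 CPM (SD, n = 3) in control cells and 886 ± 927 CPM (SD, n = 3) in differentiated cells (log2FC 2.89, or 2.37 by library totals, adjusted p = 0.0132). Of 9 neuron-enriched miRNAs, 7 were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone, median log2FC 2.16, camera adjusted p = 0.000332, adjusted p = 0.0515 with an estimated correlation). By library totals 2 of the 9 were higher, with a median of 1.64. For example, miR-128-3p (log2FC 2.01) was no longer past the threshold by library totals (1.49, adjusted p = 0.164), and neither was miR-125a-5p (2.37 against 1.85, adjusted p = 0.0672). In the let-7 family, which is associated with differentiated cells, 5 of 9 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00204, adjusted p = 0.373 with an estimated correlation), as for let-7c-5p (log2FC 2.81, or 2.28 by library totals) and let-7e-5p (log2FC 2.72, or 2.20 by library totals), the 2 members still higher by library totals (median 1.49). The DLK1-DIO3 cluster on 14q32 had 9 of 11 miRNAs lower and 0 higher (0 higher and 9 lower when adjusted over the list alone, median -2.55, camera adjusted p = 0.000106, adjusted p = 0.0515 with an estimated correlation), with miR-889-3p (log2FC -4.71, or -5.09 by library totals), miR-410-3p (log2FC -3.09, or -3.55 by library totals) and miR-758-3p (log2FC -2.85, or -3.35 by library totals). MiRNAs of the miR-17-92 cluster and its paralogs, which act in proliferating cells, were lower in 3 of 12 cases and higher in 0 (0 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00764, adjusted p = 0.373 with an estimated correlation), as for miR-18a-5p (log2FC -2.48, or -3.01 by library totals) and miR-19a-3p (log2FC -2.27, or -2.79 by library totals). In the cluster of miR-424, miR-503, miR-542 and miR-450, 3 of 4 were lower and 0 higher (0 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0299, adjusted p = 0.184 with an estimated correlation), with miR-450b-5p (log2FC -3.74, or -4.26 by library totals) among them. It no longer passed without differentiated replicate 1 (adjusted p = 0.0733). Further large changes were those of miR-218-1-3p (log2FC 5.31, or 4.81 by library totals), miR-1224-5p (log2FC 3.87, or 3.37 by library totals), miR-328-3p (log2FC 3.79, or 3.28 by library totals), miR-423-5p (log2FC 3.44, or 2.91 by library totals) and miR-214-3p (log2FC 2.59, or 2.06 by library totals) upward, and of miR-483-3p (log2FC -5.32, or -5.52 by library totals), miR-483-5p (log2FC -3.26, or -3.67 by library totals), hosted by the IGF2 gene, miR-582-3p (log2FC -3.97, or -4.22 by library totals) and miR-340-5p (log2FC -1.98, or -2.51 by library totals) downward. In all, 87 of 282 miRNAs passed, 43 higher and 44 lower, against 50 by library totals, 9 higher and 41 lower, and libraries did not overlap for 51.1% of miRNAs, against 10% by chance. Without control replicate 1, 2 or 3 the count was 45, 26 and 20.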

In total, 110 differentially expressed mature miRNAs were identified via small RNA sequencing, including upregulation of miRNAs previously associated with neuronal differentiation such as miR-132–5p and miR-212–5p (58) (Figure 4A; Supplementary Table S12). Five miRNAs selected for validation via qPCR (miR-483–3p, miR-218–1-3p, miR-132–5p, miR-328–3p and miR-212–5p) exhibited directionally consistent differential expression, noting that all miRNAs were statistically significant (*FDR* < 0.05), except for miR-328–3p, which trended towards differential expression (*FDR* = 0.079, Figure 4B).

**Figure 4.**
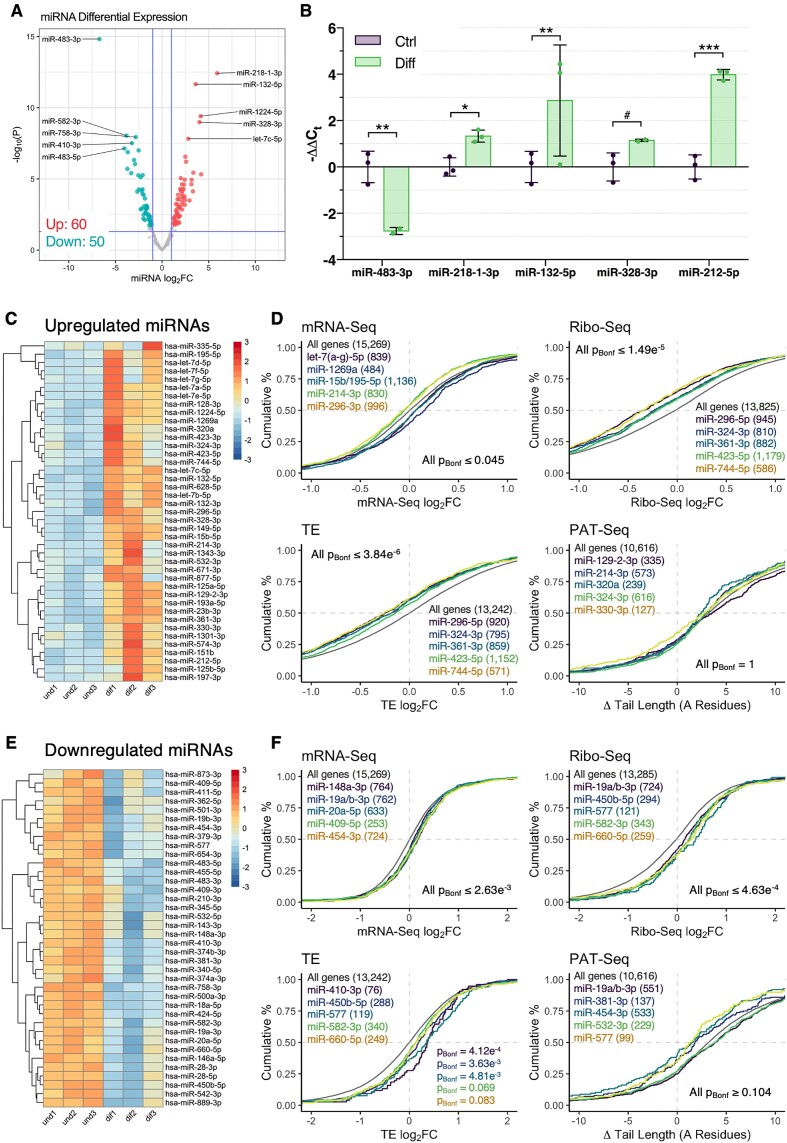
Differentiation-associated microRNAs are predominantly associated with changes in mRNA abundance and translation. (**A**) Volcano plot comparing log_2_FC and –log_10_*P* values of mature miRNAs differentially expressed during neuronal differentiation. MiRNAs with significantly increased or decreased expression are marked in red and blue, respectively, with Benjamini-Hochberg *FDR* < 0.05 and absolute miRNA log_2_FC > 1 considered significant. Horizontal blue line represents nominal *P* < 0.05. (**B**) Validation of five miRNAs via qPCR. ΔCt values between groups were compared via Student's *t*-test, with post-hoc correction for multiple testing via Benjamini, Krieger and Yekutieli method (^#^*FDR* < 0.1, *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001). Data presented as mean -ΔΔC_t_ ± SD. (**C**) Heat map depicting expression of 41 significantly upregulated and confidently annotated miRNAs. Each cell corresponds to the sample-level log_2_CPM standard deviation relative to the row mean. Red = high expression, blue = low expression. (**D**) Cumulative distribution of mRNA expression, translation, translational efficiency and poly(A) tail length for genes targeted by upregulated miRNAs. For each miRNA, target genes were compared to non-targets via Kolmogorov–Smirnov test, with Bonferroni-corrected *P* values and number of genes per group reported. Results for the top 5 miRNAs (ranked by *P*_*Bonf*_) are depicted. Grey line depicts the transcriptome for reference. (**E**) As in (C), except depicting the 38 downregulated and confidently annotated miRNAs. (**F**) As in (D), except analysing targets of downregulated miRNAs.

The behaviour of mRNAs targeted by differentially expressed miRNAs was explored using *in silico* miRNA–mRNA predictions from TargetScan v7.2 (59), excluding 31 miRNAs deemed potentially misannotated by the TargetScan database, as well as low confidence mRNA–miRNA pairings with cumulative weighted context++ score > –0.2. Genes targeted by upregulated miRNAs exhibited decreased translation and translational efficiency, however no consistent changes in mRNA expression nor poly(A) tail length survived correction for multiple testing (Figure 4C, D, top 5 most significant miRNA target gene profiles shown). Similarly, genes targeted by downregulated miRNAs displayed increased mRNA expression, translation and translational efficiency, but no significant alteration of poly(A) tail length (Figure 4E, F). These findings were largely consistent after analysing the combined effect of all upregulated or downregulated miRNAs, stratified the number of predicted miRNA recognition elements for each gene (Supplementary Figure S5). We also investigated post-transcriptional dynamics associated with tRNA-derived small RNA fragments, a class of short non-coding RNA related to miRNAs (60,61), however no consistent changes were observed (Supplementary Figure S6).

To probe specific miRNA-poly(A) tail length associations, negatively correlated miRNA–mRNA pairings were analysed with *miRComb* (62). 

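FBXL17 and miR-542-3p are a pair that changed in opposite directions. The poly(A) tail of FBXL17, an F-box protein gene, was at 33.4, 25.5 and 24.2 A residues in control libraries and 52.8, 49 and 38.5 in differentiated libraries, and miR-542-3p was at 120.3, 208 and 265 CPM and 22.8, 18.9 and 63.2 CPM (log2FC -2.62, or -3.14 by library totals). The 87 changed miRNAs and 93 changed tails make 8091 pairs. Over the 6 libraries, 3410 pairs (42.1%) had an exact permutation p under 0.05, of which 1747 were negative. As the libraries fall into 2 groups of 3 and both members of each pair were chosen for a change between them, no pooled correlation is given, and groups of 3 are too small for one within a condition. The smallest p that the 720 exact permutations allow is 0.00139, and the smallest adjusted p over all pairs was 0.0952, so 0 pairs passed an adjusted p under 0.05 by the exact permutation test. On deviations from the group means, 813 pairs (10.0%) had an exact permutation p under 0.05, 411 negative and 402 positive, and the smallest adjusted p was 0.319.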

We identified 49 significant correlations between 24 differentially expressed miRNAs and 36 mRNAs (*FDR*_*BH*_ < 0.05; Figure 5A, see Figure 5B for top miRNA–mRNA pairing, see Figure 5C for number of correlations for each miRNA and mRNA). These genes exhibited enrichment for a diverse range of GO terms including *sorting endosome*, *establishment of mitotic spindle localization* and *positive regulation of embryonic development* (Supplementary Tables S13, S14). Interestingly, a subnetwork consisting of 22 genes and 11 miRNAs was uncovered, however these genes exhibited no significant enrichment of GO annotations (Figure 5D). Collectively, these findings suggest that while miRNA expression is generally associated with mRNA expression and translation during differentiation, any observable effect on poly(A) tail length may be confined to specific miRNA–mRNA pairings in our paradigm.

**Figure 5.**
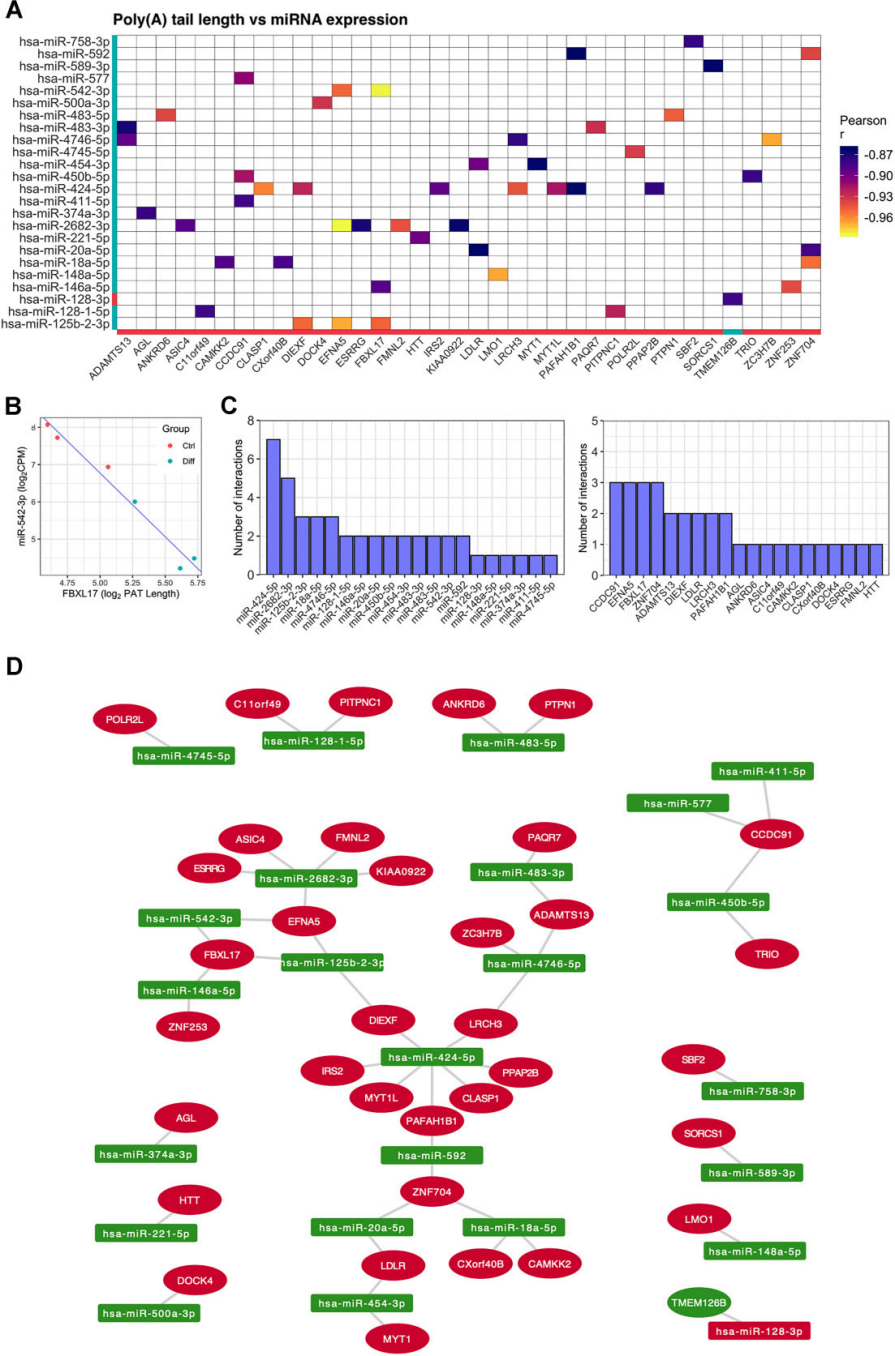
Identification of miRNA–mRNA correlations associated with changes in mRNA poly(A) tail length. (**A**) Heat map showing all 49 significant negative correlations between genes with significant changes in poly(A) tail length and miRNAs. Red bars = increased expression/tail length, blue bars = decreased expression/tail length. (**B**) Scatter plot showing the most significant negative mRNA–miRNA correlation. (**C**) The top 20 most frequently represented miRNAs (left) and mRNAs (right) in the correlation analysis. **(D)** Network diagram showing all negative correlations presented in panel (A). Green nodes = increased expression/tail length, red nodes = decreased expression/tail length.

### Increased usage of distal polyadenylation signals during neuronal differentiation

Recent studies suggest alternative polyadenylation is highly dynamic during long-term cellular processes such as differentiation (32–35) (Figure 6A). To establish whether alternative polyadenylation (APA) was prevalent during neuronal differentiation, changes in polyadenylation signal (PAS) usage were determined from the PAT-Seq data using *DEXSeq* (41). 

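The same 6 PAT-Seq libraries were used for APA. The authors counted poly(A) reads over sites of the APADB collection with DEXSeq's counting tool on hg19, and deposited raw reads per site and library with the p-values and log2 folds from DEXSeq. Reads over sites numbered from 1863173 to 6542759 per library. Here a site was kept with at least 2 normalized reads in all 3 libraries of 1 condition or the other, and the 2 sites with the highest mean were taken as proximal and distal for each gene. The relative expression difference (RED) was computed with a pseudocount of 0.5, so that its size depends on that choice where a site has 0 reads. Site usage was tested with edgeR's diffSpliceDGE. A gene was called lengthened with a RED over 1 and a distal site used more or a proximal site used less at an adjusted p under 0.1, and shortened with the reverse, the thresholds of the paper's methods. In data simulated at this depth, the test recovered 46.9% of changes of 8-fold in site usage.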

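Poly(A) sites in use numbered 23131 in 11347 genes, and 5758 of these genes (50.7%) used more than 1 site. In control cells 19140 sites in 10408 genes passed, with 45.3% of genes using more than 1, and in differentiated cells 20531 sites in 10847 genes, with 46.8%. Differentiated libraries were deeper on average, and a site counts as used from 2 normalized reads in all 3 libraries of a condition. The highest number of sites in 1 gene was 14.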

Overall, 22898 PASs across 11213 genes were identified, with more than 45% of genes containing > 1 expressed PAS (Figure 6B). 

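Most sites in use lay in 3′UTRs. Of 23131 sites, 90.7% were within annotated 3′UTRs or within 50 nt of their ends, 1.99% lay further downstream of the last exon, 3.52% in introns, 0.986% in coding exons and 2.73% in other exons. Without the tolerance of 50 nt, 61.6% lay in 3′UTRs, 24.4% downstream and 9.33% in introns. The signal AATAAA or ATTAAA stood upstream of 73.1% of the sites in 3′UTRs, of 73.4% of those in introns and of 13.6% of those in coding exons. An A-rich genomic stretch, where a primer can bind within an mRNA, followed 2.29% of sites in 3′UTRs and 47.8% of those in coding exons.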

Approximately 87% PASs were identified within 3′UTRs as anticipated, whereas ∼7% were downstream of the most 3′ exon (‘extensions’), and a further ∼4% expressed from intronic regions (Figure 6C). Notably, the genomic distribution of expressed PASs significantly differed between both conditions (*P* < 0.0001, Chi-squared test), indicating potential for differential regulation during neuronal differentiation (Figure 6C).

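Sites used in 1 condition and not in the other differed in place. Of 3991 sites found in differentiated cells and not in controls, 4.66% were extensions and 8.22% intronic, and 0.651% lay in coding exons. Of 2600 sites found in controls alone, the shares were 2.85%, 7.62% and 2.27%. A chi-squared test of place by condition on these sites gave 46.9 with 5 degrees of freedom (p = 6.06e-09), and the 16540 sites used in both conditions were left out since they are the same sites. The test takes sites as units, which are not independent replicates, and whether a rare site passes 2 normalized reads depends on depth.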

**Figure 6.**
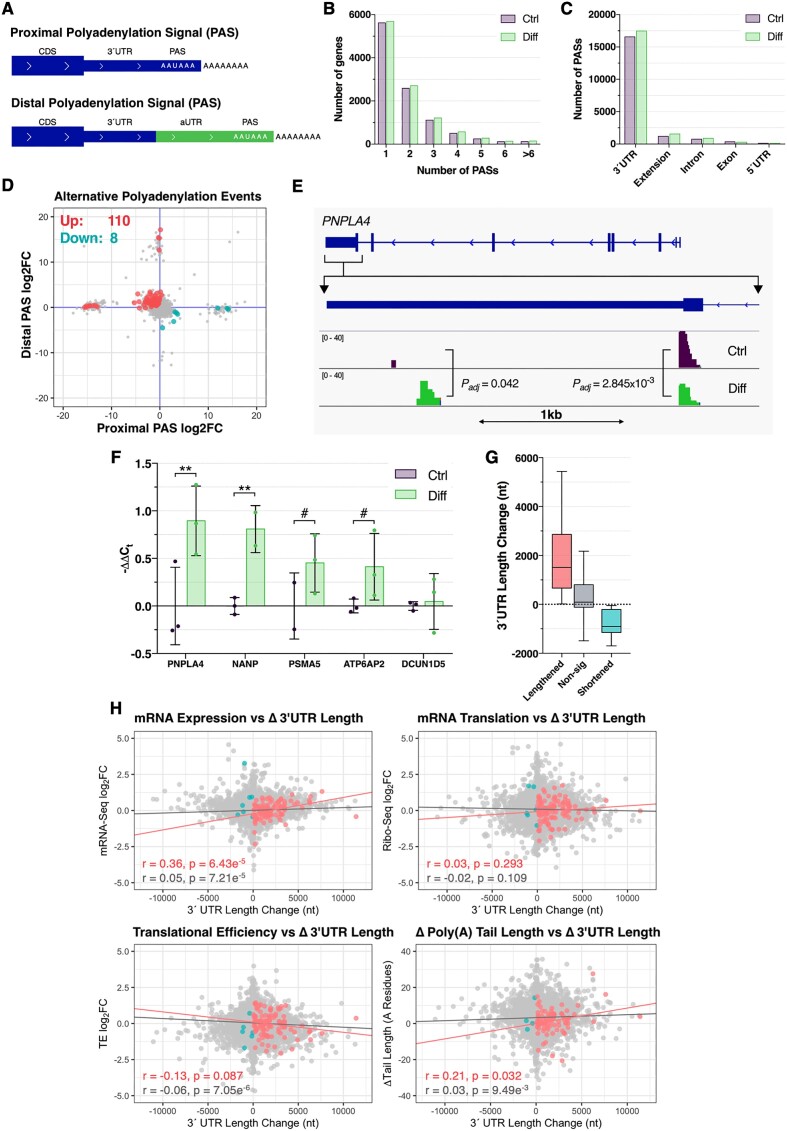
Differentiation-associated alternative polyadenylation. (**A**) Schematic representation of alternative polyadenylation (APA). (**B**) Number of confidently detected (≥2 normalised counts in three biological replicates) polyadenylation signals (PAS) per gene, noting that PAS distributions did not significantly differ between conditions (*P* = 0.195, Chi-squared test). (**C**) Distribution of PAS amongst genomic regions. Note that ‘extensions’ refer to PAS located downstream from the most 3′ exon, while ‘exonic’ PAS refer to coding exons. PAS distributions were found to significantly differ between conditions (*P*< 0.0001, Chi-squared test). (**D**) Scatter plot comparing the log_2_FC of the top 2 most expressed APA sites per gene. Genes with a statistically significant (Benjamini-Hochberg *FDR* < 0.05) change for at least one PAS and an absolute relative expression difference (RED) between proximal and distal sites >1 were considered significant. Red points = genes with significant lengthening events, blue points = genes with significant shortening events. (**E**) PAT-Seq read depth for the *PNPLA4* gene, depicting a significant increase for the distal PAS, and decrease for the proximal PAS after neuronal differentiation. (**F**) qPCR analysis of 5 genes with significant APA events. Two primer sets were used to examine expression of the alternative 3′UTR versus a common upstream region. ΔCt values between groups were compared via Student's *t*-test, with post-hoc correction for multiple testing via Benjamini, Krieger and Yekutieli method (^#^*FDR* < 0.1, **FDR < 0.01). Data presented as mean –ΔΔC_t_ ± SD. (**G**) Box plots comparing 3′UTR length changes for genes with significant lengthening events (red), shortening events (blue) or no significant change (grey). (**H**) Scatter plots comparing 3′UTR length changes with mRNA expression, translation, translational efficiency and poly(A) tail length changes. Genes with significantly increased or decreased 3′UTR length are marked in red and blue, respectively. Pearson correlation coefficients and associated *P* values reported bottom left.

Gene level changes in PAS usage were next examined to identify significant APA events. To simplify this analysis, the top two most expressed PAS were analysed for each gene, noting that we predominantly focused on 3′UTR PASs, which possess the highest capacity to modulate miRNA binding sites and other regulatory elements. 

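Longer 3′UTR isoforms appeared or gained share after differentiation in a small group of genes. MYC, the proto-oncogene of growth, lies on chromosome 8 with a proximal site ending at 128753686 and a distal site ending at 128755196 on GRCh37, 1510 nt apart. Its distal site had 0, 2 and 0 reads in control and 20, 23 and 11 reads in differentiated libraries (adjusted p = 0.0976 from edgeR), and its proximal site 131, 109 and 63 and 61, 51 and 3. DCUN1D5, a regulator of neddylation, had 0 distal reads in all 3 control libraries and 19, 23 and 12 in differentiated libraries (chromosome 11, adjusted p = 0.0429 from edgeR). The distal sites of PSMA5, a proteasome subunit gene, of PNPLA4, of LINC00493 and of PDCD10 were likewise at 0 in the control libraries, against 12, 10 and 10, 8, 13 and 5, 11, 29 and 10 and 10, 18 and 8 reads in the differentiated libraries. In RBMS2, ACVR2A, GPATCH11, TNS1, FOXJ3 and ATP6AP2 the proximal site lost reads instead. The proximal site of RBMS2 (chromosome 12, ending at 56961245) went from 12, 47 and 22 reads to 0 in all 3 differentiated libraries (adjusted p = 0.00529 from edgeR), 28143 nt upstream of its distal site. GOLGA2, which encodes a Golgi matrix protein, was the single shortened gene, with 0 proximal reads in control and 18, 27 and 10 in differentiated libraries (adjusted p = 0.0676 from edgeR). In all, 40 of 5758 genes with 2 sites passed, 39 lengthened and 1 shortened, and libraries did not overlap for 18.9% of genes, against 10% by chance. Whatever the p, RED was over 1 in 1166 genes and under -1 in 423. The 4 genes measured of those the paper took to qPCR were all among the lengthened (two-sided Fisher's exact test against 5758 genes, adjusted p = 4.31e-08). The study chose them on these libraries, so they are not independent evidence. By qPCR, the paper reports lengthening for PNPLA4 and NANP and a trend for PSMA5 and ATP6AP2. For DCUN1D5, also on the list of qPCR genes, its text reports neither. The count was 7 at an adjusted p under 0.05, 5 with a replicate block, 205 with DESeq2's likelihood ratio test and 308 with limma's diffSplice. Without 1 library it fell to between 0 (differentiated replicate 1) and 35, and the sign of RED turned for 1 to 2 of the called genes without control replicate 3 or any 1 differentiated replicate, and for 1 where sites had to pass in all 6 libraries. Examples are ACVR2A without differentiated replicate 2, PDCD10 without differentiated replicate 3 and RBMS2 where sites had to pass in all 6 libraries.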

Differential analysis revealed 118 genes with significant APA events, of which 110 (93%) were associated with 3′UTR lengthening (Figure 6D, see Figure 6E for representative lengthening event, Supplementary Table S15). Five genes were selected for qPCR validation using primer sets targeting the alternative 3′UTR and a common upstream region, of which two (*PNPLA4*, *NANP*) were significantly lengthened (*FDR* < 0.01) and two (*PSMA5*, *ATP6AP2*) trended towards lengthening (*FDR* = 0.074, Figure 6F). 

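The proximal and distal sites of lengthened genes lay a median of 1949 nt apart, with a range of 175 nt in PDCD10 to 87755 nt. The distance was 1510 nt in MYC, 1769 nt in PNPLA4, 2802 nt in PSMA5 and 774 nt in ATP6AP2. The signed change in 3′UTR length was taken as this distance with the sign of RED, whatever the share of reads that moved. It is thus not the change in mean 3′UTR length. The single shortened gene, GOLGA2, had a signed change of -17808 nt. At an adjusted p under 0.05 the median of 7 lengthened genes was 2786 nt. Distances are genomic and include introns where the 2 sites lie in different exons.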

Quantification of 3′UTR length changes revealed lengthened genes were subjected to a median increase of 1,517nt, whereas shortened genes exhibited a median decrease of 903nt (Figure 6G). In contrast, the remainder of the transcriptome increased by a median of 100nt (Figure 6G). 

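Among the 5718 genes not called, the median signed change was 76 nt, and it was positive, toward the distal site, in 61.1% of them. With distances over 10000 nt left out it was 72 nt across 5291 genes.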

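Genes with lengthened 3′UTRs belonged to many processes. Those named above include a transcription factor (MYC), a proteasome subunit (PSMA5), an activin receptor (ACVR2A), a focal adhesion protein (TNS1) and a subunit associated with the vacuolar proton pump (ATP6AP2). Of 24 gene lists fixed before the data were examined, none except the genes the paper took to qPCR was enriched among the 39 lengthened genes by Fisher's exact test. With 0.352 ribosomal protein and 0.102 cell cycle genes expected by chance, these lists are too short to show a modest enrichment. Cytosolic ribosomal protein genes held 1 of 52 (p = 0.299 by the exact test, adjusted p = 1), and cell cycle, synaptic and axon genes held 0.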

Surprisingly, GO term analysis revealed no consistent patterns of enrichment upon analysis of significantly lengthened and shortened genes, indicating genes affected by APA events were functionally diverse (Supplementary Table S16).

### Effect of 3′UTR lengthening on mRNA dynamics and miRNA binding sites

Since 3′UTR length changes are thought to impact critical regulatory motifs (24–26), the effect of APA events on mRNA expression, translation, and poly(A) tail length were explored. These analyses were restricted to significant lengthening events, as shortening events impacted an insufficient number of genes for reliable statistical analysis. Overall, 3′UTR lengthening was significantly correlated with mRNA expression (*r* = 0.36, *P* = 6.43 × 10^−5^) and poly(A) tail length (*r* = 0.21, *P* = 0.032), but not mRNA translation (*r* = 0.03, *P* = 0.293) or translational efficiency (*r* = –0.13, *P* = 0.087; Figure 6H). 

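No relation between the gain in 3′UTR length and the other changes passed the test. Across 38 lengthened genes, Pearson's r with the mRNA-Seq log2FC was -0.119 (permutation p = 0.462, adjusted p = 0.615), with the Ribo-Seq log2FC -0.132 (permutation p = 0.386, adjusted p = 0.615) and with the TE change -0.0636 (permutation p = 0.704, adjusted p = 0.766). With the change in tail length, r was 0.194 (permutation p = 0.142, adjusted p = 0.378) across 32 genes. Adjustment was over 8 correlations, which are across genes and not independent replicates. In the other genes, the values were 0.0371 with mRNA-Seq, 0.00391 with Ribo-Seq, -0.0217 with TE and 0.0123 with tail length, with adjusted p of 0.0705, 0.766, 0.378 and 0.615. Genes whose sites lie over 10000 nt apart, such as RBMS2 and DCUN1D5, weigh on these values. Without such genes, r with mRNA-Seq was 0.343 across 35 genes (permutation p = 0.0455, adjusted p = 0.0728) and r with TE was -0.447 (permutation p = 0.00654, adjusted p = 0.0238).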

Interestingly, genes with lengthened 3′UTRs were also subjected to increased poly(A) tail length, however the magnitude of poly(A) lengthening was lower than genes unaffected by APA (*P* = 0.037; Supplementary Figure S7). Furthermore, the top 50% of lengthened genes were biased towards increased mRNA expression, whereas the lower 50% of genes exhibited decreased expression (*P*_Bonferroni_ ≤ 0.0219 for all comparisons, Kruskal–Wallis test with Dunn's post-hoc multiple comparisons test; Supplementary Figure S7). Together, these results suggest that 3′UTR extensions via APA during neuronal differentiation are associated with mRNA expression and poly(A) tail length.

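Poly(A) tails of genes with lengthened 3′UTRs grew by 2.97 A residues on average across 32 genes, and those of 4825 other genes by 3.35. The difference was -0.382 A residues (SE 0.945), which is within the spread between genes (permutation test of the Kolmogorov-Smirnov statistic, p = 0.419, 1 test in the family). The medians ran the other way, 3.86 and 3.05 A residues.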

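The 19 lengthened genes with the longest distances between sites had a mean mRNA-Seq log2FC of 0.07, and the 19 with the shortest one of -0.17. Their difference was 0.25 (SE 0.154, permutation p = 0.119 for the means, and p = 0.539, adjusted p = 0.539 for the Kolmogorov-Smirnov statistic). Lengthened genes as a whole differed from the other genes by -0.05 in mean log2FC (SE 0.0790, permutation p = 0.555 for the means, and p = 0.467, adjusted p = 0.539 over 2 tests for the Kolmogorov-Smirnov statistic), within the spread between genes. The paper relates 3′UTR extension during differentiation to mRNA expression and poly(A) tail length.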

We next examined whether 3′UTR lengthening events impacted the expression of miRNA binding sites. In total, 3′UTR lengthening resulted in the expression of 13111 new miRNA binding sites across 110 genes (median 92 per gene), whereas 4680 binding sites were unaffected by APA events (median 18 per gene), indicating 3′UTR lengthening considerably altered expression of miRNA recognition elements (Figure 7A, Supplementary Table S17). The number of miRNA binding sites gained by APA was strongly correlated with 3′UTR length changes as anticipated (*r* = 0.95, *P* < 2.2e^−16^; Figure 7B). Strikingly, non-conserved binding sites (12339, 94%) and non-conserved miRNAs (6456, 49%) were most frequently affected by 3′UTR lengthening (*P* < 2.2e^−16^, Chi-squared test), and these frequencies significantly differed upon comparison with sites unaffected by APA (*P* = 2.989e^−6^; Figure 7C). Interestingly, 986 (7%) and 1085 (8%) gained sites were associated with significantly upregulated and downregulated miRNAs, respectively, with miR-532–3p the most affected upregulated miRNA (55 sites) and miR-340–5p the most affected downregulated miRNA (71 sites; Supplementary Table S18). However, genes targeted by upregulated and downregulated miRNAs exhibited no significant bias towards lengthening or shortening compared to the transcriptome (Figure 7D).

**Figure 7.**
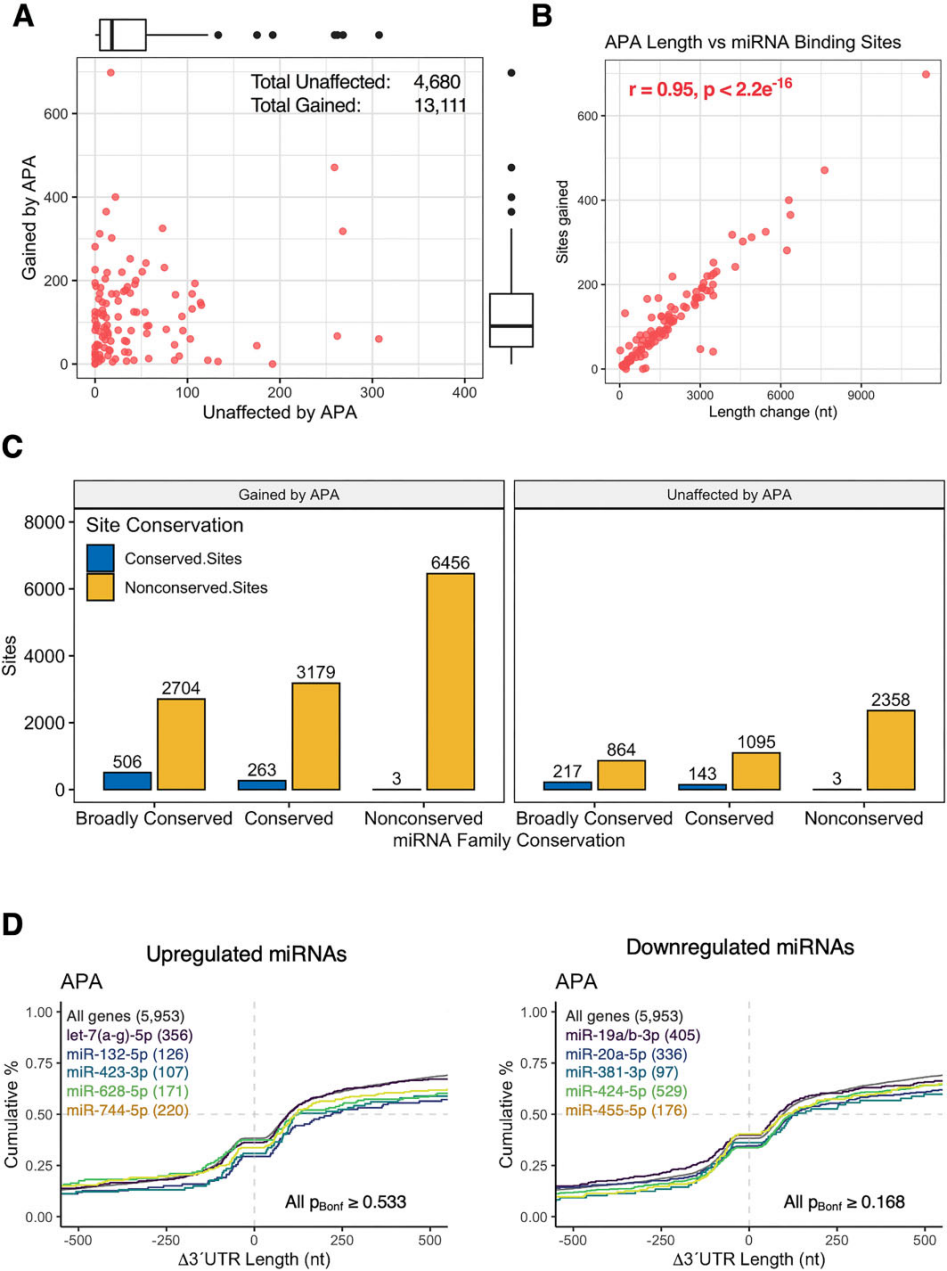
The effect of 3′UTR lengthening on miRNA binding sites. (**A**) Scatter plot comparing the number of miRNA binding sites unaffected by or gained by differentiation-associated lengthening events. (**B**) Comparison of 3′UTR length changes and the number of miRNA binding sites gained by significantly lengthened genes. Pearson's correlation coefficient and associated *P* value are reported top left. (**C**) The number of miRNA binding sites affected and unaffected by 3′UTR lengthening events, stratified by binding site and miRNA evolutionary conservation. A significant difference between conserved and non-conserved sites was identified for sites gained by APA (*P* < 2.2e^−16^, Chi-squared test). Similarly, conservation profiles significantly differed between sites gained by or unaffected by APA (*P* = 2.989e^−6^). (**D**) Cumulative distribution of 3′UTR length changes for genes targeted by upregulated and downregulated miRNAs. Groups were compared to non-target genes via Kolmogorov–Smirnov test, with the top 5 miRNAs ranked by Bonferroni-corrected *P* value depicted.

### Differential expression and translation of genes associated with polyadenylation

We next examined the expression and translation of genes potentially associated with regulation of poly(A) tail and 3′UTR length during neuronal differentiation. Utilising GO annotations associated with cleavage and polyadenylation and deadenylation (MSigDB (63)), 29 genes were identified with significant changes at the mRNA and translational levels (Figure 8A). 

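Genes that act in cleavage, polyadenylation and deadenylation moved in both directions. SAMD4A, whose product recruits deadenylases to mRNA, rose in mRNA-Seq (log2FC 2.19, SE 0.138, adjusted p = 3.04e-08), as did RBMS1 (log2FC 1.34), an RNA-binding protein gene. TOB1 (log2FC -1.34), whose product links deadenylases to their targets, LSM4 (log2FC -1.04), a subunit of the decapping complex, and PABPN1 (log2FC -1.11) fell. Of the 29 genes drawn in Fig. 8A, 16 were higher and 11 lower in mRNA-Seq at an adjusted p under 0.05 (17 higher and 12 lower when adjusted over the list alone), and 14 were higher and 9 lower in Ribo-Seq (19 higher and 10 lower when adjusted over the list alone). The study chose these genes on the same libraries, so the counts are not independent evidence. As a group they did not move one way (camera adjusted p = 0.191 in mRNA-Seq and 0.0699 in Ribo-Seq). On a list fixed from textbook knowledge there were 27 deadenylase and adaptor genes, of which 10 were higher and 6 lower in mRNA-Seq (10 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.483). In Ribo-Seq 4 of 27 were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.734).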

Notably, none of these 29 genes exhibited significant alteration of poly(A) tail length, nor APA. 

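Among genes of Fig. 8A with a tail length or with 2 poly(A) sites, 0 were called by either test. For tail length, limma called 0 of 22 tested, and 0 had a longer and 0 a shorter tail at an adjusted p under 0.05 whatever the size. For APA, edgeR called 0 of 16 genes with 2 sites as lengthened. The test for tail length recovered 45% of simulated gains of 15 A residues and 77% of gains of 25, so a real change of these sizes can go uncalled at this depth.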

Interestingly, robust transcriptional and translational upregulation was identified for *CELF2*, a known regulator of alternative polyadenylation events (64). 

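CELF2, which encodes an RNA-binding protein of the nervous system, rose at both levels. Its mRNA was at 0.841 ± 0.0519 CPM (SD, n = 3) in control cells and 14.9 ± 1.99 CPM (SD, n = 3) in differentiated cells (log2FC 3.51, SE 0.168, adjusted p = 2.26e-09). In Ribo-Seq it was at 0.837 ± 0.764 CPM (SD, n = 3) in control cells and 19.3 ± 1.53 CPM (SD, n = 2) in differentiated cells (log2FC 4.04, SE 0.526, adjusted p = 0.00203). Its TE had a log2 change of 0.52 (SE 0.504, adjusted p = 0.467), which does not pass.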

Dual upregulation was also observed for the Poly(A)-Binding Protein C5 (*PABPC5*), brain-enriched Cytoplasmic Polyadenylation Element Binding Proteins *CPEB3* and *CPEB4*, and neuron-specific ELAV-like RNA Binding Proteins *ELAVL2* and *ELAVL4*. 

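Neuronal RNA-binding protein genes rose with CELF2. CPEB4 had a log2FC of 1.09 in mRNA-Seq (adjusted p = 9.35e-05) and 1.75 in Ribo-Seq (adjusted p = 0.00109). ELAVL4 had a log2FC of 1.29 in mRNA-Seq (adjusted p = 1.32e-05) and 2.18 in Ribo-Seq (adjusted p = 0.000322). CPEB3 had a log2FC of 0.61 in mRNA-Seq (adjusted p = 0.0167) and 1.19 in Ribo-Seq (adjusted p = 0.0254), where the mRNA change is within the log2FC limit of 1. ELAVL2 had a log2FC of 1.53 in mRNA-Seq (adjusted p = 5.47e-06) and 0.83 in Ribo-Seq (adjusted p = 0.0389), where the footprint change is within that limit. PABPC5 was higher in mRNA-Seq (0.271 CPM in control and 1.19 CPM in differentiated cells, adjusted p = 0.000203), and in Ribo-Seq it had a log2FC of 1.94 (adjusted p = 0.0578), which does not pass. PABPC1, the main cytoplasmic poly(A)-binding protein gene, had an mRNA log2FC of 0.34 (adjusted p = 0.0817), which does not pass, and fell in Ribo-Seq (log2FC -1.30, adjusted p = 0.00379). Of 20 genes of the poly(A)-binding, CPEB, ELAVL and CELF families, 12 were higher and 0 lower in mRNA-Seq (12 higher and 0 lower when adjusted over the list alone, median log2FC 0.64, camera adjusted p = 0.000164, adjusted p = 0.098 with an estimated correlation), and 6 higher and 2 lower of 18 in Ribo-Seq (8 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.152). These counts are by adjusted p alone. With the log2FC limit of 1 as well, 5 were higher and 0 lower in mRNA-Seq, and 5 higher and 1 lower in Ribo-Seq.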

Since neuronal ELAVL (nELAVL) proteins have been previously associated with multiple aspects of mRNA metabolism (65), we examined the behaviour of nELAVL target genes utilising CLIP-Seq data from human brain samples (65). Interestingly, the number of nELAVL 3′UTR peaks exhibited a cumulative relationship with mRNA expression (*P*_Bonferroni_ ≤ 1.79e^−6^, Kolmogorov–Smirnov test), while genes with ≥1 nELAVL site were subjected to translational enhancement versus genes with no site (*P*_Bonferroni_ ≤ 8.8e^−16^; Figure 8B). Furthermore, higher levels of nELAVL peaks were associated with poly(A) tail (*P*_Bonferroni_ ≤ 8.25e^−3^ for genes with ≥ 6 peaks) and 3′UTR lengthening (*P*_Bonferroni_ ≤ 1.37e^−5^ for genes with ≥2 peaks, Figure 8B).

**Figure 8.**
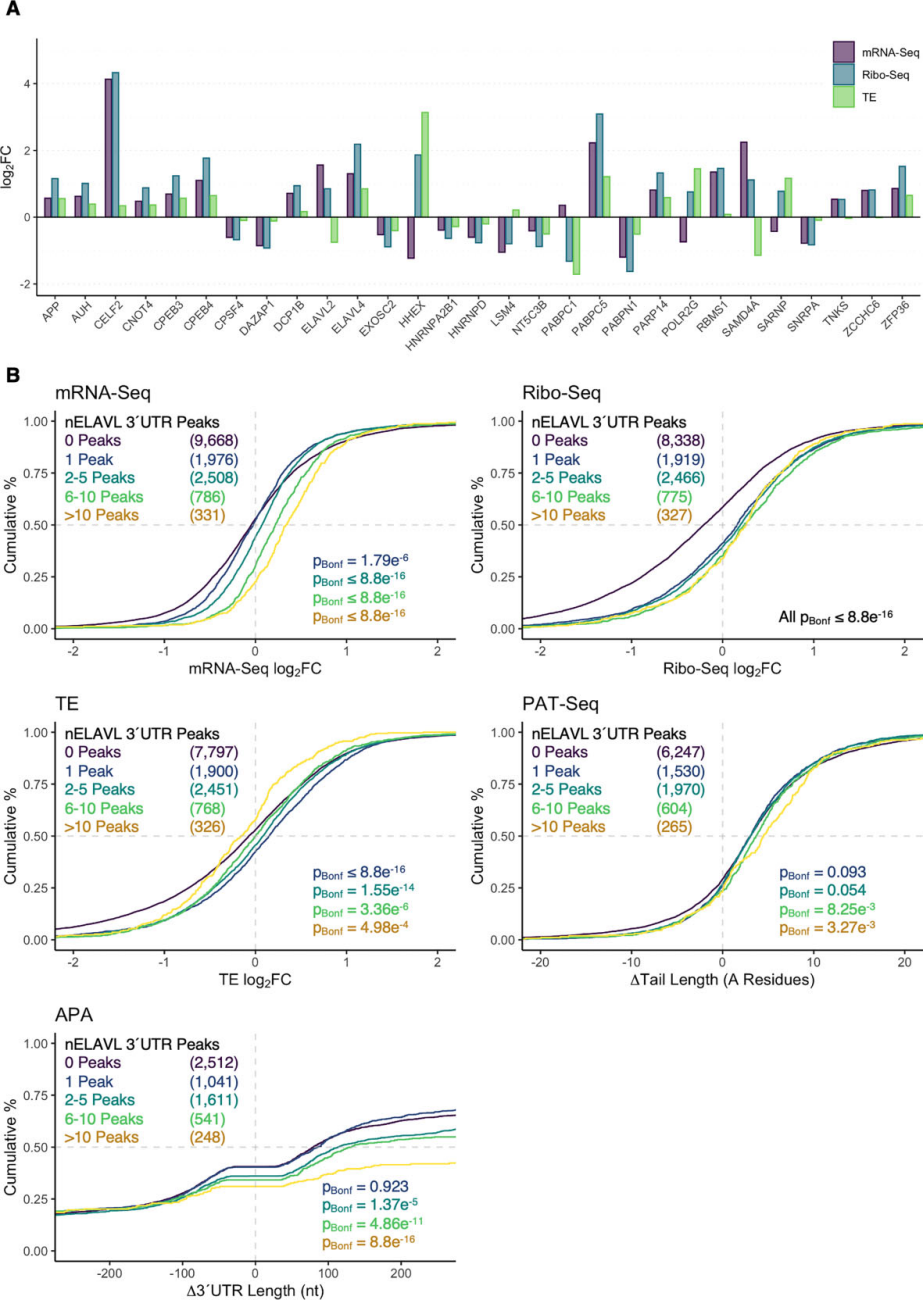
Differential expression of genes associated with regulation of polyadenylation. (**A**) Changes in mRNA expression, translation and translational efficiency for 29 effectors annotated to gene ontology terms associated with polyadenylation and poly(A) tail regulation (MSigDB). All depicted changes in mRNA-Seq and Ribo-Seq log_2_FC were statistically significant (*FDR* < 0.05). (**B**) Cumulative distribution of mRNA expression, translation, translational efficiency, poly(A) tail length and 3′UTR length changes for genes with 3′UTR CLIP-Seq peaks specific to neuronal ELAV-like (nELAVL) RNA binding proteins. All groups were compared to the transcriptome via Kolmogorov–Smirnov test, with associated Bonferroni-corrected *P* values reported bottom right. The number of genes per group is reported top left. CLIP-Seq peaks were obtained from Scheckel *et al.* (65).

## DISCUSSION

The complex and dynamic network architecture in the brain is established and regulated though its neuronal nodes. These features are made possible by the discrete temporospatial control of RNA translation that is mediated by a plethora of interacting post-transcriptional regulatory mechanisms. In the current study, we explored the interplay between several of these processes during neuronal differentiation using a variety of RNA sequencing strategies, to characterize mRNA 3′UTR dynamics and their interrelationship with mRNA abundance, translation, and miRNA. Our findings suggest modulation of poly(A) tail length and APA function as part of a rich regulatory matrix, enabling dynamic coordination of mRNA during differentiation.

Transcriptome-wide quantification of poly(A) tail length revealed a bias towards poly(A) lengthening during neuronal differentiation, which predominantly affected genes enriched for differentiation-associated functions. Interestingly, many genes with increased poly(A) tail length also exhibited upregulation of steady-state mRNA levels in a manner which disproportionately affected genes annotated to the synapse, whereas translational profiles for the same genes remained largely unchanged. The expression of long poly(A) tails in eukaryotic cells is known to support association with poly(A) binding proteins, which establish 5′ to 3′ mRNA interactions important for mRNA stability and translational activity (12,13,66). While changes in polyadenylation and their relationship with mRNA expression have not been observed previously during neuronal differentiation, recent studies have shown that poly(A) tail lengthening in developing oocytes enhances stability and translation of mRNAs associated with embryonic development (53,67,68). Strikingly, emerging evidence suggests poly(A) tail length and cytoplasmic poly(A) binding protein, *PABPC*, function as key mediators of translational enhancement in oocytes and early embryos, whereas mRNA stability is favoured in comparatively mature cell types, underscoring the importance of polyadenylation as a critical developmental switch (69). These studies are consistent with the observed association between poly(A) tail lengthening and mRNA expression, but not translation, in the current study. It is plausible that poly(A) tail lengthening may exert a more-robust effect on neuronal translation in response to acute stimuli such as neuronal activation, as observed previously in paradigms of long-term potentiation (17,70). Nonetheless, we suspect poly(A) tail lengthening may contribute to neuronal differentiation by enhancing the abundance and stability of mRNAs important for this phenotypic transition, however further exploration is required to dissect the significance of poly(A) lengthening and increased mRNA expression in the absence of enhanced translational activity.

Analysis of miRNA expression revealed substantial alteration of miRNA profiles during neuronal differentiation, including upregulation of neuronally enriched miRNAs, such as miR-132–5p and miR-212–5p, consistent with previous analysis of ATRA/BDNF differentiated SH-SY5Y cells (58). Interestingly, genes targeted by differentially expressed miRNAs were subjected to altered mRNA expression, translation and translational efficiency in a manner directionally consistent with the canonical model of miRNA function, characterised by sequential deadenylation, decapping and exonucleolytic degradation of target mRNAs (14–16). Similar profiles of miRNA-associated mRNA repression have been previously observed on a transcriptome-wide scale after repeated depolarisation of neuronally differentiated cells (71). Contrary to expectation, however, associations between miRNA and poly(A) tail length were restricted to a small subset of miRNA–mRNA correlations. We suspect transcriptome-wide miRNA-dependent regulation of the poly(A) tail may be more readily observed during early stages of neuronal differentiation, during which post-transcriptional remodelling of mRNA temporospatial dynamics is likely to be prevalent, thus necessitating future studies with greater temporal resolution.

A clear bias towards 3′UTR lengthening was additionally uncovered, consistent with previous studies of neuronal differentiation and development (32–35). Interestingly, the diverse functional representation of lengthened genes has also been observed in a subset of these studies (32,33), suggesting that discrete APA events have functional significance at the individual gene level. We also identified positive correlation between 3′UTR lengthening, mRNA expression and poly(A) tail length, a surprising finding given that 3′UTR lengthening is thought to enhance the inclusion of *cis*-acting regulatory elements associated with mRNA destabilization, particularly AU-rich elements and miRNA binding sites (23,24,26). Indeed, over 13000 miRNA binding sites were gained via 3′UTR lengthening in the current study. While this contradicts the canonical mechanism of miRNA function, it is plausible that many of these sites do not conform to conventional mechanisms of miRNA repression, or are not well adapted, given the vast majority of affected sites were non-conserved and affected non-conserved miRNA families (71). This consequently represents an exciting avenue for further mechanistic exploration, in which key miRNAs uncovered in the current study – such as miR-532–3p and miR-340–5p – may yield novel insights. We also cannot exclude the possibility that APA-associated changes in 3′UTR length may serve to control the subcellular localisation of affected mRNAs in differentiated neurons, considering localisation elements are predominantly confined to the 3′UTR (72). Finally, we note that APA sites identified from the mRNA-Seq data using *DaPars2* (28) exhibited weak correlation with APA events identified from the PAT-Seq data (Pearson *r* = 0.056, *P* = 1.1 × 10^–4^, Supplementary Figure S8, Table S19). Furthermore, only one of five *DaPars2*-nominated sites selected for qPCR was successfully validated, suggesting 3′-enriched sequencing methods may exhibit greater specificity for APA analysis than conventional mRNA-Seq (Supplementary Figure S8, Table S19).

Interestingly, several genes involved in regulation of pre-mRNA cleavage, alternative polyadenylation and poly(A) tail binding were differentially expressed and translated in the current study, which may underpin the observed changes in 3′UTR regulation. Notably, we identified transcriptional and translation upregulation of the neuron-specific *ELAVL2* and *ELAVL4* genes, members of the ELAVL family of AU-rich element RNA binding proteins associated with neuronal differentiation and development (73,74), as well as mRNA stability, translation, polyadenylation and splicing (65,75). Strikingly, experimentally supported nELAVL target genes exhibited significantly altered mRNA expression, translation, poly(A) tail length and 3′UTR length in the current study, consistent with previous evidence (65,75). We additionally identified robust upregulation of *CELF2* and *PABPC5*, both of are associated with expression of distal PAS and may therefore contribute to the 3′UTR lengthening observed in this study (64,76,77). However, some differentially expressed genes associated with polyadenylation did not change in a manner consistent with recent findings. 

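PABPN1, which encodes the nuclear poly(A)-binding protein, was at 11.2 ± 1.10 CPM (SD, n = 3) in control cells and 4.96 ± 1.03 CPM (SD, n = 3) in differentiated cells in mRNA-Seq (adjusted p = 0.000206, log2FC -1.11). In Ribo-Seq it fell as well (log2FC -1.56, SE 0.422, adjusted p = 0.0298).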

A major example is *PABPN1*, a gene strongly associated with polyadenylation efficiency by tethering cleavage and polyadenylation specificity factor (CPSF) with poly(A) polymerase during poly(A) tail extension (78). This effector also promotes usage of distal PAS by binding proximal PAS and preventing their cleavage (76,78,79). Despite these findings, significant downregulation of CPSF was observed during differentiation, suggesting if this gene contributes to the patterns of 3′UTR and poly(A) tail extension observed during neuronal differentiation, its functional status circumvents its mRNA levels. Likewise, no significant changes were observed for any poly(A) polymerase genes, suggesting poly(A) tail length modulation was not a consequence of altered poly(A) polymerase expression.

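CPSF4, a subunit of the cleavage and polyadenylation specificity factor, fell in mRNA-Seq by less than the log2FC limit of 1 (log2FC -0.60, SE 0.128, adjusted p = 0.00181). Of 21 cleavage and polyadenylation factors, 4 were lower and 0 higher (0 higher and 4 lower when adjusted over the list alone, median log2FC -0.15, camera adjusted p = 0.191), so the group did not pass.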

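Poly(A) polymerase genes showed no change that passed in mRNA-Seq. Of 7 genes, 0 were higher and 0 lower in mRNA-Seq by limma (0 higher and 0 lower when adjusted over the list alone), with a median log2FC of -0.02 (camera adjusted p = 0.959). In Ribo-Seq 0 of 7 were higher and 1 lower (0 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.52).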

In summary, our study suggests that mRNA 3′UTR and poly(A) tail length regulation is prevalent during neuronal differentiation and exhibits varying degrees of association with mRNA expression, translation and miRNA. Since 3′ mRNA features encode significant regulatory capacity, we suspect alternative polyadenylation and poly(A) tail length modulation contribute substantially to the unique spatial and temporal distribution of gene expression in neurons. However, further mechanistic analysis of these systems will be required to fully elucidate their functional significance in the neuronal context under normal and pathological conditions.

## Supplementary Material

gkad499_Supplemental_Files Click here for additional data file.

## Data Availability

All raw and processed sequencing data are currently available online at the Gene Expression Omnibus (GEO), accession number GSE155432.

# Supplementary material for: Extension of mRNA poly(A) tails and 3′UTRs during neuronal differentiation exhibits variable association with post-transcriptional dynamics
**Source:** Nucleic Acids Res. 2023 Jun 9;51(15):8181–98. doi: 10.1093/nar/gkad499
**Supplement:** gkad499_Supplemental_Files

Extension of mRNA Poly(A) Tails and 3'UTRs During Neuronal Differentiation Exhibits Variable Association with Post-transcriptional Dynamics

Supplementary Material

SUPPLEMENTARY FIGURES

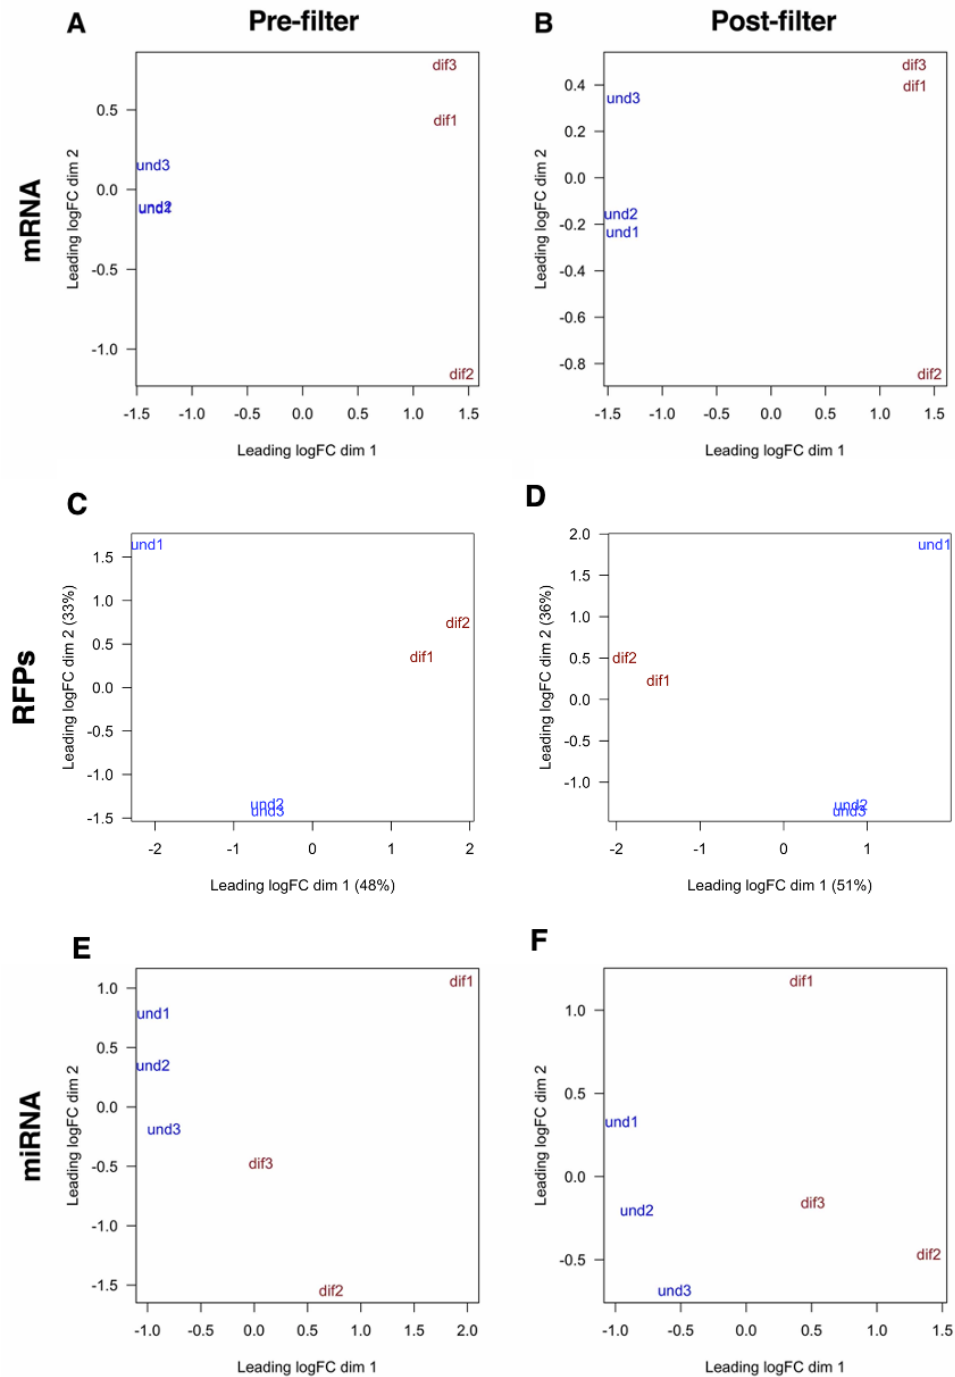

**Supplementary Figure 1. Multidimensional Scaling of normalised read-counts.** Multidimensional scaling (MDS) plots for mRNA-Seq (A,B), Ribo-Seq (C,D) and small RNA-Seq (E,F) data before (A,C,E) and after (B,D,F) filtration of lowly expressed mRNAs and miRNAs.

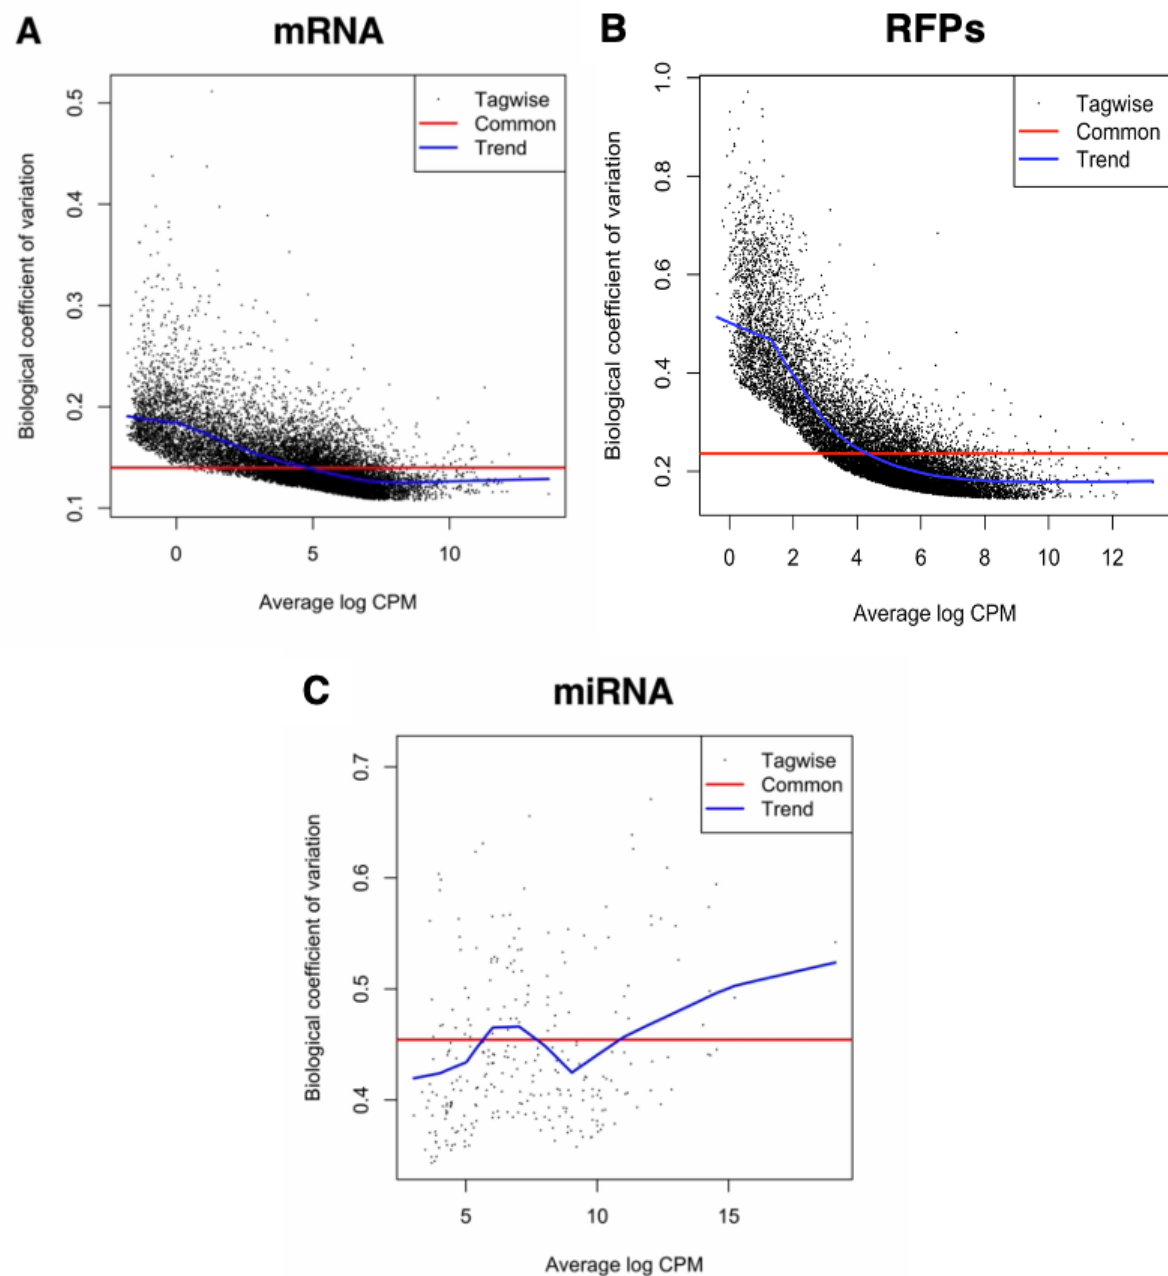

**Supplementary Figure 2. Assessment of biological variation.** Plots depicting biological coefficients of variation (BCV) vs average  $\log_2$  counts per million (CPM) for all genes (**A,B**) and miRNAs (**C**). For genes, biological variation was found to decrease as expression increased, as indicated by the decreasing blue trend line. In contrast, more variable biological variation was detected amongst miRNAs.

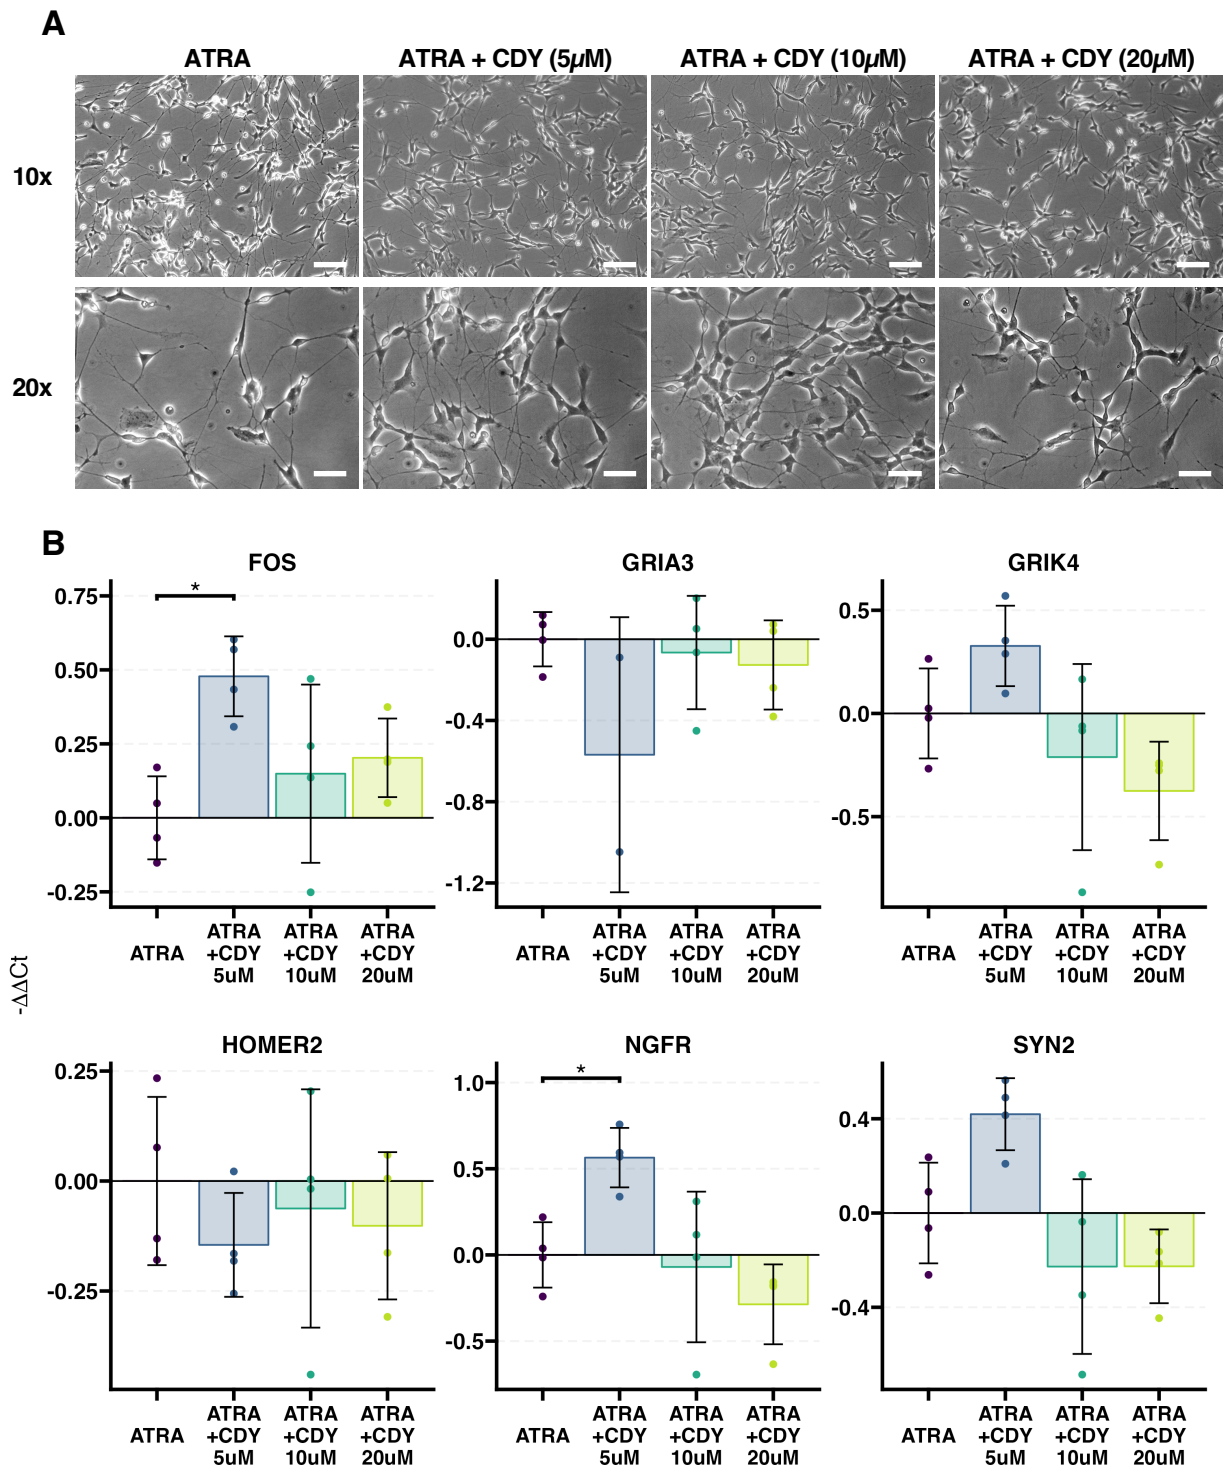

**Supplementary Figure 3. Effect of cordycepin on SH-SY5Y morphology and expression of neuronal marker genes during neuronal differentiation.** (A) Phase contrast micrographs depicting SH-SY5Y cells 5 days after media supplementation with *all-trans* retinoic acid (ATRA, 10 $\mu$ M) only, or ATRA plus cordycepin (CDY, also known as 3-deoxyadenosine), an adenosine analogue known to promote premature termination of polyadenylation. Cells were treated with either 0 $\mu$ M (controls), 5 $\mu$ M, 10 $\mu$ M or 20 $\mu$ M CDY as indicated, with culture medium and supplements (i.e. ATRA and CDY) replaced daily. Objective magnification indicated left. Scale bars represent 100 $\mu$ m (top) and 50 $\mu$ m (bottom). Note that a truncated differentiation paradigm was employed (i.e. *sans* BDNF and serum starvation) to capture changes during the most intensive period of

phenotypic change. **(B)** Bar plots comparing the expression of six neuronal marker genes (*FOS*, *GRIA3*, *GRIK4*, *HOMER2*, *NGFR* and *SYN2*) between CDY-treated cells and ATRA-only controls, as determined via RT-qPCR. Note that only *FOS* ( $\log_2\text{FC} = 0.486$ ,  $\text{FDR} = 0.047$ ) and *NGFR* ( $\log_2\text{FC} = 0.556$ ,  $\text{FDR} = 0.047$ ) exhibited a statistically significant change upon CDY cotreatment, both of which were observed for the  $5\mu\text{M}$  group.  $\Delta\text{Ct}$  values between control and CDY-treated cells were compared via Student's *t*-test, with Benjamini, Kreiger and Yekutieli two-stage linear step-up procedure utilised to correct for multiple testing across all comparisons (\* =  $\text{FDR} < 0.05$ ). All samples were normalised to the geometric mean of *GUSB* ( $\beta$ -glucuronidase) and *TUBB2A* (tubulin  $\beta$ -2A) reference genes. Data presented as mean  $-\Delta\Delta\text{Ct} \pm \text{SD}$ .

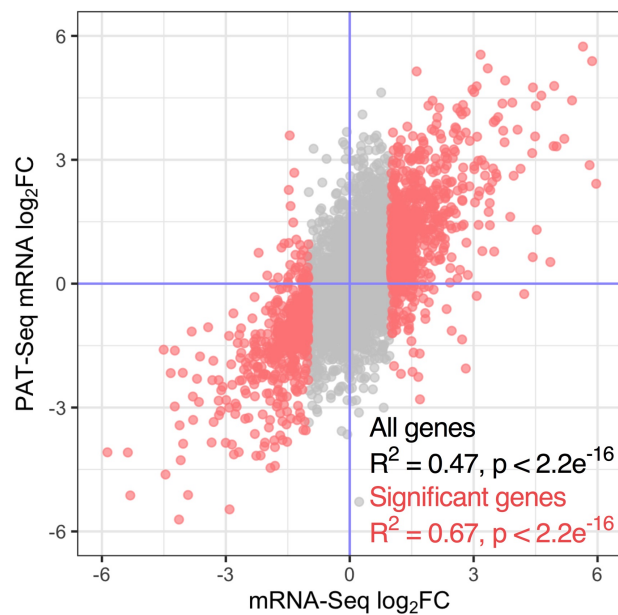

**Supplementary Figure 4. Validation of mRNA-Seq expression.** Scatter plot depicting mRNA  $\log_2\text{FC}$  values computed via mRNA-Seq (x axis) and PAT-Seq (y axis) library preparation methods. Significantly differentially expressed genes detected by mRNA-Seq (red) were strongly correlated with PAT-Seq level expression data.

## A Upregulated miRNAs, aggregate effect

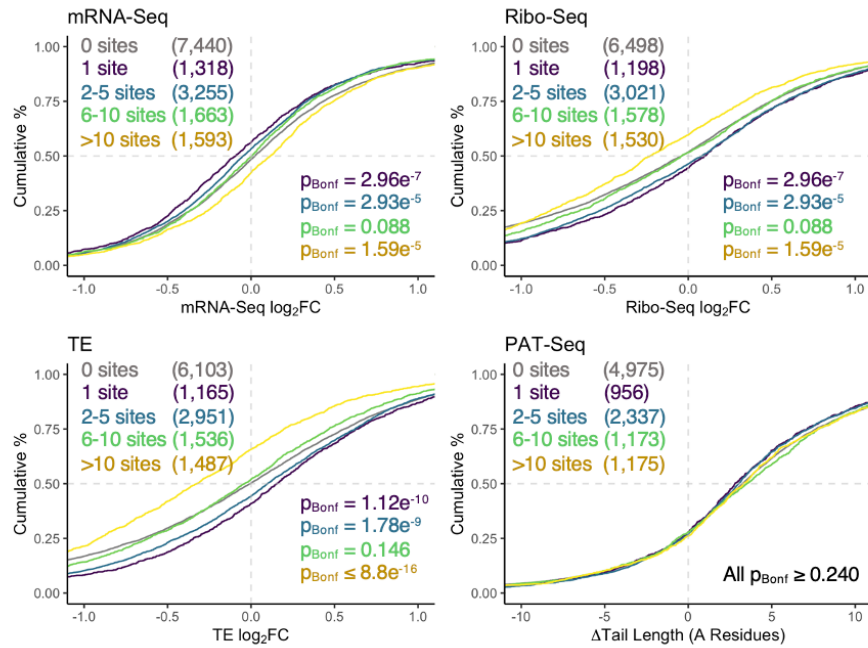

## B Downregulated miRNAs, aggregate effect

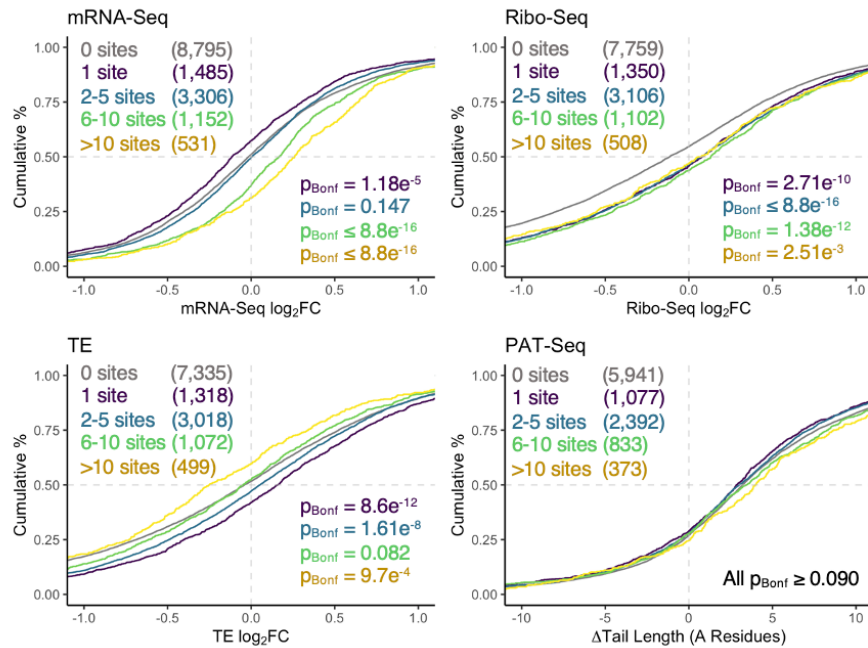

**Supplementary Figure 5. Analysis of mRNAs targeted by differentially expressed miRNAs. (A)** Cumulative distribution of mRNA expression, translation, translational efficiency and poly(A) tail length for genes targeted by upregulated miRNAs, stratified by the number of predicted binding sites. All groups were compared to genes with no binding sites via Kolmogorov-Smirnov test, with associated Bonferroni-corrected p values reported bottom right. The number of genes per group is reported top left. **(B)** As in (A), except analysing the aggregate effect of downregulated miRNAs.

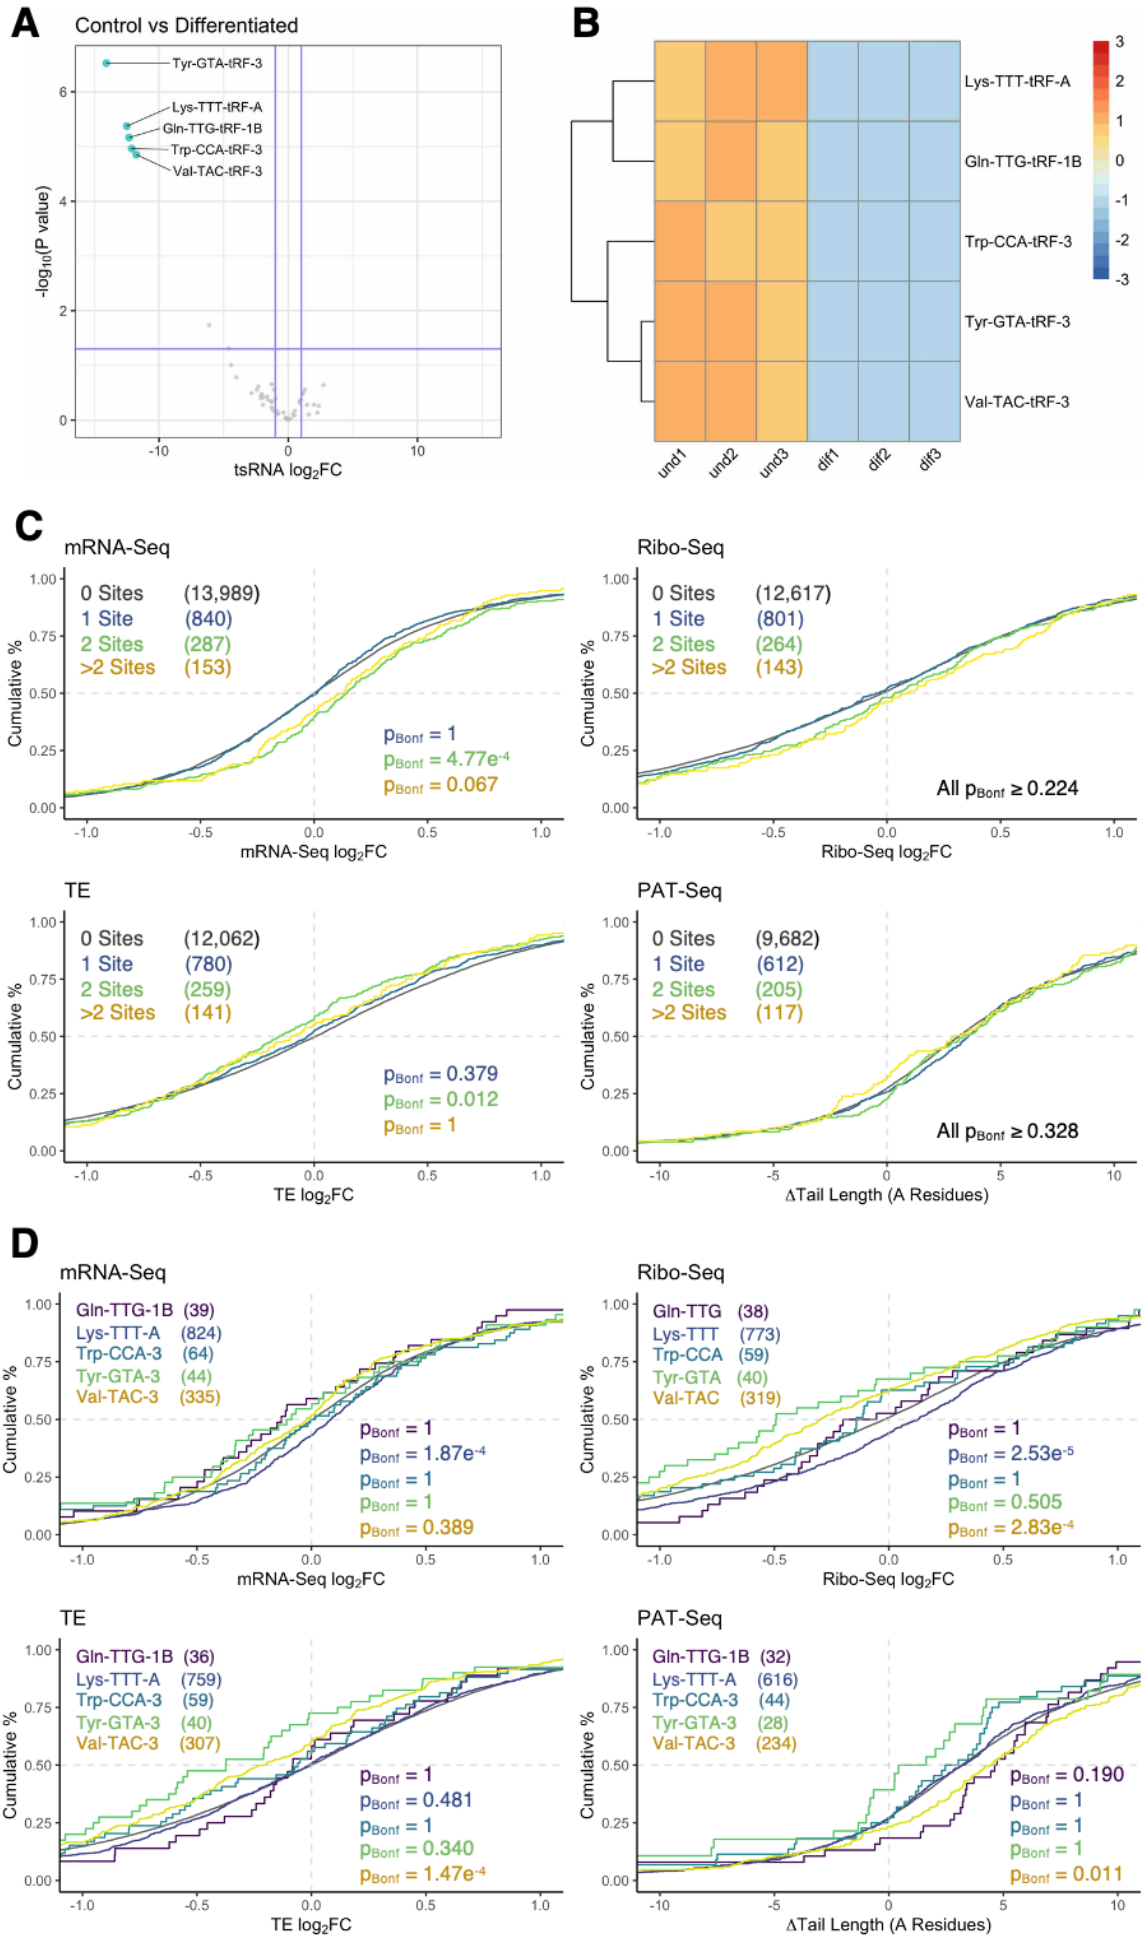

**Supplementary Figure 6. Differential expression of tRNA-derived small RNA fragments and their association with mRNA expression and poly(A) tail length.** (A) Volcano plot comparing  $\log_2FC$  and  $-\log_{10} p$  values of tRNA-derived small RNAs (tsRNA) differentially expressed during neuronal differentiation. A total of 5 significantly downregulated tRNA-derived small RNA fragments (tRF;  $> 14nt$  and  $< 28nt$ ) were identified. Suffixes denote location of origin: 1B = body of precursor tRNA, A = parent mature tRNA “A” loop, 3 = parent mature tRNA 3’ end. (B) Heat map showing expression profiles of the 5 significantly downregulated tRFs. Each cell corresponds to the sample-level  $\log_2CPM$  standard deviation relative to the row mean. Red = high expression, blue = low expression. Note that all 5 tRFs were not expressed in differentiated cells, hence the homogeneity amongst these samples. (C) Cumulative distribution profiles of mRNA expression, translation, translational efficiency and poly(A) tail length for genes targeted by downregulated tRFs, stratified by the number of predicted binding sites. All groups were compared to genes with no binding sites via Kolmogorov-Smirnov test, with associated Bonferroni-corrected p values reported bottom right. (D) As in (C), except examining the target genes of downregulated tRFs individually.

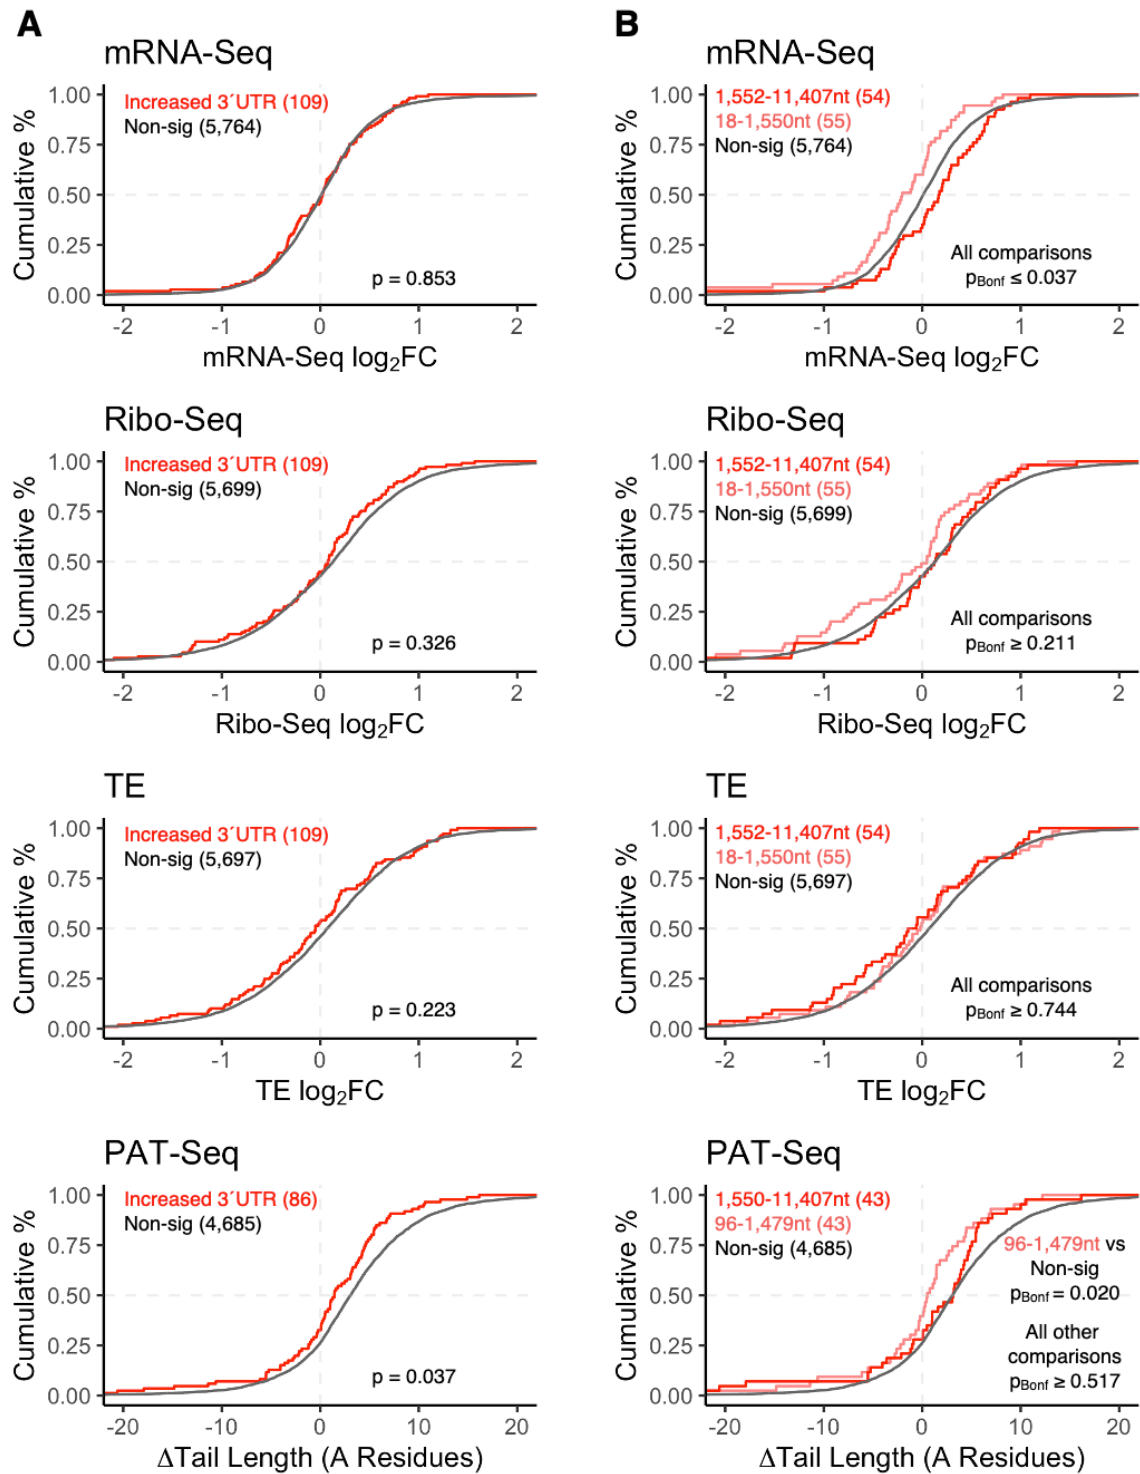

**Supplementary Figure 7. Effect of 3'UTR lengthening on mRNA dynamics.** (A) Cumulative density plots depicting changes in mRNA expression, translation, translational efficiency and poly(A) tail length for genes with significant 3'UTR lengthening vs genes with no change. Groups were compared via Kolmogorov-Smirnov test, with associated Bonferroni-corrected p values reported bottom right. (B) As in (A), with 3'UTR lengthening stratified into halves. All three groups were compared via Kruskal-Wallis test, with post-hoc Dunn's multiple comparisons test conducted to determine pair-wise differences between groups. Bonferroni-corrected p values are reported bottom right.

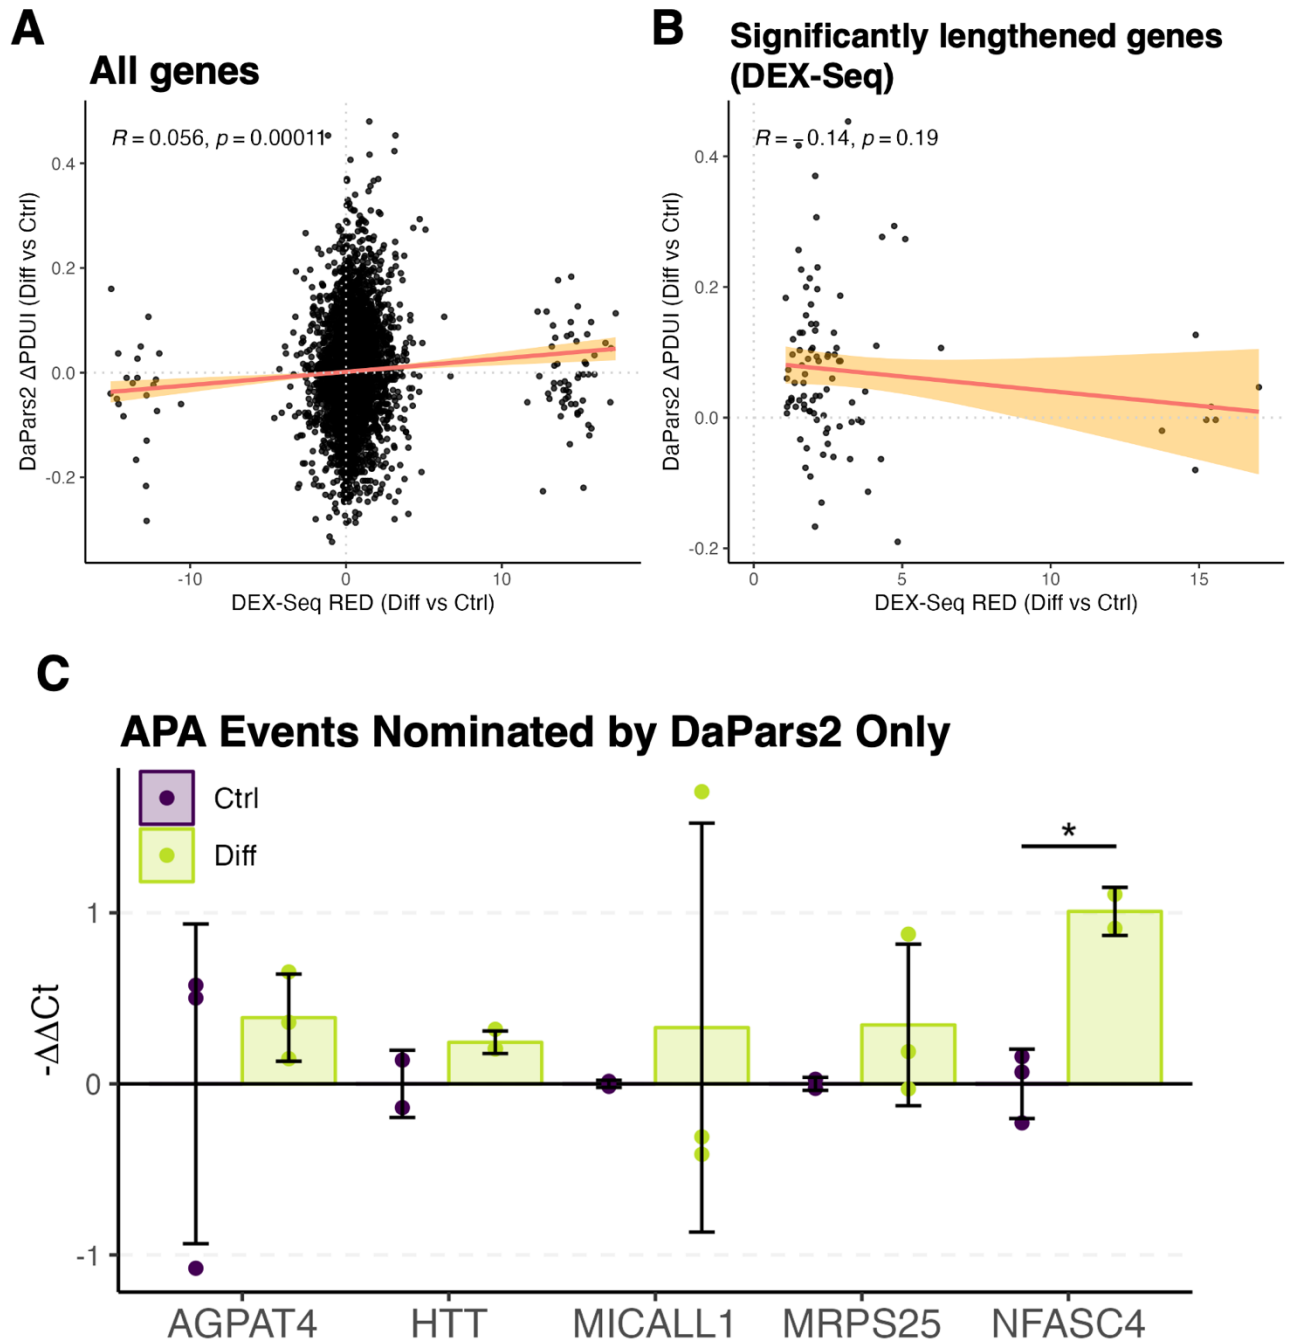

**Supplementary Figure 8. Quantification of putative APA events utilising DaPars2 and mRNA-Seq data.** (A) Comparison of APA events detected using *DEXSeq* with PAT-Seq data (relative expression difference, RED) and *DaPars2* with mRNA-Seq data ( $\Delta$  percentage of distal poly(A) site usage,  $\Delta$ PDUI). Pearson correlation coefficient and associated *P* value reported top left. (B) As in (A), except restricted to 110 genes with significant lengthening events as identified via *DEXSeq*. (C) qPCR validation of putative APA events detected via *DaPars2* but not *DEXSeq*. Two different primer sets were employed to normalise the expression of alternative 3'UTRs to common upstream regions.  $\Delta Ct$  values between control and ATRA/BDNF differentiated cells were compared via Student's *t*-test, with Benjamini, Kreiger and Yekutieli two-stage linear step-up procedure utilised to correct for multiple testing across all comparisons (\* = FDR < 0.05). Data presented as mean  $-\Delta\Delta Ct \pm SD$ .

## SUPPLEMENTARY METHODS

### mRNA sequencing

mRNA sequencing was conducted using the TruSeq Stranded mRNA Library Preparation Kit, according to the manufacturer's instructions. For each sample, 1 µg of high quality (RIN = 8.5) total RNA was diluted to a final volume of 50 µL in nuclease-free water and combined with 50 µL of oligo-dT RNA purification beads. After gentle mixing, poly(A) RNA was bound to beads via incubation at 65°C for 5 min then room temperature for 5 min. Beads were then concentrated via magnetic stand (5 min), following which supernatant was discarded and unbound RNAs were removed by washing beads with 200 µL Bead Washing Buffer (BWB). RNAs bound to oligo-dT beads were then eluted via the addition of 50 µL Elution Buffer and incubation at 80°C for 2 min, followed by a 25°C hold. To further purify mRNA from non-specifically bound rRNAs, mRNA was rebound to oligo-dT beads with 50 µL Bead Binding Buffer, samples were incubated (room temperature, 5 min), beads were pelleted via magnetic stand and unbound RNA was removed via washing with 200 µL BWB.

To fragment and prime the remaining mRNA for reverse transcription, beads were resuspended in 19.5 µL Fragment, Prime, Finish Mix and incubated at 94°C for 8 min. Magnetic beads were then pelleted and 17 µL of supernatant was collected from each sample for further processing. For first strand synthesis, 8 µL of First Strand Synthesis Act D Mix with SuperScript II (1 µL SuperScript II per 9 µL FSS Act D Mix) was added to each sample and reactions were developed under the following conditions; 25°C for 10 min, 42°C for 15 min, 70°C for 15 min, 4°C hold. Second strand synthesis was immediately conducted by adding 20 µL of Second Strand Marking Master Mix followed by incubation at 16°C for 1 hour. Samples were then brought up to room temperature and cDNA was purified using 90 µL AMPure XP beads (Beckman Coulter), according to the manufacturer's instructions, with cDNA eluted in 17.5 µL Resuspension Buffer (~15 µL recovered per sample).

Single adenosine nucleotides were then added to 3' ends for prior to adapter ligation by adding 12.5 µL A-Tailing Mix and incubating samples as per the following program; 37°C for 30 min, 70°C for 5 min, 4°C hold. Adapter ligation was immediately performed by adding 2.5 µL Ligation Mix and 2.5 µL RNA Adapter Index, with each sample receiving a unique adapter index sequence for downstream library demultiplexing. Reactions were then incubated at 30°C for 10 min and halted via the addition of 5 µL Stop Ligation Buffer. Adapter ligated cDNA was then purified via using 42 µL AMPure XP Beads, with samples eluted in 52.5 µL Resuspension Buffer (~50 µL recovered per sample). To ensure successful purification of cDNA, a second purification step was performed using 50 µL AMPure XP Beads, with samples eluted in 22.5 µL Resuspension Buffer (~20 µL recovered per sample).

PCR amplification was next conducted by supplementing samples with 5 µL PCR Primer Cocktail and 25 µL PCR Master Mix, followed by 15 cycles of PCR as per the following program;

98°C for 10 seconds.

15 cycles of;

98°C for 10 seconds.

60°C for 30 seconds.

72°C for 30 seconds.

72°C for 5 min.

Hold at 4°C.

Amplified cDNA was subsequently purified using 50µL AMPure XP Beads, with samples eluted in 32.5µL Resuspension Buffer (~30µL recovered per sample). Libraries were then validated and quantified by running 1µL of each sample on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 2nM, pooled (10µL of each library). Prior to sequencing, the combined library was denatured with Sodium hydroxide (200mM) and further diluted with HT1-buffer to a final concentration of 3pM. This diluted library was subjected to 151 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

### Ribosome profiling

Ribosome profiling was conducted using the TruSeq Ribo Profile kit (H/M/R; Illumina) as per the manufacturer's instructions, with minor amendments. Translational inhibition was firstly induced by incubating cells (cultured on 10cm plates) in warm culture medium supplemented with 0.1mg/mL cycloheximide (CHX) for 1 min. Cells were then washed with ice-cold PBS supplemented with CHX, after which 800µL of Mammalian Lysis Buffer (Tables M1 & M2) was added to each plate.

**Table M1. Mammalian Polysome Buffer Formula**

| Reagent                | Volume (µL) |
|------------------------|-------------|
| 500mM Tris*Cl (pH 7.4) | 160         |
| 5M NaCl                | 120         |
| 1M MgCl <sub>2</sub>   | 20          |
| 50mg/mL cycloheximide  | 8           |
| 100mM DTT              | 40          |
| Nuclease-free water    | 3652        |
| Final volume           | 4,000       |

**Table M2. Mammalian Lysis Buffer Formula**

| Reagent                   | Volume (µL) |
|---------------------------|-------------|
| Mammalian Polysome Buffer | 887.5       |
| 10% Triton X-100          | 100         |
| 2U/µl Turbo DNase I       | 12.5        |
| Final volume              | 1,000       |

Harvest of cells was then executed via extensive scraping on ice, with lysate collected in fresh tubes chilled on ice, shredded by 25-gauge needle, then incubated on ice for 10 min with periodic inversions. Lysates were subsequently clarified by centrifugation (20,000 x g, 4°C, 10 min) and aliquoted into fresh tubes, with a total of ~1mL lysate recovered from each sample.

For ribosome foot printing, 150U RNase I (Invitrogen; optimal concentration determined by RNase titration) was added to 300µL clarified lysate for 45 min at room temperature with gentle mixing, with reactions stopped via addition of 6µL SUPERase In RNase Inhibitor (Invitrogen). Samples were then concentrated to ~100µL via

vacuum centrifugation, after which ribosome protected RNA fragments (RPFs) were purified with MicroSpin S-400 HR columns (GE Healthcare). Columns were first equilibrated with 3mL of 1X Mammalian Polysome Buffer, prior to the addition of 100µL nuclease digested RPF samples and centrifugation (600 x g, room temp, 2 min). The flow-through was then supplemented with 10µL 10% SDS, following which RNA was purified using an RNA Clean & Concentrator-25 kit (Zymo Research), with samples eluted in 26µL nuclease-free water.

Library preparation was then conducted as per the manufacturer's instructions. Ribosomal RNA was firstly depleted from purified RPF RNA using the Ribo-Zero rRNA Removal kit (Illumina), with minor amendments to the manufacturer's protocol. Specifically, the 50°C incubation step during rRNA removal was omitted, while in addition, rRNA-depleted samples were purified via RNA Clean & Concentrator-5 kit (Zymo Research) and eluted in 11µL nuclease-free water. RPFs were then size selected via 12% denaturing urea-polyacrylamide gel electrophoresis (PAGE) as follows. RPF samples were combined with an equal volume of denaturing gel loading dye and denatured at 95°C for 5 min, followed by incubation on ice prior to loading. After pre-running the gel for ~20–30 min, samples were loaded and run at 38W for 90 min to ensure defined band separation. Gels were then stained in darkness with SYBR Gold for 5 min at 4°C, briefly visualised under UV transilluminator and bands ~25–33nt were excised. For purification of RPFs, gel slices were shredded and supplemented with nuclease-free water (400µL), 5M ammonium acetate (40µL) and 10% SDS (2µL). After incubation overnight at 4°C with gentle mixing, gel pieces were removed via 0.22µm Costar Spin-X filter tubes (Corning; 2,000 x g, 3 min) and RPFs were precipitated via the addition of glycogen (4µL) and 100% isopropanol (700µL). After incubation at –20°C for 2 hours, samples were centrifuged (12,000 x g, 4°C, 20 min), RNA pellets were washed with fresh, ice-cold 80% EtOH, then air-dried. Samples were subsequently resuspended in 20µL nuclease-free water.

To prepare RPFs for reverse transcription, end repair was conducted by firstly incubating samples with 7.5µL TruSeq Ribo Profile PNK (Polynucleotide Kinase) buffer (94°C, 25 min), followed by the addition of 3µL TruSeq Ribo Profile PNK and 44.5µL nuclease free water, with samples incubated at 37°C for 1 hour. After clean-up via RNA Clean & Concentrator-5 kit, 1µL TruSeq Ribo Profile 3' adapter was added and samples were heat denatured (65°C, 2 min). Adapter ligation was then performed by supplementing samples with 6µL ligation master mix (3.5µL TruSeq Ribo Profile Ligation Buffer, 1µL 100mM DTT, 1.5µL TruSeq Ribo Profile Ligase) and incubation at 23°C for 2 hours, followed by the addition of 2µL TruSeq Ribo Profile AR Enzyme and further incubation at 30°C for 2 hours.

Reverse transcription was subsequently performed via the addition of 13µL reverse transcription master mix (Table M3), with samples incubated at 50°C for 30 min. 1µL of TruSeq Ribo Profile Exonuclease was then added to each reaction, after which samples were then incubated with the following program: 37°C for 30 min, 80°C for 15 min, 4°C hold. Samples were then diluted to 50µL total volume with nuclease-free water, after which reactions were cleaned-up via RNA Clean & Concentrator-5 kit. Size selection of cDNA fragments was then performed via 10% native page, with 70-100nt fragments purified as above.

**Table M3. Reverse transcription master mix components**

| Reagent                             | Volume (µL) |
|-------------------------------------|-------------|
| TruSeq Ribo Profile RT Reaction Mix | 4.5         |

|                     |     |
|---------------------|-----|
| 100mM DTT           | 1.5 |
| Nuclease-free water | 6   |
| EpiScript RT        | 1   |
| Final volume        | 13  |

Amplification of cDNA libraries prior to sequencing was achieved utilizing a circularisation PCR method to reduce skewing of libraries towards highly abundant cDNAs, which may result in decreased library complexity. cDNA templates were firstly circularised via the addition of CircLigase master mix (Table M4) and incubation at 60°C for 2 hours. A 7µL aliquot of each circularised sample was then combined with PCR master mix (Table M5), with each sample receiving a unique index PCR primer for downstream library multiplexing. A total of 12 PCR cycles were run as per the following program;

98°C for 30 seconds.

12 cycles of:

94°C for 15 seconds.

55°C for 5 seconds.

65°C for 10 seconds.

Final hold at 4°C.

PCR products were then purified using 90µL Agencourt AMPure XP beads (Beckman Coulter) according to the manufacturer's instructions, after which ~140 – 160bp cDNA libraries were separated from adapter dimers (~113bp) via 8% native PAGE (38W, 70 min, 1% TBE). Libraries were then quantified via qPCR using the KAPA Library Quantification Kit for Illumina Platforms (Roche), normalized to 1nM and pooled (16.67µL of each library). This combined library was subjected to 101 single end sequencing cycles using the Illumina NovaSeq6000 instrument.

**Table M4. cDNA master mix components**

| Reagent                            | Volume (µL) |
|------------------------------------|-------------|
| TruSeq Ribo ProfileCL Reaction Mix | 4           |
| ATP                                | 2           |
| MnCl <sub>2</sub>                  | 2           |
| CircLigase                         | 2           |
| Final volume                       | 10          |

**Table M5. PCR master mix components**

| Reagent             | Volume (µL) |
|---------------------|-------------|
| Nuclease-free water | 14          |

|                                        |    |
|----------------------------------------|----|
| TruSeq Ribo Profile Forward PCR Primer | 2  |
| TruSeq Ribo Profile Index PCR Primer   | 2  |
| 2x Phusion Master Mix (NEB)            | 25 |
| Final volume                           | 43 |

### Small RNA sequencing

Preparation of small RNA libraries was conducted via the TruSeq Small RNA Library Prep kit (Illumina), according to the manufacturer's instructions. For each sample, 1 µg of high quality (RIN = 10) total RNA was concentrated to 5 µL, supplemented with 1 µL 3' adapter and incubated at 70°C for 2 min. Ligation of 3' adapters was then performed by adding 2 µL ligation buffer, 1 µL T4 RNA ligase 2 deletion mutant and 1 µL RNase inhibitor, followed by incubation at 28°C for 1 hour. Reactions were subsequently halted via the addition of 1 µL stop ligation buffer and further incubation at 28°C for 15 min. For 5' adapter ligation, 1 µL of 5' adapter was incubated at 70°C (2 min) and then supplemented with 1 µL ATP and 1 µL T4 RNA ligase. This mixture was then added to each sample and reactions were incubated at 28°C for 1 hour.

After adapter ligation, 6 µL of adapter-ligated RNA library was combined with 1 µL RNA RT primer and incubated at 70°C for 2 min. Reverse transcription was then performed by adding reverse transcription master mix (Table M6) and incubating samples at 50°C for 1 hour. Libraries were then amplified by supplementing samples with Small RNA PCR master mix (Table M7), followed by 11 cycles of PCR as per the following program;

98°C for 30 seconds.

11 cycles of;

98°C for 10 seconds.

60°C for 30 seconds.

72°C for 15 seconds.

72°C for 10 min.

Hold at 4°C.

Each library was then validated and quantified by running 1 µL on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 1nM and pooled (10 µL of each library). To purify small RNAs, pooled libraries were subjected to electrophoresis via 6% native polyacrylamide gel, with ~147–157nt bands excised, shredded, supplemented with 200 µL nuclease-free water and incubated overnight with gentle agitation to elute cDNA. After removing gel slices as previously described, libraries were precipitated by adding glycogen (2 µL), 3M NaOAc (30 µL) and 100% EtOH (975 µL) followed by centrifugation (17,000 x g, 4°C, 20 min). Supernatant was then discarded, the pellet was washed with 70% EtOH (500 µL) and air-dried, after which cDNA was resuspended in 10 µL 10mM Tris-HCL, pH 8.5. The pooled library was subsequently quantified via Agilent High Sensitivity DNA bioanalyzer chip, normalized to 2nM and denatured as per the mRNA sequencing protocol. This diluted library was subjected to 76 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

### Table M6. Reverse transcription master mix components

| Reagent                              | Volume (μL) |
|--------------------------------------|-------------|
| 5X First Strand Buffer               | 2μL         |
| 12.5mM dNTP Mix                      | 0.5μL       |
| 100mM DTT                            | 1μL         |
| RNase Inhibitor                      | 1μL         |
| SuperScript II Reverse Transcriptase | 1μL         |
| Total Volume                         | 5.5μL       |

**Table M7. Small RNA PCR master mix components**

| Reagent              | Volume (μL) |
|----------------------|-------------|
| Nuclease-free water  | 8.5μL       |
| PCR Mix              | 25μL        |
| RNA PCR Primer       | 2μL         |
| RNA PCR Primer Index | 2μL         |
| Total Volume         | 37.5μL      |

## Processing and analysis of sequencing data

### *mRNA sequencing*

Raw bcl files obtained via the NextSeq 500 were in Phred33 encoding, stranded and single end. These files were demultiplexed and converted to fastq format via *Bcl2fastq* (version 2.2, Illumina) using the following command;

```
bcl2fastq --sample-sheet <sample.sheet>.csv -o <output.directory>
```

Note that adapter sequences were included in the sample sheet to enable automatic adapter trimming. Output fastq files were subsequently decompressed and lane data were then merged for each sample. Quality control reports were then generated via *FastQC* (version 0.11.5) with the following command;

```
fastqc <input>.fastq
```

The *FastQC* reports were manually inspected for per base quality, as well as overrepresented sequences and adapter content. Reads were then trimmed from the 3' end based on Phred33 quality score to ensure all 3' ends were of high quality:

```
cutadapt --nextseq-trim 28 -o <output>.fastq <input>.fastq
```

Alignment to the reference genome (UCSC hg19, obtained from Illumina iGenomes) was then conducted using *HISAT2* (version 2.0.2);

```
hisat2 -x <path/to/hs2.genome.index> -U <input>.fastq -S <output>.sam
```

Finally, reads aligning to features were counted using *HTSeq* (version 0.7.2). Reads were assumed to be stranded and antisense relative to the genome (as indicated by Illumina):

```
htseq-count -f sam -s reverse -t exon <input>.sam
<reference.genome>.gtf > <read.counts>.txt
```

### *Ribosome profiling*

Raw cbcl files obtained via the NovaSeq6000 were in Phred33 encoding, stranded and single end. These files were demultiplexed and converted to fastq format via *Bcl2fastq* (version 2.2, Illumina) using the following command;

```
bcl2fastq --sample-sheet <sample.sheet>.csv -o <output.directory> --
minimum-trimmed-read-length 0
```

Note that the “--minimum-trimmed-read-length 0” flag enables automatic adapter trimming without masking short sequences. Output fastq files were subsequently decompressed and lane data were then merged for each sample. Quality control reports were then generated via *FastQC* (version 0.11.5) with the following command;

```
fastqc <input>.fastq
```

The *FastQC* reports were manually inspected for per base quality, as well as overrepresented sequences and adapter content. Reads between 25–40nt were then selected, after which 3’ bases with Phred33 score < 28 and single 5’ nucleotides were trimmed:

```
cutadapt -m 25 -M 40 -q 28 -u 1 -o <output>.fastq <input>.fastq
```

As Ribo-Seq libraries often exhibit unintended carry-over of small non-coding RNAs, we next aligned processed reads to a fasta reference file (containing rRNA, miRNA, snRNA and snoRNA sequences) with *Bowtie2* (version 2.2.6) and retained unaligned reads for further analysis;

```
bowtie2 -L 20 --un <unaligned.reads>.fastq -x
</path/to/noncoding.RNA.bt2.index> -U <input>.fastq -S
<noncoding.RNA.alignments>.sam
```

Alignment to the reference genome (UCSC hg38, obtained from Illumina iGenomes) was then conducted using *Tophat2* (version 2.2.1), with the output encoded in bam format (default). To ensure that small noncoding RNA reads *not* removed by *Bowtie2* were not aligned, a reference genome with rRNA, miRNA, snRNA and snoRNA loci omitted was used to guide alignment:

```
tophat --output-dir <output.directory> <path/to/bt2.genome.index>
<input>.fastq
```

Finally, reads aligning to features were counted using *HTSeq* (version 0.7.2). Using default parameters, reads were assumed to be stranded and sense relative to the genome (as indicated by Illumina). To ensure that small noncoding RNA reads *not* removed by *Bowtie2* were not counted, a reference genome with rRNA, miRNA, snRNA and snoRNA loci omitted was used to guide read-counting:

```
htseq-count -f <input.file.format> <input>.bam <reference.genome>.gtf
> <read.counts>.txt
```

### *Small RNA sequencing*

Small RNA bcl files were demultiplexed, merged, and subjected to QC as per the mRNA workflow, with the exception that adapters were trimmed using *Cutadapt* to prevent adapter masking during demultiplexing. Reads aligning to tRNA sequences obtained from gtRNAdb (version 2.0) [1] were next identified and filtered from small RNA data using *Bowtie2* (version 2.2.6):

```
bowtie2 -x </path/to/trna.bt2.index> -U <input>.fastq --un
<unaligned.reads>.fastq -S <trna.alignments>.sam
```

Genome alignment was then conducted with *Bowtie2*, with the NCBI GRCh38 reference annotation used to ensure compatibility with the miRBase (version 21) mature miRNA GFF3 annotation;

```
bowtie2 -x </path/to/genome.index> -U <input>.fastq -S
<alignments>.sam
```

Reads aligning to the miRBase mature miRNA annotation file (“hsa.gff3”) were then counted with *HTSeq*, with sense strandedness (default) used;

```
htseq-count -f <input>.sam <mature.miRNA.reference>.gff3 >
<read.counts>.txt
```

### *Analysis of alignment read distribution*

The genomic distribution of uniquely aligning reads (i.e. transcription start/stop sites, 5'UTR, CDS, 3'UTR) was conducted with RSeQC (version 2.6.4) as follows;

```
read_distribution.py -i <input>.bam -r hg19_UCSC_knownGene.bed >>
<output>.txt
```

### *Metagene analysis*

The following analyses were performed on mRNA-Seq, Ribo-Seq and PAT-Seq bam files, with all samples merged into a single composite library containing uniquely aligned reads, as these are specifically utilised for read-counting by *HTSeq*. All commands utilised for metagene analyses were sourced from the *Plastid* python library.

Regions of interest around CDS start and stop codons were firstly generated using the *metagene generate* subscript;

```
metagene generate --annotation_files hg19.gtf --landmark
cds_stop/cds_start --upstream <number.of.nt.upstream> --downstream
<number.of.nt.downstream> <roi.name>
```

For Ribo-Seq libraries, ribosome P-sites were next estimated using the *psite* script and CDS start roi;

```
psite cds.start.roi.txt <output.name> --count_files <input>.bam --
min_length 24 --min_counts 1 --normalize_over <number.of.nt.upstream>
<number.of.nt.downstream> --require_upstream --constrain 10 15 --
aggregate
```

For sub-codon phasing, reads were phased around start codons using the script *phase\_by\_size.py* as follows. Note that Ribo-Seq reads utilized the variable P-sites as calculated above, whereas offsets were manually set to a fixed distance of 12nt from the 5' end for mRNA-Seq and PAT-Seq data;

```
# Ribo-Seq

phase_by_size.py cds.start.roi.txt <output.name> --count_files
<input>.bam --fiveprime_variable --offset p.sites.txt --min_length 24
--max_length 40

# mRNA/PAT-Seq

phase_by_size.py cds.start.roi.txt <output.name> --count_files
<input>.bam --fiveprime --offset 12
```

Metagene profiles around the CDS start and stop codons were then generated with *metagene count*;

```
# Ribo-Seq
```

```

metagene count roi.txt <output.name> --count_files <input>.bam --
normalize_over <number.of.nt.upstream> <number.of.nt.downstream> --
min_count 1 --use_mean --fiveprime_variable --offset p.sites.txt --
min_length 24 --max_length 40

# mRNA/PAT-Seq

metagene count roi.txt <output.name> --count_files <input>.bam --
normalize_over <number.of.nt.upstream> <number.of.nt.downstream> --
min_count 1 --use_mean --fiveprime --offset 12 --min_length 24 --
max_length 151

```

### Differential expression analysis

Raw count files (*HTSeq*) from each sample were merged into a single read-count matrix, and reads classed as “no\_feature”, “ambiguous”, “too\_low\_aQual”, “not\_aligned” or “alignment\_not\_unique” were removed. Differential mRNA or RPF expression was then calculated via *EdgeR* (version 3.28.0) as follows. The merged read-count matrix was firstly imported into R and converted into an *EdgeR* DGEList object. A minimum counts-per-million (CPM) threshold was then used to filter out genes with low read counts across all samples. This threshold ensured that genes with a raw read count of 5 in the smallest library were removed. Library normalization factors were then calculated via trimmed mean of means (TMM) method and dispersion was estimated, after which differential expression was determined via exact test. The general analysis pipeline is presented below;

```

# Import edgeR library
library("edgeR")

# Import merged counts
x <- read.delim("merged.counts.txt", row.names="gene_id")

# Assign groups, matching order of columns in merged count file
group <- c("C", "C", "C", "D", "D", "D")

# Create DGEList object
y <- DGEList(counts=x, group=group)

# Filter out genes with low read-counts across all samples
keep <- rowSums(cpm(y)>1.5) >= 4
y2 <- y[keep,,keep.lib.sizes=FALSE]

# Calculate normalization factors and estimate dispersion
y3 <- calcNormFactors(y2)
y3 <- estimateDisp(y3)

# Determine differential expression via exact test
et <- exactTest(y3, c("C", "D"))

```

### Differential translational efficiency

Analysis of differential translational efficiency was conducted via the *RiboDiff* (version 0.2.1) package. Raw mRNA and RPF counts were firstly merged into a single matrix, after which genes surviving *edgeR* CPM thresholds were selected for further analysis. A csv file containing sample names, data types (mRNA-Seq/Ribo-Seq) and experimental conditions was additionally produced to guide translational efficiency analysis. Translational efficiency was then calculated using the following script, with a *P* value threshold set to 1 to ensure all results were printed;

```
python ribodiff/scripts/TE.py -p 1 -e <phenotype.file>.csv -c  
<merged.counts>.txt -o <output>.txt
```

### Identification of tsRNAs and target gene prediction

Small RNA reads aligning to tRNAs were analysed for tRNA-derived small RNAs (tsRNA) using the *tDR Mapper* package [1]. Reads were firstly aligned to mature and precursor human tRNA sequences sourced from gtRNAdb (v2.0) [2], progressively allowing for exact matches, then one, two or three mismatches or deletions. Consecutive positions of >50% coverage were then used to determine the primary tsRNA associated with the parent tRNA, with regions > 14nt and < 28nt defined as tRNA fragments (tRF) and regions  $\geq$  28nt and < 41nt defined as tRNA halves (tRH). For each sample, tsRNA read-counts were then assembled. If a tsRNA was derived from multiple parent tsRNAs with the same anticodon and amino acid, the average of all read-counts was taken to mitigate the inclusion of identical tsRNA sequences in downstream analyses. Differential tsRNA expression was then calculated using *edgeR* as described above.

To investigate the potential for tRFs to regulate mRNA expression in a similar manner to miRNAs, TargetScan custom prediction scripts (perl) [3] were used to identify potential tRF-mRNA interactions for further analysis. For this analysis, nucleotides 2-8 were specified as the tRF “seed region”. For each gene, the context scores of all potential binding sites were aggregated to produce total context+ scores, as previously described [4]. Predicted tRF-gene pairings with total context+ score < -0.2 were then analysed for changes in mRNA expression and poly(A) tail length as per the miRNA analysis.

### RT-qPCR

To confirm mRNA, miRNA and APA differential expression, 1 $\mu$ g of total RNA was reverse transcribed per sample for production of both miRNA and mRNA cDNA. For miRNA, total RNA was polyadenylated with 1.25 units (U) of *E. coli* poly(A) polymerase (NEB) and 1mM ATP. For both mRNA and miRNA, genomic DNA was depleted with 1U amplification-grade DNase I at room temperature for 13 min, with reactions blocked using 25mM EDTA at 65°C for 10 min. Reverse transcription was then performed using 200U SuperScript II reverse transcriptase (Invitrogen) as per the manufacturer’s instructions, with 40U RNaseOUT RNase inhibitor (Invitrogen) included to limit RNA degradation. Reactions were primed with either 5ng/ $\mu$ L random hexamers (mRNA) or 2 $\mu$ M miRNA universal primers (5’-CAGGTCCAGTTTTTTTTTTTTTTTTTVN-3’, where V = A, G or C and N = A, T, G or C) [5] for enhanced miRNA specificity. Negative control reactions were included by substituting SuperScript II with nuclease-free water.

Quantitative real-time PCR (qPCR) was conducted with 5 $\mu$ L of a 1/20 cDNA dilution, 0.5 $\mu$ L of both forward and reverse primers (10 $\mu$ M, see Table S1 for primer sequences and supplementary methods for design considerations),

6.25µL Power SYBR Green master mix (Applied Biosystems, Foster City, CA, USA) and 0.25µL nuclease-free water. Reactions were run on an Applied Biosystems 7500 Real Time PCR System, with a dissociation curve to assess primer specificity. For analysis of mRNA expression, the geometric mean of *GUSB* (β-glucuronidase) and *TUBB2A* (tubulin β-2A) was used as a reference, which was subtracted from the target mRNA cycle threshold ( $C_t$ ) to determine  $\Delta C_t$ . For miRNAs, *U6* and *U49* small nucleolar RNAs were instead employed as a reference. For APA, primers were designed to amplify either the entire gene, or only the long 3'UTR isoform (as identified via the APA analysis). The  $C_t$  of the target gene was then subtracted from  $C_t$  of the long APA isoform to identify changes in APA site preference, corrected for overall changes in gene expression. Statistical analysis of  $\Delta C_t$  changes between conditions was determined via two-sided Student's *t*-test, with correction for multiple testing via Benjamini, Krieger and Yekutieli two-stage linear step-up procedure. An  $FDR < 0.05$  was considered statistically significant.

### Primer design

All miRNA primers were designed using the *miRprimer* software package [6], which generates primers compatible with miRNA cDNA produced via the methodology described above. Primer design for the APA qPCRs was conducted via the NCBI Primer Blast tool [7] and the Integrated DNA Technologies (IDT) OligoAnalyzer Tool. Primers were designed to comply with the following criteria:

1. Melting temperature ( $T_m$ ) near 60°C and  $< 3^\circ$  difference between forward and reverse primers.
2. GC% between 40 - 60%, with the exception of miRNA reverse primers.
3. No secondary structures with free energy ( $\Delta G$ )  $< -2$  kcal/mol and/or within 15°C of the  $T_m$ .
4. No homodimers or heterodimers with 3' complementarity.
5. No 5' or internal homodimers or heterodimers with  $\Delta G < -8$  kcal/mol.

### Identification of APA events from the mRNA-Seq data

APA events were identified from the mRNA-Seq data using *DaPars2* [8]. Putative APA events supported by a minimum 10 counts were identified from mRNA-Seq bamfiles using the *Dapars2\_Multi\_Sample.py* command, in conjunction with the *hg19\_refseq\_extracted\_3UTR.bed* 3'UTR reference (available from [https://github.com/ZhengXia/dapars/blob/master/DaPars\\_Test\\_Dataset.zip](https://github.com/ZhengXia/dapars/blob/master/DaPars_Test_Dataset.zip)). For each gene, utilisation of distal poly(A) sites was quantified as a percentage of distal poly(A) site usage index (PDUI), noting that we retained the most highly expressed site per gene. Changes in PDUI ( $\Delta PDUI$ ) between control and differentiated cells were then analysed via *t*-test, with *P* values adjusted via Benjamini-Hochberg *FDR*. We note that sites with no change between control and differentiated cells were omitted, as well as sites with a standard deviation of zero in both conditions, since these sites produce infinite *t*-statistics. To compare results between the PAT-Seq and mRNA-Seq APA analyses, Pearson correlation was analysed between *DEXSeq* RED values and *DaPars2*  $\Delta PDUI$  values for genes detected in both datasets.

### REFERENCES

1. Selitsky, S.R. and P. Sethupathy, *tDRmapper: challenges and solutions to mapping, naming, and quantifying tRNA-derived RNAs from human small RNA-sequencing data*. BMC Bioinformatics, 2015. **16**: p. 354.
2. Chan, P.P. and T.M. Lowe, *GtRNAdb 2.0: an expanded database of transfer RNA genes identified in complete and draft genomes*. Nucleic Acids Res, 2016. **44**(D1): p. D184-9.
3. Agarwal, V., et al., *Predicting effective microRNA target sites in mammalian mRNAs*. Elife, 2015. **4**.
4. Garcia, D.M., et al., *Weak seed-pairing stability and high target-site abundance decrease the proficiency of lsy-6 and other microRNAs*. Nat Struct Mol Biol, 2011. **18**(10): p. 1139-46.
5. Balcells, I., S. Cirera, and P.K. Busk, *Specific and sensitive quantitative RT-PCR of miRNAs with DNA primers*. BMC Biotechnol, 2011. **11**: p. 70.
6. Busk, P.K., *A tool for design of primers for microRNA-specific quantitative RT-qPCR*. BMC Bioinformatics, 2014. **15**: p. 29.
7. Ye, J., et al., *Primer-BLAST: a tool to design target-specific primers for polymerase chain reaction*. BMC Bioinformatics, 2012. **13**: p. 134.
8. Xia, Z., et al., *Dynamic analyses of alternative polyadenylation from RNA-seq reveal a 3'-UTR landscape across seven tumour types*. Nat Commun, 2014. **5**: p. 5274.

How the deposited data were processed for this re-analysis (not part of the article)

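SH-SY5Y cells, untreated or differentiated with ATRA and BDNF, were measured by PAT-Seq, mRNA-Seq and small RNA-Seq (3 control and 3 differentiated libraries each) and by Ribo-Seq (3 control and 2 differentiated libraries), 23 libraries in all. The authors left the third differentiated Ribo-Seq replicate out for its quality. Conditions were taken from the sample titles and the methods, since the source labels call all 23 samples differentiated. Replicate numbers were checked as possible pairs. The correlation between the deviations from the group means of control and differentiated replicates with the same number was -0.277, 0.178 and 0.0179 in mRNA-Seq, -0.160 and -0.161 in Ribo-Seq and 0.377, -0.0793 and 0.138 in small RNA-Seq. It was -0.0137, 0.00996 and 0.00666 for tail length and -0.0345, 0.0152 and -9.19e-05 for PAT-Seq expression, so libraries were treated as unpaired, and the replicate number as a block was an alternative.

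For mRNA-Seq, the authors trimmed reads with cutadapt 1.14, aligned them to hg19 with HISAT2 2.0.2 and counted genes with HTSeq 0.9.1. Ribosome footprints were trimmed, cleared of noncoding RNA with Bowtie2 2.2.6, aligned with TopHat2 2.2.1 and counted with HTSeq, and small RNA reads were cleared of tRNAs, aligned to GRCh38 and counted on miRBase. The supplement names a later genome build than hg19 for the footprints. It counts footprints on the sense strand, without loci of rRNA and small noncoding RNAs, and mRNA-Seq reads on the reverse strand. Whether these differences affect TE was not tested. The deposited signal of these 3 assays is the authors' TMM-normalized CPM, that is, gene counts divided by the effective library size after TMM factors from edgeR. It was taken for plain CPM before the values were seen, but column sums between 558907 and 1705700 show that TMM factors are in it. For PAT-Seq, the authors trimmed reads and measured poly(A) tails with the tail tools, aligned them to hg19 with Bowtie2 and deposited raw counts of reads with a tail of at least 4 untemplated A residues per gene, with their mean length. They also deposited raw counts of these reads over APADB sites, made with DEXSeq's counting tool, with the log2 fold changes and the p-values that the authors computed with DEXSeq, and p-values for tail length that they computed with limma voom. The column of all reads per gene in the tail table, 1 per library, was not used here.

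Every CPM value was a whole multiple of 1 step per library within 0.1 reads, so the counts behind the values were recovered for the alternative tests. The step was 0.0177 to 0.265 CPM in mRNA-Seq and Ribo-Seq and up to 1.70 CPM in small RNA-Seq, which is the precision of a low value. Changes in mRNA-Seq, Ribo-Seq and small RNA-Seq were tested with limma 3.58.1 (trend) on log2(CPM + 0.5) after TMM scaling, with two-sided p adjusted by the Benjamini-Hochberg method, at an adjusted p under 0.05 and an absolute log2FC over 1. TE was the interaction of assay and condition in 1 limma model of 6 mRNA-Seq and 5 Ribo-Seq libraries, in genes present in both tables. PAT-Seq expression was tested with edgeR 4.0.16 by quasi-likelihood on poly(A) reads, after edgeR's filter on low counts. Tail length was tested with limma in genes with at least 10 poly(A) reads in every library, with weights from a smooth trend of residual spread on poly(A) reads, at an adjusted p under 0.1 and a change over 10 A residues. For APA, sites with at least 2 normalized reads in all 3 libraries of 1 condition or the other were kept, the 2 highest sites of a gene were compared by RED with a pseudocount of 0.5, and edgeR's diffSpliceDGE tested each site at an adjusted p under 0.1. Places of sites came from GENCODE release 44 on GRCh37, with a tolerance of 50 nt at 3′UTR ends.

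Correlations and differences across genes were tested with 100000 permutations of genes and adjusted within each family of tests, and genes are not independent replicates. The mean tail length was tested by an exact two-sided permutation test over libraries, whose smallest p is 0.1. Pairs of miRNA and tail were tested over all 720 permutations of 6 libraries. Intervals are 95% intervals of 10000 bootstrap draws. Before the data were examined, 31 lists were fixed, 24 of genes and 7 of miRNAs. They hold neuronal markers of Fig. 1E, presynaptic, postsynaptic, ion channel, axon cytoskeleton, cell cycle, retinoic acid response, immediate early and ERK feedback, catecholamine, cholinergic, mesenchymal, glial, cholesterol and ATF4 genes. The others hold ribosomal protein, elongation, cleavage and polyadenylation, poly(A) polymerase, deadenylase, poly(A)-binding, mitochondrially encoded and Fig. 8A genes, the markers of the cordycepin qPCR and the genes of the APA qPCR. The miRNA lists hold the let-7 family, the miR-17-92, miR-424 and DLK1-DIO3 clusters, neuron-enriched and non-neural miRNAs and the miRNAs the paper names. Lists were tested with camera at a preset correlation of 0.01 and with an estimated one, and with Fisher's exact test among lengthened tails and lengthened 3′UTRs. Counts of list members that were higher or lower use an adjusted p under 0.05 alone, without the log2FC limit, unless stated. Gene names followed a rule set at the same time, namely the 10 largest rises and falls past the thresholds whose libraries do not overlap (mean of at least 5 CPM, 10 CPM for miRNAs, 50 poly(A) reads for tails and 10 normalized reads for APA), the genes the paper names, and up to 4 members of each list with the smallest p. First entries of Supplementary Tables S3, S5 and S6 had been seen before.

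Alternatives covered the pseudocount, filters on low values, the scaling, the variance model, the replicate block, edgeR and DESeq2 1.42.0 on counts, the weights and centring of tail length, the site filter and threshold for APA, the authors' p-values, rank correlations and leaving out each library in turn. Where only 1 differentiated Ribo-Seq library was left, that library was assumed to vary like the others. Scaling by library totals, genes matched on gene length and the authors' p-values at 0.05 were added after the data were seen. The tests were tested on simulated data at the same depth, where limma recovered 100% of 3-fold changes in mRNA-Seq, 91% in Ribo-Seq and 35% in small RNA-Seq. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.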

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

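Scaling by library totals and the tests of explanations for the cholesterol genes were chosen after the results were seen, the latter with their predictions written before the tests were run. Cholesterol is made by a chain of enzymes that SREBP factors switch on when sterols run short. STARD4 carries cholesterol between membranes. Cells grown in serum take up cholesterol from lipoproteins. The paper does not discuss these genes, and they stood out because their median log2 change in TE was 2.07, above 0 for all 21 measured members. In footprints, 19 of 21 were higher and 0 lower (21 higher and 0 lower when adjusted over the list alone, median log2FC 1.94, camera adjusted p = 2.54e-15, adjusted p = 0.0842 with an estimated correlation), among them HMGCS1 (log2FC 2.96) and MSMO1 (log2FC 3.01). In mRNA-Seq, 0 of 21 were higher and 10 lower (0 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.00347, adjusted p = 0.162 with an estimated correlation). Of these 10 genes, 0 passed the log2FC limit of 1. A single Ribo-Seq library as the source is argued against, since the median TE change stayed at 2.01 or more without any 1 of the 5 libraries, with all 21 genes past the adjusted p each time. RNA was harvested in TRIzol and footprints in a lysis buffer, and no value here decides whether the cultures differed between these harvests. The methods describe flasks for differentiation and the supplement plates for Ribo-Seq, so separate cultures stay open as a candidate explanation. PAT-Seq, like mRNA-Seq, used RNA harvested in TRIzol, and given the lack of a rise in mRNA-Seq, its values are no test of a difference from the lysates. Its median log2FC of 20 measured members was -0.26 (range -0.93 to 0.61 over genes), with 4 above and 16 below 0. RNA from the lysates that gave the footprints was not analysed here. The loss of serum goes with ATRA and BDNF in every differentiated library, so a response to the medium may explain the rise in footprints and cannot be separated from differentiation in this design.

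Growing neurites are built from microtubules, neurofilaments and growth cone proteins such as GAP43. MAP1B binds microtubules, and ANK2 links the membrane to the cytoskeleton. The paper does not discuss these genes as a group, and they stood out by a median log2 change in TE of 0.97, while in mRNA-Seq they did not pass as a group (camera adjusted p = 0.619). Without 1 Ribo-Seq library, the camera adjusted p for TE ran from 5.47e-10 to 3.93e-08. No biological explanation was tested.

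Ribosomal protein mRNAs begin with an oligopyrimidine tract, through which growth signals control their translation. RPLP0 and RPL12 belong to the stalk of the large subunit. The paper does not discuss ribosomal protein genes, and they stood out by a median log2 change in TE of -0.60. Footprints of RPLP0 (log2FC -1.31) and RPL12 (log2FC -1.39) fell. In Ribo-Seq, 0 of 76 were higher and 29 lower (0 higher and 36 lower when adjusted over the list alone, median log2FC -0.47, camera adjusted p = 6.72e-09, adjusted p = 0.0842 with an estimated correlation). In mRNA-Seq, 7 of 77 were higher and 1 lower (3 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.072), and RPL26 (log2FC 0.70) was among the higher ones. Elongation factor genes were lower in Ribo-Seq in 6 of 16 cases and higher in 0 (0 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.021, adjusted p = 0.357 with an estimated correlation), and in mRNA-Seq 4 were higher and 3 lower (4 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.606). In Ribo-Seq elongation genes no longer passed without control replicate 1 (adjusted p = 0.0742) or differentiated replicate 1 (adjusted p = 0.0824). No explanation was tested.

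Noradrenergic neurons make noradrenaline through TH, DDC and DBH, load it into vesicles through SLC18A1 and take it up again through SLC6A2. SH-SY5Y cells come from a tumour of this lineage. The paper does not discuss these genes, and they stood out by a median log2FC of -0.76 in mRNA-Seq, where 2 of 18 were higher and 10 lower (2 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.000803, adjusted p = 0.36 with an estimated correlation). Their mRNAs fell in DDC (log2FC -2.24), SLC6A2 (log2FC -1.42) and SLC18A1 (log2FC -2.11), and in PAT-Seq the log2FC was -1.86 for DDC and -1.83 for SLC6A2. In Ribo-Seq, 6 of 16 were higher and 6 lower (6 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.734), with a median of -0.04 and a mean of 0.24, which differ in sign. TE was higher for SLC18A1 (log2 change 3.18), SLC6A2 (log2 change 2.35) and DDC (log2 change 2.09), and over the list 7 of 16 were higher and 0 lower (8 higher and 0 lower when adjusted over the list alone, median 0.66, camera adjusted p = 0.0012, adjusted p = 0.37 with an estimated correlation). No explanation was tested for these genes.

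The DLK1-DIO3 domain on 14q32 is imprinted and holds one of the largest miRNA clusters of the genome. DLK1 is expressed from the paternal copy and the miRNAs from the maternal one. The paper names miR-410-3p and miR-758-3p but not the cluster they belong to, which stood out by a median log2FC of -2.55 (mean -2.18). Without 1 library, 4 to 9 of its 11 measured miRNAs stayed past the adjusted p, and the camera adjusted p ran from 2.14e-05 to 0.000809. With all libraries and an estimated correlation, the cluster did not pass (camera adjusted p = 0.0515). By library totals the falls of miR-889-3p, miR-410-3p and miR-758-3p were larger, and no explanation was tested.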

How the results depend on the processing

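Scaling by library totals, genes matched on gene length and the authors' p-values at 0.05 were chosen after the results were seen, and the other alternatives were not. Of 243 recomputed values for counts, averages and relations, 189 kept their direction and their side of the threshold or stayed within 1.5 times the reported count, 36 moved further, 3 no longer passed, 6 newly passed and 9 changed sign. Of 3573 values for named genes, lists and directions, 3179 were the same, 236 no longer passed, 10 newly passed, 144 moved and 4 changed sign. For named APA genes 79 of 174 were the same and 92 no longer passed, and for named tail genes 85 of 173 and 87, against 996 of 1015 and 11 in mRNA-Seq.

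The mRNA-Seq count of 1454 was 871 with a pseudocount of 2, which shrinks changes at low CPM and lost 583 of the genes, and 927 at a mean CPM of at least 5, where 527 of the genes were not tested and 0 of the tested ones were lost. Other settings raised it. A pseudocount of 0.1 added 530 genes and lost 0. On recovered reads, edgeR's quasi-likelihood test, its exact test and DESeq2 added 659, 687 and 564 genes and lost 6, 9 and 11. A replicate block gave 1455 genes in mRNA-Seq, 1700 in Ribo-Seq, 2202 in TE, 472 in PAT-Seq expression and 100 miRNAs. Without 1 library, counts ran over 1412 to 1665 in mRNA-Seq, 2213 to 3473 in TE and 387 to 505 in PAT-Seq expression. The Ribo-Seq count ran over 526 to 3739, with 3739 without control replicate 1, 526 without differentiated replicate 1 and 796 without differentiated replicate 2. The last 2 leave 1 differentiated library, assumed to vary like the others, and the cause of the rise without control replicate 1 was not tested.

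MiR-128-3p no longer passes when TMM factors are left out. By library totals 50 miRNAs passed, of which 45 are among the 87, and nothing but the factors was changed. Without 1 library the miRNA count ran over 20 to 106, with 45, 26 and 20 without control replicate 1, 2 and 3. Differentiated replicate 1 had 426939 reads, and limma recovered 95% of simulated 6-fold changes at the depth of these libraries. The cause of the falls without a control was not tested.

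Tail genes such as RAPGEF4 and NLGN4X depended on the weights. Without weights limma called 0 genes, with 1095 at an unadjusted p under 0.05, of which 841 also changed by over 10 A residues. In simulated data the same test recovered 0% of gains of 15 A residues and 34% of gains of 25. With library medians set equal the count was 17, with 442 at an unadjusted p under 0.05 and over 10 A residues, which removes the average gain by construction. A replicate block gave 30, and the cause was not tested. Without 1 library the count ran over 20 to 107, namely 25, 28 and 20 without control replicate 1, 2 and 3, and 36, 29 and 107 without differentiated replicate 1, 2 and 3. The average gain was 1.65 A residues as a mean over reads, which gives abundant mRNAs such as those of RPL8 and RPS19 more weight, and 2.72 to 3.93 without 1 library. RPL8 (listed as RPL8/DL491750) changed by -1.00 with library medians set equal.

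The APA count of 40 was 7 at an adjusted p under 0.05, 5 with a replicate block, 205 with DESeq2, 308 with limma's diffSplice and 196 with the authors' p-values (119 at 0.05). The cause was not tested, though in simulated data DESeq2 made 22 and limma 24 false calls, against 1 by edgeR, and recovered 68.8% and 63.5% of 8-fold changes, against 46.9% (at 4-fold 37.5%, 37.5% and 26.0%). Without 1 library the APA count ran over 0 to 35, with 3, 35 and 5 without control replicate 1, 2 and 3 and 2 and 3 without differentiated replicate 2 and 3. Without differentiated replicate 1, edgeR called 0, with 383 genes at an unadjusted p under 0.05, and limma called 225 and DESeq2 60. RED of ACVR2A ran from -3.06 without differentiated replicate 2 to 5.36 without control replicate 1, and that of PDCD10 from -0.00632 without differentiated replicate 3 to 5.41 without differentiated replicate 1 (cause not tested). RED of RBMS2 was -0.0153 where sites had to pass in all 6 libraries, which removes its proximal site, with 0 reads in every differentiated library.

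With a correlation between genes estimated from the data, camera passed 0 lists in mRNA-Seq (6 at an unadjusted p under 0.05, against 11 passing at 0.01). It passed 0 in Ribo-Seq (3 at an unadjusted p, against 9) and 0 in small RNA-Seq (2 at an unadjusted p, against 5). In TE it passed 2 (cholesterol and axon genes, against 6). For some lists that no longer passed, the estimate was below the preset 0.01. It was 0.00262 for poly(A)-binding, CPEB, ELAVL and CELF genes in mRNA-Seq, -0.00972 for ribosomal protein genes in Ribo-Seq and -0.107 for neuron-enriched miRNAs. A higher correlation between genes is not the reason for their loss. Other estimates were higher, such as 0.603 for retinoic acid response genes in mRNA-Seq. Without 1 library, 9 to 12 lists passed in mRNA-Seq, 8 to 9 in Ribo-Seq, 4 to 5 in small RNA-Seq, 4 to 9 in TE and 0 to 2 for tail length, and the cause was not tested.

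Among lengthened tails, the relation of tail change to mRNA-Seq was 0.178 as Spearman's rho and 0.135 at 50 or more poly(A) reads, and the mRNA-Seq difference was 0.16 against genes matched on length. Neither relation passed, and for that difference the Kolmogorov-Smirnov statistic did not pass (adjusted p = 0.105), while the means had a permutation p of 0.0218, not adjusted. At 50 or more poly(A) reads, the relation to Ribo-Seq was -0.0679 among lengthened tails and 0.00244 in the others, and on ranks the tail term of the model of translation was 0.0362, each with a changed sign and none past the test. Among lengthened 3′UTRs, r with mRNA-Seq turned positive at an adjusted p under 0.05 (0.144), without distances over 10000 nt (0.343) and as rho (0.197), and did not pass. Without those distances, r with TE was -0.447 and passed. In the other genes, small values newly passed with mRNA-Seq (0.0363 without those distances, rho 0.0368), with TE (-0.0410, rho -0.0352) and with tail change (rho 0.0468). With Ribo-Seq they changed sign without passing (-0.00754 at 10 or more reads, -0.0140 without those distances, rho -0.0153). The cause was not tested for these relations. Pairs of miRNA and tail with an exact permutation p under 0.05 numbered 813 on deviations from the group means, which removes the difference between conditions by construction.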

Differences from the paper's values

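The authors' p-values at 0.05 and genes matched on gene length were chosen after the results were seen, and the other tests in this part were set before the data were examined. Genes with higher mRNA, such as NTRK2 and CYP26A1, numbered 841 here at the paper's thresholds, against about 1300 in Fig. 3A (rounded). The edgeR exact test on recovered reads, the test of the paper's methods, gave 1261, which matches the number printed in Fig. 3A, so the difference was gone with that test. It gave 1308 in Ribo-Seq, which matches the number printed in Fig. 3B. Counts within 1.5 times the rounded value were also found with a pseudocount of 0.1 (1154), with edgeR's quasi-likelihood test (1240), with DESeq2 (1166), without control replicate 3 (940) and without differentiated replicate 1 (888). They were further off with a pseudocount of 2, the filter on CPM, other scalings, no trend, a replicate block and each other library left out.

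Genes with a changed tail, such as RAPGEF4, numbered 93 here, of which 92 were longer, and the paper gives 158 and 156. The p-values the authors deposited give the paper's 158 and 156 over the 13179 genes of their table. At 50 or more poly(A) reads the numbers were 139 and 137, with weights proportional to reads 110 and 109, on log2 tail length 123 and 123, and without differentiated replicate 3 107 and 106, all within 1.5 times the paper's. The difference stayed with 10 reads summed over libraries (77), without weights, with library medians set equal, with a replicate block and without each other library. APA genes, such as MYC, numbered 40 here, 39 lengthened and 1 shortened, against 118, 110 and 8 in the paper, whose methods give an adjusted p under 0.1 and whose Fig. 6 legend gives 0.05. No alternative set before the data were examined came within 1.5 times all 3 numbers. The authors' p-values readjusted over the sites kept gave 119, 107 and 12 at an adjusted p under 0.05, a setting chosen after the values were seen from 8 readings tried. Of the others, 96, 87 and 9 in 1 reading and 99, 89 and 10 in 2 more, with the p-values as deposited at 0.05, also came within 1.5 times all 3 numbers. How many of the paper's own called genes each drops was not counted, since the paper's list of them was not used here.

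Across genes changed in either assay, such as NTRK2, r between mRNA-Seq and Ribo-Seq was 0.509, against 0.45 in the paper, and it differed under each alternative (0.479 as Spearman's rho, 0.541 with the filter on CPM and 0.523 with a pseudocount of 2). For lengthened tails, r of tail change with mRNA-Seq was 0.291, against 0.17 in the paper. Spearman's rho (0.178), a pseudocount of 2 (0.265) and 50 or more poly(A) reads (0.135) were within 1 standard error of the paper's value, and the filter on CPM (0.291) was not. Lengthened genes such as ANKRD6 differed from the others by 0.37 in mRNA-Seq log2FC, against 0.293 in the paper. The median (0.34) was within 1 standard error, and genes matched on poly(A) reads, the filter on CPM, a pseudocount of 2 and 50 or more reads were not. In TE they were lower by 0.371 on the log2 scale, against 0.244 in the paper, with the sign reversed in both. The median was within 1 standard error and the other alternatives set before were not, while genes matched on gene length, chosen after the values were seen, gave -0.25 on the scale of differentiated over control.

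Sites in extensions of 3′UTRs made up 1.99% here and 7% in the paper, and 24.4% without the tolerance of 50 nt at 3′UTR ends, so neither matches. The single shortened gene, GOLGA2, gave a decrease of 17808 nt, against a median of 903 nt in the paper, and 3 genes at 10 or more reads gave 10549 nt, which still differs. For lengthened 3′UTRs, r of the length change with mRNA-Seq was -0.119, against 0.36 in the paper. It was within 1 standard error at an adjusted p under 0.05 (0.144) and without distances over 10000 nt (0.343), and not at 10 or more reads (-0.0767) or as rho (0.197). With Ribo-Seq, r was -0.132, against 0.03 in the paper, and it kept the opposite sign at an adjusted p under 0.05 (-0.688), at 10 or more reads (-0.0854), without distances over 10000 nt (-0.195) and as rho (-0.184). The value at 10 or more reads was nonetheless within 1 standard error of the paper's.

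The paper reports PABPC5 as higher in Ribo-Seq. Here it had a log2FC of 1.94 (adjusted p = 0.0578). In the paper, tails of genes with lengthened 3′UTRs gained less than those of other genes, and the longest gains in 3′UTR went with higher mRNA. Here these differences were -0.382 A residues (permutation p = 0.699) and 0.25 in log2FC (permutation p = 0.119), both two-sided, and neither passed.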

Other observations

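The tests of explanations for the 2 patterns below were chosen after the results were seen, with their predictions written before the tests were run except where stated, and the list tests were set before the data were examined. NLGN4X holds synapses together, and RAPGEF4 passes cAMP signals on at them. CAMKK2 is a kinase that answers to calcium. All 3 had longer tails after differentiation. Lengthened genes were 3.99 times as long as other genes at the median. Few poly(A) reads in long genes are argued against, since the ratio was 4.16 (95% interval 2.88 to 6.41) against genes matched on poly(A) reads. Poly(A) reads away from listed sites stay open as a candidate source. In lengthened genes, the reads on listed sites per 100 poly(A) reads were 67.6 in control and 86.7 in differentiated cells, against 95.5 and 97.6 in matched genes, and the rise was larger by 14.4 (95% interval 9.90 to 18.5). The share of reads on listed sites in controls fell with gene length (Spearman's rho -0.381), so this source also moves with the relation of gene length to tail length. A loss of reads primed inside pre-mRNA may contribute to the longer tails of NLGN4X and RAPGEF4. In the 5043 genes with 90 or more such reads per 100 in both conditions, the mean gain was still 2.75 A residues, and 22 genes were lengthened (0.436%), against 66 of 4271 genes with fewer (1.55%). The length ratio in the former was 1.95 (95% interval 1.31 to 3.16).

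MYC and DCUN1D5 used distal poly(A) sites more after differentiation in PAT-Seq. RED was over 1 in 1166 genes and under -1 in 423, called or not. More reads in the differentiated libraries are argued against as a source, since the ratio stayed at 2.57 or more in 20 thinnings to equal depth. False distal sites at A-rich sequence are argued against too, since AATAAA or ATTAAA was found at 89.7% of distal sites of lengthened genes and 83.6% of others, a shortfall of -6.13 percentage points (95% interval -14.3 to 4.20). False proximal sites, whose loss would count as lengthening, stay open. There the signals were found at 56.4% in lengthened and 62.3% in other genes, a shortfall of 5.89 (95% interval -9.65 to 21.6, with the prediction written after these shares were seen), and an A-rich stretch followed 5.13% and 5.68%.

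The 6 libraries of an assay can be divided in 10 ways, which is too few for a share under 0.05. The real division called 1454 genes in mRNA-Seq, 93 tails, 538 genes in PAT-Seq expression, 87 miRNAs and 40 APA genes, and the highest other division 0 in each, so 1 of 10 reached the real value. For the lists, the real division passed 11 in mRNA-Seq and the highest other 12, with 3 of 10 reaching the real value, and in small RNA-Seq 5 and 3. The 9 divisions that mix the conditions passed 2 to 12 mRNA-Seq lists, so camera at a correlation of 0.01 can pass as many lists in some of them. Each of their groups holds 2 libraries of 1 condition and 1 of the other, so part of the difference between conditions remains. These counts thus do not give the number of lists that camera passes by chance.

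EGR1 and FOS are switched on within minutes of a signal, and DUSP6 and SPRY4 dampen ERK. BDNF signals through NTRK2 to ERK. Of these genes, 8 of 18 were higher and 0 lower (9 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.000149, adjusted p = 0.369 with an estimated correlation) in Ribo-Seq, with EGR1 (log2FC 3.25) and DUSP6 (log2FC 2.49) among them. In mRNA-Seq 12 of 21 were higher and 2 lower (12 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0166, adjusted p = 0.526 with an estimated correlation), which no longer passed without control replicate 3 (adjusted p = 0.0529). In TE 7 of 18 were higher and 1 lower (8 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0574), and without 1 library the adjusted p ran from 0.0147 to 0.186. ACHE breaks down acetylcholine, and CHRNA3 is part of its receptor. ACHE rose in mRNA-Seq (log2FC 1.64) and Ribo-Seq (log2FC 2.92), and the mRNA of CHRNA3 (log2FC -1.41) fell. Cholinergic genes passed as a group in no assay. In mRNA-Seq 3 of 11 were higher and 6 lower (3 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.566), in Ribo-Seq 2 of 9 were higher and 0 lower (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.162) and in TE 5 of 9 were higher and 0 lower (6 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0739). Without 1 library the adjusted p for TE ran from 0.0409 to 0.155.

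SH-SY5Y cultures also hold substrate-adherent cells, which express mesenchymal genes such as VIM. Here the list went both ways, with VCAN (log2FC 3.11) and THBS1 (log2FC 3.23) higher and PRRX1 (log2FC -1.66) lower in mRNA-Seq. With the log2FC limit of 1 as well, 2 members were higher and 6 lower in mRNA-Seq. VIM had a log2FC of -0.65 in mRNA-Seq and 1.87 in Ribo-Seq, where LGALS1 (1.95), ANXA2 (2.30) and S100A6 (1.57) also rose. The mRNA log2FC was -1.20 for LGALS1, 0.16 for ANXA2 and -1.02 for S100A6. Over the list 7 of 23 were higher and 9 lower (7 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.619), median 0.08 and mean -0.03, which differ in sign. In Ribo-Seq 6 of 18 were higher and 3 lower (6 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.669), median -0.31 and mean 0.22, again of different sign, and in TE 5 of 18 were higher and 7 lower (5 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.642). Glial genes numbered 6 in mRNA-Seq, with 1 higher and 1 lower (camera adjusted p = 0.959), 5 in Ribo-Seq, with 1 higher (camera adjusted p = 0.806), and in TE none passed (camera adjusted p = 0.926). Non-neural miRNAs had 1 higher and 1 lower of 4 (camera adjusted p = 0.556). These values do not show how many cells of each kind were present.

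ATF4 switches on genes such as ASNS under stress. In mRNA-Seq 1 of 15 were higher and 5 lower (1 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.29), in Ribo-Seq 2 of 15 were higher and 3 lower (2 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.734) and in TE 3 of 15 were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0972). Elongation factor genes such as EEF2 had lower TE in 5 of 16 cases (camera adjusted p = 0.0104, adjusted p = 0.37 with an estimated correlation), and no longer passed without control replicate 1 (adjusted p = 0.0564) or differentiated replicate 1 (adjusted p = 0.0811). Tail length passed for no list, and catecholamine genes came nearest (camera adjusted p = 0.0588) and passed without control replicate 1 (adjusted p = 0.0241) or differentiated replicate 3 (adjusted p = 0.0141). Mitochondrially encoded mRNAs had 0 measured members in mRNA-Seq. The last 3 lists were chosen by the study and are not independent evidence. Markers of the cordycepin qPCR were higher in 7 of 8 cases in mRNA-Seq (camera adjusted p = 0.00224, adjusted p = 0.167 with an estimated correlation). They were higher in 4 cases in Ribo-Seq (camera adjusted p = 0.112) and 2 in TE (camera adjusted p = 0.842). The paper took 6 markers to that qPCR. The list holds 8, since the paper's text names GRIK3 and GRIA4 where its supplement names GRIA3 and GRIK4. In TE 1 marker was lower, GRIK3 (log2 change -2.19), and the median was -0.47. When adjusted over the list alone, 1 was also lower in Ribo-Seq. Of the APA qPCR genes, 3 of 5 were lower in mRNA-Seq (camera adjusted p = 0.134), 1 was higher in Ribo-Seq (camera adjusted p = 0.439) and 2 in TE (camera adjusted p = 0.0972). Of the miRNAs the paper names, 6 of 13 were higher and 6 lower (camera adjusted p = 0.732).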
